# RNA-binding protein PCBP2 regulates pancreatic **β** cell function and adaptation to glucose

**DOI:** 10.1172/JCI172436

**Published:** 2024-06-17

**Authors:** Matthew W. Haemmerle, Andrea V. Scota, Mina Khosravifar, Matthew J. Varney, Sabyasachi Sen, Austin L. Good, Xiaodun Yang, Kristen L. Wells, Lori Sussel, Andrea V. Rozo, Nicolai M. Doliba, Louis R. Ghanem, Doris A. Stoffers

**Keywords:** Endocrinology, Beta cells, Diabetes, Glucose metabolism

## Abstract

Glucose plays a key role in shaping pancreatic β cell function. Thus, deciphering the mechanisms by which this nutrient stimulates β cells holds therapeutic promise for combating β cell failure in type 2 diabetes (T2D). β Cells respond to hyperglycemia in part by rewiring their mRNA metabolism, yet the mechanisms governing these changes remain poorly understood. Here, we identify a requirement for the RNA-binding protein PCBP2 in maintaining β cell function basally and during sustained hyperglycemic challenge. PCBP2 was induced in primary mouse islets incubated with elevated glucose and was required to adapt insulin secretion. Transcriptomic analysis of primary *Pcbp2-*deficient β cells revealed impacts on basal and glucose-regulated mRNAs encoding core components of the insulin secretory pathway. Accordingly, *Pcbp2-*deficient β cells exhibited defects in calcium flux, insulin granule ultrastructure and exocytosis, and the amplification pathway of insulin secretion. Further, PCBP2 was induced by glucose in primary human islets, was downregulated in islets from T2D donors, and impacted genes commonly altered in islets from donors with T2D and linked to single-nucleotide polymorphisms associated with T2D. Thus, these findings establish a paradigm for PCBP2 in governing basal and glucose-adaptive gene programs critical for shaping the functional state of β cells.

## Abstract 2

RNA-binding protein PCBP2 programs the functional capacity of pancreatic islet β cells during acute and sustained high glucose challenge.

## Introduction

Glucose uptake and metabolism are the most physiologically important driver of insulin release from pancreatic islet β cells, a highly specialized class of endocrine cells that secrete this hormone in the regulation of organismal blood glucose homeostasis (1). It is well known that glucose has pleiotropic effects on β cell physiology depending on the timing and severity of exposure. Acute and short-term hyperglycemia challenges augment the functional status of β cells on multiple levels by enhancing the flux of glucose metabolism, the expression of machinery critical for insulin secretion, and the responsiveness of β cells to metabolic stimulation (2, 3). Collectively, these alterations serve to magnify insulin secretion to meet increased insulin secretion demands in response to increased metabolic stimulation. In contrast to these stimulatory effects, chronic high glucose exposure paradoxically impairs the ability of β cells to respond to and to secrete appropriate amounts of insulin through combinatorial actions that promote metabolic dysfunction, downregulation of β cell functional and identity genes, and induction of stress-response and apoptotic gene programs (2). The central role of β cell failure in diabetes pathogenesis has driven strong interest in understanding how β cells respond to and adapt to different conditions of glucose challenge in the hope of identifying therapeutic interventions (4). However, despite the major inroads that have been made in clarifying the mechanisms that shape these processes, the complex and diverse impact glucose exerts on the β cell suggests that much remains to be discovered regarding the mechanisms that adapt β cells to high-glucose challenges.

β Cells can adapt to high-glucose challenges in part by reshaping their mRNA metabolism, thereby providing rapid fine-tuning of gene expression to preserve cellular homeostasis (5, 6). For instance, the pre-proinsulin mRNA is under complex levels of posttranscriptional regulation by glucose, and its stability and translation are enhanced in response to acute high-glucose challenge (7, 8). Similarly, the stability and translation of mRNAs encoding core components required for insulin secretion and β cell survival can be modulated by glucose (9–11). Glucose also alters the splicing of certain transcripts encoding modulators of insulin secretion (12–14). Collectively, these observations support the notion that glucose is a powerful regulator of posttranscriptional gene regulation in the β cell and influences the functional state of β cells.

RNA-binding proteins (RBPs) are master regulators of posttranscriptional gene regulation and modulate all aspects of the life cycles of mRNAs (15). These factors typically function by interacting with sequence-specific motifs embedded in target mRNAs, which can serve as focal points to regulate different aspects of mRNA processing, such as splicing, 3′-UTR processing, mRNA stability, and translation (16). RBPs also have the capacity to reprogram cells in response to extracellular stimuli by reshaping mRNA metabolism to facilitate rapid changes in gene expression (17). Despite the powerful role RBPs have in mRNA processing and the hundreds of RBPs known to be expressed in the β cell (13), their importance to β cell biology has only recently gained traction (5, 18). Several RBPs have been implicated in reshaping the metabolism of select transcripts critical in enhancing insulin secretion in response to high-glucose challenge (5, 6). However, the impact of RBPs on the posttranscriptional landscape on a global scale and their relevance to primary β cells remain less well described.

The poly(C)-binding proteins (PCBPs) are a functionally heterogeneous family of RBPs composed of 5 members (PCBP1–PCBP4 and HRNPK) that are defined by their shared binding specificity for cytosine-rich sequences (19). The PCBPs have been extensively shown to govern a variety of posttranscriptional controls and have been implicated in shaping a multitude of cellular events (19). In addition, these proteins can serve as cytosolic iron chaperones and play integral roles in the transport, delivery, and storage of intracellular iron (20). Despite the critical roles these factors play in cellular homeostasis, an understanding of the impact of the PCBPs in the β cell remains limited, and whether they impact the functional state of β cells is unknown (21, 22). While mining publicly available data sets, we identified PCBP2 as a putatively glucose-regulated protein from a mass spectrometry study characterizing glucose-regulated proteins in human islets (23), raising the possibility that PCBP2 could modulate important glucose effects in the β cell.

Here, we demonstrate a critical requirement for the RBP PCBP2 in the β cell, revealing roles for this factor in maintaining the functional state of the β cell basally and during adaptation to a sustained hyperglycemic challenge. PCBP2 was upregulated in murine islets incubated in high glucose and was required for the adaptive insulin secretory response. Transcriptomic and motif enrichment analysis of FACS-purified, *Pcbp2-*null β cells under basal and high-glucose challenge implicated PCBP2 in shaping the abundance of mRNAs necessary to sustain and to adapt components of the insulin secretory pathway. Mechanistic studies revealed that PCBP2 impacted the β cell transcriptome in part by binding and stabilizing its regulated mRNAs. Accordingly, *Pcbp2* deficiency impaired insulin secretion, owing to defects in insulin production, insulin granule ultrastructure and docking, calcium flux, and the amplification pathway of insulin secretion. In primary human islets, PCBP2 was upregulated by high-glucose challenge while also downregulated in islets from donors with type 2 diabetes (T2D), suggesting roles for this factor in human islet glucose adaptation and T2D pathophysiology. Indeed, we found that the PCBP2-regulated genes overlapped with those altered in islets from human T2D and linked to single-nucleotide polymorphisms associated with T2D. Together, these studies position PCBP2 as a core posttranscriptional determinant of the functional state of β cells.

## Results

### PCBP2 is posttranscriptionally upregulated in islets during high-glucose incubation and regulates glucose-adaptive insulin secretion.

Based on mining of a publicly available human islet proteomic data set, we raised the RBP PCBP2 as a potentially glucose-induced protein (23). To determine whether PCBP2 levels could be modulated by glucose and to provide a platform for further study, we examined PCBP2 in murine, wild-type islets exposed to elevated levels of glucose. Interestingly, we observed that PCBP2 increased about 2.5-fold in these stimulated islets as compared with their low-glucose-treated counterparts (Figure 1A). A time course experiment revealed that high-glucose culture conditions increased PCBP2 in a time-dependent manner in mouse islets, with a maximal approximately 3-fold PCBP2 induction occurring at 72 hours of culture (Figure 1, B and C). PCBP2 levels did not further increase in response to higher levels of glucose, and dosing islets with a range of physiologically relevant levels of glucose also confirmed the induction of PCBP2 as glucose dependent (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/JCI172436DS1). Under low-glucose conditions, PCBP2 expression was lower in insulin-positive cells than in non-β cells, whereas expression was similar across all islet endocrine cell types under high-glucose conditions (Supplemental Figure 2A), suggesting that glucose regulation of PCBP2 levels specifically occurs in the β cell lineage. Further, PCBP2 subcellular localization did not appear to change under different glucose conditions (Supplemental Figure 2B).

We next considered the mechanism by which glucose modulates PCBP2. Despite increased PCBP2 during high-glucose challenge, the *Pcbp2* transcript was decreased (Figure 1D). The decoupling between protein and mRNA changes pointed to glucose posttranscriptionally modulating PCBP2 abundance. To determine whether glucose influences PCBP2 protein stability, we treated murine islets preincubated with low or high glucose with the translational inhibitor cycloheximide and measured the turnover of PCBP2 protein in both groups. Culture in high glucose decreased the rate of decay of PCBP2 and increased the half-life of PCBP2 from about 50 hours to about 200 hours, indicative of increased stability (Figure 1, E and F).

Glucose can augment or impair β cell insulin secretion depending on the timing and severity of exposure (2); therefore, we sought to define how high-glucose culture conditions driving increased PCBP2 levels impacted β cell function. We assessed insulin secretion of wild-type islets that had been preincubated with low or high glucose for 24, 48, and 72 hours (Figure 2A). The islets were then acutely challenged with increasing glucose concentrations to assess overall insulin secretion, IBMX to assess cAMP-mediated amplification of insulin secretion, and potassium chloride (KCl) to examine release of the readily releasable pool of insulin granules. Islets preincubated with high glucose generally exhibited augmented insulin secretion both basally and in response to acute stimuli, and this augmentation was similar in magnitude across 24, 48, and 72 hours of preincubation (Figure 2B and Supplemental Figure 3A). Insulin secretion was amplified more than 10-fold in response to 25 mM glucose challenge in islets pretreated with high versus low glucose. Similarly, KCl stimulation elicited a greater than 2.5-fold insulin secretion response in high- versus low-glucose-precultured islets, and this response was sustained across each preincubation time point. The IBMX response diminished over time in islets preincubated with low glucose, but was maintained in islets pretreated with high glucose, suggesting that high glucose supports β cell processes necessary for cAMP-mediated insulin secretion. Insulin content was also increased in islets precultured with high glucose (Supplemental Figure 3B).

To examine the role of PCBP2 in the augmentation of insulin secretion during sustained high-glucose challenge, we employed a lentiviral construct driving mCherry and a non-targeting shRNA or a shRNA targeting *Pcbp2* from the rat insulin promoter to allow for β cell–specific depletion of *Pcbp2* in primary murine islets (24) (Supplemental Figure 4, A and B). To determine how depleting *Pcbp2* impacted glucose adaptation of insulin secretion, insulin secretion was measured from transduced islets preincubated with low or high glucose for 72 hours (Figure 2C). As expected, insulin secretion was amplified more than 4-fold in response to acute stimulation with 25 mM glucose, IBMX, and KCl from control islets that had been preincubated with high glucose (Figure 2D and Supplemental Figure 5). Islets with shRNA-mediated depletion of PCBP2 and pretreated with high glucose exhibited a similar augmentation of insulin secretion by 25 mM glucose and KCl; however, the augmented IBMX insulin secretory response was diminished. By contrast, glucagon secretion was normal during acute IBMX stimulation of *Pcbp2*-deficient islets (Supplemental Figure 6, A and B). Altogether, these results indicate that high-glucose culture conditions promoting increased PCBP2 augment β cell stimulus-coupled insulin secretion and that *Pcbp2* is required for glucose adaptation of the amplification pathway of insulin secretion.

### RNA sequencing identifies glucose-regulated gene programs in β cells.

We next sought to determine the molecular changes to the β cell during stimulation in high-glucose culture conditions. To address this question, we first crossed a RIP-Cre β cell–specific deleter strain with mice harboring the Cre-inducible *Rosa26^tdTomato^* reporter allele to selectively label the β cell lineage (termed *tdTomato*), providing the means to purify β cells that have undergone Cre-mediated recombination (Supplemental Figure 7, A and B). Islets isolated from *tdTomato* mice were then incubated in low and high glucose for 72 hours to maximally induce PCBP2 abundance followed by FACS enrichment of the tdTomato^+^ cell populations and RNA sequencing. In tandem, RIP-Cre mice were crossed with mice carrying *loxP Pcbp2* alleles (termed *Pcbp2*^βKO^) (25), resulting in efficient (~80%) depletion of PCBP2 specifically in β cells as determined by coimmunofluorescence for PCBP2 and insulin in adult islets (Figure 3, A and B). *Pcbp2*^βKO^ mice were then crossed with *tdTomato* mice (termed *Pcbp2*^βKO^ *tdTomato*), and islets from *Pcbp2*^βKO^ *tdTomato* mice were subjected to the same glucose exposure paradigm, tdTomato^+^ cell purification, and RNA sequencing strategy as that of islets from *tdTomato* mice (Figure 3C).

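The RNA sequencing covered 17 samples of sorted tdTomato+ β cells in 4 groups, all taken after 72 hours of islet culture. Control β cells, which the labels of the deposited samples call WT, gave 3 samples at 2.8 mM glucose and 4 at 16.7 mM, and *Pcbp2* βKO β cells gave 5 samples at each concentration. The authors pseudoaligned the read pairs to the GRCm39 mouse transcriptome with Kallisto and deposited, for each sample, the estimated counts and the TPM (abundance scaled to transcript length and to the sample's total) of 142376 transcripts of 55357 genes, without normalization of the counts between samples. Total estimated counts per sample ranged from 70712840 to 78719001 (median 78152840) in control cells at 2.8 mM and from 65070242 to 69201359 (median 68307923) in control cells at 16.7 mM. In *Pcbp2* βKO cells, they ranged from 47385513 to 82419400 (median 73279801) at 2.8 mM and from 73336033 to 81769111 (median 77964405) at 16.7 mM. The estimated counts were summed per gene, rounded and normalized by the TMM method of edgeR, and expression is given as CPM (counts scaled to a common library size), as the mean ± SD of the samples of a group. A filter on low counts across the 4 groups left 22762 genes. Differences were tested in a single fit of all 17 samples, with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the genes tested. A gene was called changed at an adjusted p below 0.05 and a fold change above 1.5, the thresholds of the paper. The design of the authors held a batch factor, whose levels are given neither by the paper's text nor by the labels, and no batch entered this fit. In data simulated from these samples with 200 changed genes, the same test recovered 65.5% of them for glucose in control cells and 74% for the knockout at 16.7 mM, and 3% and 1.3% of its calls were false.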

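*Pcbp2* (ENSMUSG00000056851) lies on the forward strand of chromosome 15 of GRCm39 from 102378928 to 102408805. In control β cells it was expressed at 62.5 ± 11.4 CPM (SD, n = 3) in low glucose and 40.4 ± 5.27 CPM (SD, n = 4) in high glucose. In *Pcbp2* βKO cells the values were 17.4 ± 1.39 CPM and 7.66 ± 1.68 CPM (SD, n = 5 each). The log2 fold change of *Pcbp2* βKO against control cells was -1.84 at 2.8 mM (standard error 0.17, adjusted p = 3.57e-06) and -2.40 at 16.7 mM (standard error 0.16, adjusted p = 7.49e-08) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. No *Pcbp2* βKO sample reached the range of the control samples in either condition (two-sided exact permutation tests, p = 0.0179 at 2.8 mM and p = 0.00794 at 16.7 mM, the smallest that these numbers of samples allow). With each sample left out in turn, the log2 fold change at 16.7 mM stayed between -2.51 and -2.31. In control cells, the *Pcbp2* transcript was lower in high than in low glucose, with a log2 fold change of -0.63 (standard error 0.18, adjusted p = 0.0206 from the same edgeR test). Without replicate 1 or 2 of the control cells at 2.8 mM, or replicate 1 of those at 16.7 mM, this difference lost its significance (adjusted p = 0.0678, 0.132 and 0.0587 by edgeR), and without replicate 4 at 16.7 mM its fold change, at a log2 of -0.57, no longer passed the threshold. None of *Pcbp1*, *Pcbp3*, *Pcbp4* and *Hnrnpk*, which encode related RNA-binding proteins, was called at 16.7 mM, with log2 fold changes of -0.00, -0.24, -0.06 and 0.01 and adjusted p of 0.444 or more by the edgeR test. The signs for *Pcbp1* and *Hnrnpk* changed with the normalization.

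**Figure D1:**
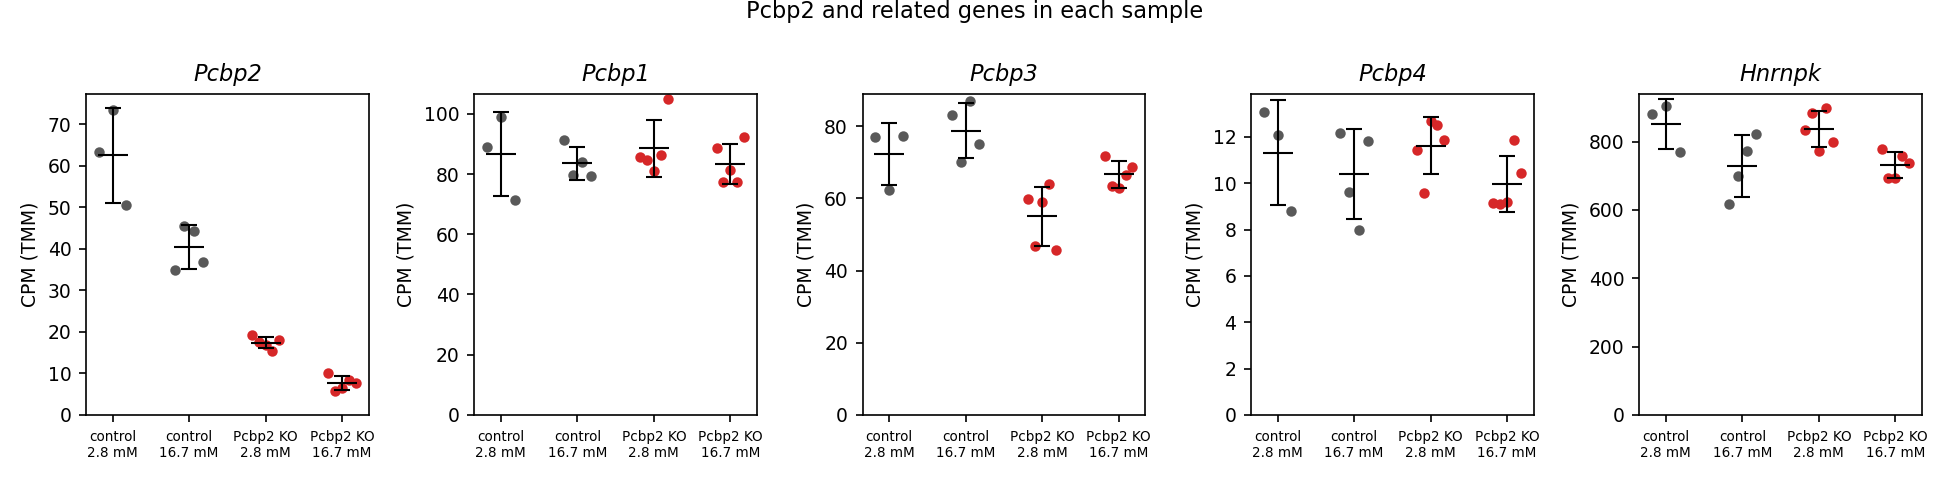
Expression of *Pcbp2* and 4 related genes in CPM (linear axis from 0), by group. Points are samples, bars are means and error bars are SD; every *Pcbp2* βKO sample lies below every control sample for *Pcbp2*.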

Principal component analysis (PCA) of RNA-sequenced samples revealed that glucose culture conditions and genotype accounted for the first and second highest proportions of overall sample variation, respectively, and that our replicates clustered together according to these experimental conditions (Figure 3D). 

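The principal components were computed on the centred and scaled log2 CPM of the 22762 genes. PC1 held 30.0% and PC2 11.0% of the variance. PC1 scores ranged from -105.5 to -42.4 in the 8 samples at 2.8 mM and from 9.9 to 99.1 in the 9 samples at 16.7 mM (two-sided exact permutation test between glucose concentrations, p = 4.11e-05). PC2 separated the genotypes (exact permutation test, p = 5.14e-05), and within each glucose concentration every control sample scored above every *Pcbp2* βKO sample, with the lowest control at 49.2 against the highest knockout at 20.9 in low glucose and 21.2 against -26.7 in high glucose (exact permutation tests, p = 0.0357 and p = 0.00794). On PC1, 3 of the 9 samples at 16.7 mM lay apart from the rest of their groups. Replicate 4 of the control cells scored 9.9 against 97.1 or more in the others, and replicates 4 and 5 of the *Pcbp2* βKO cells scored 21.3 and 33.3 against 90.9 or more. The alternative that moved the shares most was the use of the 500 most variable genes, centred but not scaled. In it PC1 held 41.0% and PC2 27.3%, and both separations remained. All 22762 genes, centred but not scaled, gave 32.5% and 13.9%.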

To define the molecular changes resulting from stimulating β cells with high glucose, we performed differential gene expression analysis of control β cells treated with high glucose. 

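Between the 4 control samples at 16.7 mM and the 3 at 2.8 mM, 3156 of the 22762 genes were called, 1631 higher and 1525 lower in high glucose. The 3 called genes with the largest increases, among those with an average of at least 5 CPM and no overlap between the groups, were *C1qtnf1*, *Dapl1* and *Slc5a10*. *C1qtnf1* rose from 0.104 ± 0.0436 to 29.0 ± 20.1 CPM, a log2 fold change of 8.09 (adjusted p = 0.0013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the log2 fold changes of *Dapl1* and *Slc5a10* were 7.69 and 6.37. The largest decreases by the same rule were those of *Mslnl* (log2 fold change -3.40), *Stbd1* (-2.77) and *Steap1* (-2.70). *Stbd1* stood at 187 ± 55.6 CPM in low glucose and at 8.08 to 12.0 CPM in 3 of the samples in high glucose but at 78.4 CPM in replicate 4, and *Steap1* at 79.4 ± 31.5 CPM against 2.42 to 5.04 CPM and 36.7 CPM in replicate 4; the calls of both genes were lost when any 1 of the control samples other than replicate 3 at 2.8 mM and replicate 4 at 16.7 mM was left out (adjusted p by edgeR from 0.059 to 0.102 for *Stbd1* and from 0.0779 to 0.129 for *Steap1*). The number of called genes rested on single samples, from 1382 without replicate 2 at 2.8 mM to 4480 without replicate 4 at 16.7 mM, with 1990 without replicate 1 at 2.8 mM. With the replicate number as a block, since the numbers paired the control samples, it was 4780 (2335 higher, 2445 lower). It also depended on the scaling. The alternative that moved it most, limma on log2(TPM + 0.1), called 304 genes higher and 7760 lower, and with total counts alone 783 were called higher and 4054 lower around a median log2 fold change of all genes of -0.346, while *Ins2* took 18.2% to 25.7% of the counts of each control sample at 16.7 mM and 8.90% to 9.04% at 2.8 mM.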

Consistent with our PCA analysis, we found a substantial number of genes that were altered in response to high glucose exposure, with 1,981 and 1,933 genes down- and upregulated, respectively (Figure 3E and Supplemental Table 1). To comprehensively define the molecular pathways affected by exposing β cells to glucose, we performed gene set enrichment analysis (GSEA), a method that determines whether sets of functionally related genes show linked directionality changes between 2 conditions (26). 

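The gene sets of the paper, from Gene Ontology, were not analysed here. In their place, genes ranked by the sign of the log2 fold change and the p of each comparison were tested with fgsea against the mouse Reactome sets, of which 722 held 15 to 500 tested genes, and the sets that come closest to the paper's terms were chosen beforehand. For glucose in control cells, 27 of the 722 sets were enriched among genes with higher expression and 130 among genes with lower expression (adjusted p below 0.05 over all sets, from permutations of genes).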

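Among the 6 Reactome sets chosen for the glucose response, asparagine N-linked glycosylation (104 genes) was enriched among the genes raised by high glucose, with a normalized enrichment score of 1.66 (adjusted p = 0.0103 by the permutations of fgsea) and a median log2 fold change of 0.23. Regulation of insulin secretion (39 genes) scored 1.44 (permutation, adjusted p = 0.0973 over all sets and 0.0378 adjusted over the list alone). Transport to the Golgi and subsequent modification (35 genes) scored 1.31 and did not pass (permutation, adjusted p = 0.211). The tests differed for these sets. By fry in limma, the set of transport to the Golgi passed (adjusted p = 0.0237), while asparagine N-linked glycosylation (adjusted p = 0.113) and regulation of insulin secretion (adjusted p = 0.0552) did not. By camera in limma with a preset correlation, asparagine N-linked glycosylation passed (adjusted p = 0.0264), and transport to the Golgi (adjusted p = 0.114) and regulation of insulin secretion (adjusted p = 0.238) did not. Of 10 genes of β cell identity listed beforehand, which include *Ins1*, *Ins2* and *Iapp*, 7 were called higher in high glucose and none lower.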

Hierarchical clustering of upregulated pathway terms revealed an abundance of processes with terms related to hormone production and protein production and secretion (Figure 3F), consistent with the enhanced insulin secretion observed after preincubation with high glucose in our batch incubation analysis (Figure 2B). In contrast, downregulated processes were involved in RNA processing and posttranscriptional gene regulation (Supplemental Figure 7C), which may be a novel feature of β cell adaptation to glucose. Thus, our RNA sequencing approach captured glucose-regulated features in the β cell.

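Translation (149 genes) had the most negative score of the sets listed for glucose, -2.96 (adjusted p = 2.28e-32 by the permutations of fgsea), with a median log2 fold change of -0.81 and 103 of its genes called. Mitochondrial translation scored -2.52 (permutation, adjusted p = 1.97e-13) and mRNA splicing -1.52 (permutation, adjusted p = 0.0214). With the replicate block, the score of mRNA splicing was -1.37 and no longer passed (permutation, adjusted p = 0.111). Across tests, the result of these sets changed most with camera when the correlation between genes was estimated from the data, under which none of the 6 listed sets passed. With a preset correlation of 0.01, camera gave adjusted p of 4.48e-20 for translation, 1.35e-09 for mitochondrial translation and 0.0731 for mRNA splicing (calculated with limma). By fry, translation (adjusted p = 0.00355 in limma) and mitochondrial translation (adjusted p = 0.0191) held and mRNA splicing did not.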

### PCBP2 impacts glucose-dependent and glucose-independent gene programs.

Given that glucose modulates PCBP2 (Figure 1, A and B), we next investigated whether PCBP2 played a role in shaping the transcriptomic response of β cells to glucose. We first compared the transcriptomes of control and *Pcbp2-*deficient β cells during high-glucose induction of maximal PCBP2 abundance, which revealed significant changes in the transcript abundance of 603 genes (Figure 4A and Supplemental Table 2), of which 439 and 164 exhibited decreased and increased transcript levels, respectively. 

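In the comparison of 5 *Pcbp2* βKO with 4 control samples at 16.7 mM, 388 genes were called, 322 lower and 66 higher in the knockout. The largest decreases among genes with an average of at least 5 CPM and no overlap between the groups were those of *Crispld2*, *Cldn8* and *Sftpd*. *Crispld2* fell from 82.7 ± 52.0 CPM (SD, n = 4) to 0.0209 ± 0.00822 CPM (SD, n = 5), a log2 fold change of -11.85 (standard error 0.76, adjusted p = 5.07e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cldn8* and *Sftpd* had log2 fold changes of -10.89 and -10.05 (adjusted p = 3.53e-07 each by edgeR). The largest increases by the same rule were those of *Rpl34-ps1*, *Ncoa4-ps* and *Gm10184*, with log2 fold changes of 8.91, 6.64 and 5.58. *Rpl34-ps1* and *Ncoa4-ps* are annotated as processed pseudogenes, and their values are uncertain because Kallisto could have split reads between them and *Rpl34* and *Ncoa4*. Of the alternatives for the count, DESeq2's Wald test moved it most upward, to 726 genes (221 higher, 505 lower), and limma on log2(TPM + 1) without a filter most downward, to 113. In the simulated data, 14.9% of the calls of DESeq2 for this comparison were false. Single samples also moved it, from 213 (27 higher, 186 lower) without replicate 3 of the control cells to 652 (199 higher, 453 lower) without replicate 4 of the control cells, and 123 genes were called higher without replicate 5 of the *Pcbp2* βKO cells.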

GSEA identified pathways implicated in regulating key steps in insulin secretion that were downregulated in mutant β cells under high-glucose incubation, including cAMP responsiveness, vesicle organization, regulation of calcium ion transport, synapse organization and function, and membrane docking (Figure 4B and Supplemental Figure 8, A–C). In contrast, upregulated processes were involved in cellular replication (Supplemental Figure 9), which may signify a role for PCBP2 in shaping β cell replication.

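Of the 10 Reactome sets chosen for the knockout, 7 stand for processes related to secretion. In high glucose, 3 of these passed among the genes lower in *Pcbp2* βKO cells over all 722 sets. Transmission across chemical synapses (155 genes) had a normalized enrichment score of -1.69 (adjusted p = 0.00403 by the permutations of fgsea), neurotransmitter release cycle (36 genes) -1.72 (permutation, adjusted p = 0.0259) and potassium channels (78 genes) -1.70 (permutation, adjusted p = 0.0154). The median log2 fold changes were small, at -0.03, -0.11 and, with the opposite sign, 0.05 for the potassium channels. G alpha s signalling events (61 genes) scored -1.53 (permutation, adjusted p = 0.0667 over all sets and 0.0214 adjusted over the list alone). Membrane trafficking and ion channel transport scored -1.30 each (permutation, adjusted p = 0.195 and 0.198) and protein kinase A activation -0.85 (permutation, adjusted p = 0.816). None of the 7 sets passed with camera or fry.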

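The 3 sets listed for cell division were enriched among the genes higher in *Pcbp2* βKO cells. Mitotic cell cycle (397 genes) had a normalized enrichment score of 2.32 (adjusted p = 1e-19 by the permutations of fgsea), DNA replication (99 genes) 1.81 (permutation, adjusted p = 0.00114) and chromosome maintenance (72 genes) 2.56 (permutation, adjusted p = 3.31e-11). The mitotic cell cycle and chromosome maintenance also passed with camera at the preset correlation (adjusted p = 0.0103 and 1.45e-06 in limma), and none of the 3 passed with an estimated correlation or with fry. Few single genes were called, 8 of the mitotic cell cycle set, 1 of DNA replication and none of chromosome maintenance. Of 6 proliferation genes listed beforehand (*Mki67*, *Top2a*, *Ccnb1*, *Cdk1*, *Birc5*, *Aurkb*), all 6 had higher estimates in the knockout, with a median log2 fold change of 2.19, but none was called over all genes by edgeR, where 5 had an unadjusted p below 0.05, and 5 were called adjusted over the list alone. Over the alternatives, the smallest adjusted p of *Mki67*, *Top2a*, *Cdk1* and *Birc5* were 0.0274, 0.0184, 0.0111 and 0.0202 (edgeR, DESeq2 or limma). Their summed expression varied widely between samples, at 229, 130, 271, 49.4 and 2.18 CPM in the 5 *Pcbp2* βKO samples against 62.2, 39.1, 9.64 and 8.18 CPM in the 4 control samples.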

To determine whether the PCBP2-regulated genes were also regulated by glucose, we compared the expression of these genes in control and mutant across low- and high-glucose preincubation conditions. Unbiased hierarchal clustering across these conditions raised 5 clusters of genes with distinct patterns of gene regulation (Figure 4C and Supplemental Figure 10, A–E). 

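In the 2.8 mM condition, 464 genes were called between the 5 *Pcbp2* βKO and the 3 control samples, 406 lower and 58 higher (242 genes without replicate 3 of the control cells). Of the 388 genes called in high glucose, 208 (53.6%) were also called in low glucose, all in the same direction, where 7.9 would be shared if the lists were independent. The sign at 2.8 mM was the same for 379 of the 388 genes. Genes called lower at 16.7 mM had a median log2 fold change of -2.34 there and -1.76 at 2.8 mM, and genes called higher 1.44 and 0.99. Of the 388 genes, 90 (23.2%) were also called for glucose in control cells, and 207 of 579 (35.8%) with the replicate block. The control samples at 16.7 mM enter both of these comparisons. With 2 of these 4 samples used in one comparison and the other 2 in the other, a test chosen after the data were seen, 19 to 62 genes were called in both over the 6 divisions, where 15.5 to 44 would be shared if the lists were independent. With all samples, the 90 became 44 and 32 without replicates 1 and 2 of the control cells at 2.8 mM and 48, 35 and 285 without replicates 2, 3 and 4 of those at 16.7 mM. Hierarchical clustering of the group means of the 388 genes (z-scores, Euclidean distance, complete linkage), set to 5 clusters, gave 199, 92 and 31 genes lower and 34 and 32 genes higher in the knockout. The linkage changed these sizes most, with 310 genes in the largest cluster under average linkage.

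**Figure D2:**
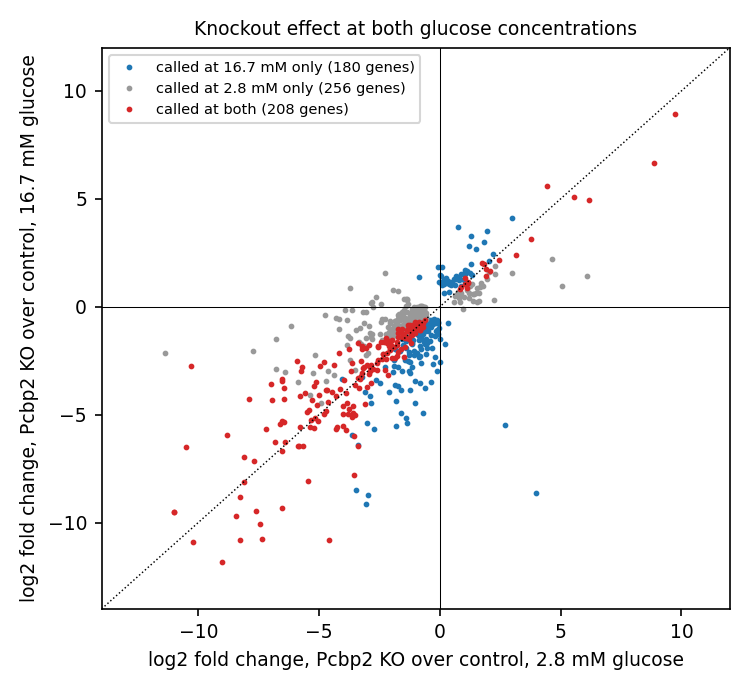
Log2 fold change of *Pcbp2* βKO against control cells at 2.8 mM (horizontal axis) and at 16.7 mM (vertical axis) for each gene called at either concentration. Blue points are the 180 genes called at 16.7 mM only, gray points the 256 called at 2.8 mM only and red points the 208 called at both. Genes called at neither concentration are not drawn.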

We identified a large cluster of genes (yellow cluster) that were unaffected by glucose treatment in control β cells but were downregulated irrespective of glucose treatment with *Pcbp2* deficiency. 

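Of the 388 genes, 156 were called lower in the knockout at both glucose concentrations and not called for glucose in control cells. Among the genes with links to cAMP, *Gpr26*, *Cftr*, *Adgrg6* and *Adgrd1* were called lower in both conditions. *Adgrg6* stood at 3.01 ± 1.39 CPM (SD, n = 3) and 3.95 ± 2.15 CPM (SD, n = 4) in control cells in low and high glucose and at 0.0530 ± 0.0417 and 0.0414 ± 0.0531 CPM (SD, n = 5 each) in *Pcbp2* βKO cells, a log2 fold change of -6.46 at 16.7 mM (standard error 0.68, adjusted p = 1.96e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of *Gpr26*, *Cftr* and *Adgrd1* at 16.7 mM were -5.98, -6.27 and -2.78. *Adgrf1* (-3.99) and *Adgrf5* (-1.40) were also called, and lost the call without replicate 3 of the control cells at 16.7 mM (adjusted p = 0.0603 and 0.0841 by edgeR), *Adgrf5* also without replicate 2 (adjusted p = 0.0654). Of the genes linked to synapses, *Syt10* (log2 fold change -9.70) and *Kirrel3* (-5.68) were called, and *Syndig1* had no counts in any *Pcbp2* βKO sample at 16.7 mM against 2.93 ± 3.10 CPM in control cells (adjusted p = 0.000184 by edgeR). In *Syt10*, the control samples at 16.7 mM ranged from 2.04 to 8.57 CPM, the highest in replicate 3. *Pdzrn3* and *Cast* had lower estimates, -2.08 and -0.61, that were not called at 16.7 mM (adjusted p = 0.157 and 0.0922 by edgeR). The vesicle gene *Rph3a* changed by -4.15 at 16.7 mM and *Rab3c* by -1.44, which was not called there (adjusted p = 0.0908 by edgeR) but was called at 2.8 mM (log2 fold change -1.98). *Pdzrn3* and *Rab3c* were called at 16.7 mM with the replicate block, and *Cast* was not.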

Genes mapping to this module have links to cAMP production and signaling (*Gpr26*, *Cftr*, *Hcn1*, *Adgrg6*, *Adgrd1*, *Adgrf1*, *Adgrf5*), synapse formation and activity (*Syt10*, *Kirrel3*, *Pdzrn3*, *Syndig1*, *Cast*), insulin secretory vesicles (*Rph3a*, *Rab3c*), and regulators of membrane potential and calcium signaling (*Kcnj5*, *Hcn1*, *Cftr*, *Lrrc8*, *Actn2*, *Chrn7a*). Another large cluster of genes (green cluster) contained genes whose upregulation by glucose in control β cells was blunted by *Pcbp2* deficiency. 

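Of the genes called lower in the knockout at 16.7 mM, 62 were also called higher with glucose in control cells. This number ranged from 20 without replicate 3 of the control cells at 16.7 mM to 181 without replicate 4 of the same group. It was 31 without replicate 2 of that group, 27 and 21 without replicates 1 and 2 of the control cells at 2.8 mM, 133 with DESeq2 and 113 with the replicate block. The glucose-responsive genes *Pde8b*, *Lrrtm2* and *Slc26a3* were among the 62. *Pde8b* rose from 2.66 ± 0.623 to 8.10 ± 3.90 CPM with glucose in control cells and from 0.808 ± 0.213 to 1.87 ± 0.449 CPM in *Pcbp2* βKO cells, with a log2 fold change of -2.11 between genotypes at 16.7 mM (standard error 0.32, adjusted p = 0.000872 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Lrrtm2* and *Slc26a3* differed between genotypes by -1.95 and -3.85 (adjusted p = 0.00626 and 0.00052 by edgeR). Lower estimates that were not called at 16.7 mM were found for *Crem* (-0.99), *Prkar1a* (-0.61), *Bsn* (-0.85), *Ntrk2* (-0.77), *Kcnf1* (-2.08), *Casq2* (-3.05), *Reep5* (-0.49) and *Chgb* (-1.47), with adjusted p from 0.0522 to 0.401 by the edgeR test. For *Reep5*, replicate 4 of the control cells stood at 146 CPM and the other 3 samples at 275 to 296 CPM. Without replicate 4 of the control cells at 16.7 mM, *Crem*, *Prkar1a*, *Bsn*, *Ntrk2*, *Casq2* and *Chgb* were called (adjusted p = 0.0333, 0.00397, 0.0187, 0.0168, 0.044 and 0.00331 by edgeR). *Bsn* and *Casq2* were also called without replicate 5 and *Chgb* without replicate 2 of the *Pcbp2* βKO cells at 16.7 mM (adjusted p = 0.0244, 0.037 and 0.0124 by edgeR). *Ntrk2*, *Kcnf1* and *Casq2* were called lower at 2.8 mM. With the replicate block, *Kcnf1*, *Casq2* and *Chgb* were called at 16.7 mM, and *Crem*, *Prkar1a*, *Bsn*, *Ntrk2* and *Reep5* were not.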

Examination of this cluster revealed genes linked to processes similar to those of the yellow cluster, including cAMP signaling (*Crem*, *Prkar1a*, *Pde8b*), synapse activity (*Bsn*, *Ntrk2*, *Lrrtm2*), membrane potential (*Kcnf1*, *Slc26a3*), intracellular calcium flux (*Casq2*, *Reep5*), and insulin granule formation (*Chgb*). The orange cluster harbored a smaller set of genes that were primarily downregulated in mutant β cells incubated with high glucose (Supplemental Figure 10D). We also found in this module a handful of genes with roles in vesicle transport (*Rin1*, *Fam110c*), ion transport (*Cnih3*), and synapse regulation (*Il1rap*). In contrast to the clusters with downregulated gene patterns, our clustering analysis raised modules of genes that were mainly unaffected by glucose in control β cells but were upregulated irrespective of glucose treatment in mutant β cells (blue cluster; Supplemental Figure 10D) or were uniquely upregulated in mutant β cells with high glucose exposure (black cluster; Supplemental Figure 10E). 

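At 16.7 mM only, 92 genes were called lower in the knockout without being called for glucose in control cells. Without replicate 3 of the control cells there were 44, and without replicates 1, 2 and 3 of the *Pcbp2* βKO cells 46, 58 and 47. *Il1rap* was one of them, at 14.4 ± 4.92 CPM (SD, n = 4) in control and 4.83 ± 1.52 CPM (SD, n = 5) in *Pcbp2* βKO cells (log2 fold change -1.58, adjusted p = 0.00304 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against a log2 fold change of -0.64 at 2.8 mM (adjusted p = 0.358 by edgeR). The difference between these effects was not significant (interaction, adjusted p = 1 by edgeR). *Rin1*, *Fam110c* and *Cnih3*, all below 1 CPM in every group, had log2 fold changes of -1.58, -1.55 and -2.13 at 16.7 mM and were not called (adjusted p = 0.0769, 0.0518 and 0.135 by edgeR). *Rin1* and *Fam110c* were called without replicate 4 of the *Pcbp2* βKO cells at 16.7 mM (adjusted p = 0.0135 and 0.0335 by edgeR) and *Cnih3* without replicate 3 (adjusted p = 0.0416 by edgeR). The replicate block called *Fam110c* and not *Rin1* or *Cnih3*.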

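Of the 66 genes called higher in the knockout at 16.7 mM, 15 were called higher at both glucose concentrations and 35 at 16.7 mM only, in each case without a call for glucose in control cells. The others were called for glucose in control cells, 15 higher and 1 lower. Single samples moved these numbers. The 15 became 6 without replicate 3 of the control cells at 2.8 mM and 8 without replicate 3 of those at 16.7 mM. The 35 became 8, 22 and 84 without replicates 3, 2 and 4 of the control cells at 16.7 mM and 20, 21, 21 and 89 without replicates 1, 2, 3 and 5 of the *Pcbp2* βKO cells there. In the clustering, the 32 genes of one cluster had mean z-scores of 0.78 and 0.81 in *Pcbp2* βKO cells in low and high glucose, and the 34 genes of another -0.26 and 1.34.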

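Of the genes linked to cell division, *Ccnb1ip1*, *Ncapd2* and *Supt16* were called higher in *Pcbp2* βKO cells at 16.7 mM. *Supt16* rose from 33.2 ± 7.33 to 68.8 ± 12.6 CPM (log2 fold change 1.05, standard error 0.17, adjusted p = 0.00211 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was also called at 2.8 mM. *Ccnb1ip1* was expressed at 0.117 ± 0.129 CPM in control and 1.97 ± 0.681 CPM in *Pcbp2* βKO cells (log2 fold change 4.09, adjusted p = 0.00727 by edgeR). *Ccnb1ip1* and *Supt16* start at 51026696 and 52397870 on chromosome 14 of GRCm39. The call of *Ncapd2* (log2 fold change 1.21, adjusted p = 0.029 by edgeR) was lost without any 1 of replicates 2, 3 and 4 of the control cells and replicates 1 and 3 of the *Pcbp2* βKO cells at 16.7 mM (adjusted p = 0.0597 to 0.136). *Ccne2*, *Trip13*, *Nsl1* and *Fgf9* had log2 fold changes of 1.02, 1.64, 1.81 and 0.86 and were not called (adjusted p = 0.0671, 0.116, 0.0778 and 0.172 by edgeR). All but *Fgf9* were called without replicate 5 of the *Pcbp2* βKO cells at 16.7 mM (adjusted p = 0.014, 0.0353 and 0.0106 by edgeR), and *Fgf9* without replicate 4 of the control cells (adjusted p = 0.0108 by edgeR). *Ccne2* was also called without replicate 4 of the *Pcbp2* βKO cells (adjusted p = 0.0211 by edgeR) and *Nsl1* without replicate 1 of the control cells (adjusted p = 0.0444). The replicate block called *Ccne2* and *Fgf9* and not *Trip13* or *Nsl1*.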

Interestingly, we found several genes with roles in cell division and replication mapped to these clusters (*Ccnb1ip1*, *Ccne2*, *Ncapd2*, *Supt16*, *Trip13*, *Nsl1*, *Fgf9*). Together, these data implicate PCBP2 in coordinating glucose-dependent and -independent gene regulation to regulate important processes in the β cell.

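Whether the effect of glucose itself differed between genotypes was tested with the interaction term of the same fit. Of 22762 genes, 1, *Ins1*, passed, 1042 had an unadjusted p below 0.05, and the smallest adjusted p of any other gene was 0.117 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 called 34 genes (27 higher, 7 lower), edgeR called 13 with the replicate block and 15 without a filter on low counts, and its count ranged from 0 to 2 with each sample left out in turn. Without replicate 3 of the control cells at 2.8 mM it was 0, and without replicate 2 of the same group, replicate 2 of the *Pcbp2* βKO cells at 2.8 mM or replicate 5 of those at 16.7 mM it was 2. Of the genes called in the knockout at 16.7 mM only (180, and 67 and 411 without replicates 3 and 4 of the control cells there), 62 had an unadjusted interaction p below 0.05. In the simulated data, the test recovered 48% of genes with a changed interaction. Glucose alone changed 5431 genes in *Pcbp2* βKO cells (3055 higher, 2376 lower), and between 3692 and 5142 (median 4072) in 50 draws of 3 samples at 2.8 mM and 4 at 16.7 mM, the numbers of control samples. From the knockout in high glucose, its enriched pathways and the clusters across conditions (Figure 4, A–C), the paper reasons that PCBP2 acts on part of its genes irrespective of glucose and on others through their response to glucose, and proposes a part for PCBP2 in coordinating both kinds of gene regulation in the β cell.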

To examine how PCBP2 impacts the mRNA levels of genes in our data set, we searched the 3′-UTR of the 603 dysregulated transcripts for the presence of PCBP2 binding motifs. PCBP2 can influence steady-state levels of mRNAs through 3′-UTR regulatory control, and the presence of PCBP2 binding sites in this region has linked PCBP2 to posttranscriptional regulation of motif-containing target mRNAs (27). To identify motifs, we used the Multiple EME for Motif Elicitation (MEME) motif-finding algorithm to perform de novo motif analysis to identify enriched motifs in the 3′-UTRs of transcripts altered with *Pcbp2* deficiency following glucose challenge (28). Further, to discriminate between motifs that are general features of 3′-UTRs versus uniquely enriched in the 3′-UTRs of our set, we performed a MEME motif search using a background of an equal number of randomly sampled 3′-UTR sequences from transcripts with no changes in abundance. 

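MEME, which the paper used, was not run here, and the genes called lower or higher at 16.7 mM were tested for cytosine-rich windows of 18 nucleotides with at least 12 C in the longest annotated 3′-UTR of each gene (GENCODE vM39). Of the 309 protein-coding genes among the 388 called, 308 had an annotated 3′-UTR, with a median length of 1813 nt against 1832 nt in 15255 tested genes that were not called. The remaining 79 called genes have other annotations, so that 79.4% of all called genes were examined. The test thus speaks for the called protein-coding genes, of which 99.7% were examined, and not for the called genes of other annotations. Such a window was present in 129 of the 308 genes (41.9%), and in 43.3% (95% of draws from 38.3% to 48.4%) of uncalled genes drawn 10000 times with matched 3′-UTR lengths (two-sided permutation test, p = 0.615). Matches to a short motif of C pairs with a pyrimidine-rich spacer occurred 1.86 times per kb in the called and 2.16 times per kb in the drawn genes (permutation test, p = 0.0719). The direction depended on the definition of the window. With 13 or more C, 26.3% of the called and 25.6% of the drawn genes had one (permutation test, p = 0.783), and with draws also matched for GC content, the share was 40.3% in the drawn genes (permutation test, p = 0.532) and the short motif occurred 1.93 times per kb in them (permutation test, p = 0.642). The 3′-UTR of *Rph3a* (1673 nt) held 14 C in its richest window and 18 matches to the short motif.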

Remarkably, our motif search returned a single, 18-nucleotide cytosine-rich sequence that was enriched in the 3′-UTRs of the transcripts of 255 genes impacted by loss of PCBP2 (Figure 4D). To investigate the relevance of this motif to PCBP2, we searched this motif against a database of curated RBP motifs and found that the top match to our de novo motif was that of a curated PCBP2 motif (Figure 4E). Altogether, these results point toward direct PCBP2 binding playing a role in regulating the abundance of mRNAs that regulate the functional state of β cells.

### Pcbp2 deficiency in vivo impairs insulin secretion.

Our RNA sequencing analysis implicated *Pcbp2* in key processes that modulate β cell insulin secretion. Therefore, we sought to determine the functional requirement of *Pcbp2* in the β cell. We generated age- and sex-matched cohorts of *Pcbp2*^βKO^ and littermate controls. *Pcbp2*^βKO^ mice were born at normal Mendelian ratios, survived well into adulthood, and exhibited no differences in body weight gain and ad libitum blood glucose levels (Supplemental Figure 11, A–D). In contrast, *Pcbp2*^βKO^ mice were glucose intolerant when challenged with a glucose bolus, and this defect was more subtle in females, likely because of the protective effects of female sex steroids on glucose homeostasis (29) (Figure 5A and Supplemental Figure 12, A and B). Peripheral tissue insulin sensitivity was normal (Supplemental Figure 13), in agreement with β cell–specific genetic alterations. Further, *Cre* recombinase expression and *Pcbp2 loxP* insertion had no effect on glucose tolerance (Supplemental Figure 14), supporting *Pcbp2* deficiency as the primary driver of the observed glucose intolerance. Consistent with the glucose tolerance defect, *Pcbp2*^βKO^ mice showed reductions in acute glucose-stimulated insulin secretion (Figure 5B). β Cell mass was normal (Figure 5C), indicating a β cell functional defect.

To directly examine the functional defect, we performed ex vivo perifusion assays of *Pcbp2*^βKO^ and *Pcbp2^fl/fl^* islets. Islets were first perifused with an amino acid mixture to stimulate β cell insulin release and to prime these cells for better insulin release from subsequent stimulation (30). Glucose was then added in steps of low (3 mM), intermediate (8 mM), and high (16.7 mM/25 mM) concentrations followed by IBMX and KCl. Amino acid challenge induced a burst in insulin release that was reduced about 50% in *Pcbp2*^βKO^ islets compared with control islets, as determined by area under the curve (AUC) quantification (Figure 5, D and E). In contrast, these mutant islets displayed a normal insulin secretion profile in response to 3 mM, 8 mM, and 16.7 mM glucose challenge but an approximately 30% reduction in response to 25 mM glucose (Figure 5, D and E). Potentiation of insulin secretion by IBMX was about 50% reduced in *Pcbp2*^βKO^ islets, and KCl-stimulated insulin release was similarly blunted (Figure 5, D and E), indicating defects in cAMP-amplified insulin secretion and the readily releasable pool of insulin granules, respectively. Insulin content was slightly reduced, by about 18% (Figure 5F). Thus, *Pcbp2* deficiency impairs insulin secretion to an array of insulin secretagogues and reduces the capacity of glucose-stimulated insulin secretion, agreeing with the findings of our RNA sequencing analysis.

### Intracellular calcium flux and insulin granule ultrastructure and dynamics are impaired in the setting of Pcbp2 deficiency.

The KCl defect in our perifusion data pointed toward *Pcbp2-*deficient β cells harboring defects in release of the readily releasable pool of insulin granules (Figure 5, D and E). Supporting this notion, our transcriptomic analysis demonstrated that *Pcbp2* deficiency downregulated processes that impact readily releasable pool dynamics, including calcium ion transport, vesicle organization, and membrane docking and exocytosis (31). Therefore, we followed up on whether these key processes were perturbed with loss of *Pcbp2*.

It is well established that all insulin secretagogues converge on modulating either the availability or efficiency of intracellular calcium to elicit insulin secretion, making calcium signaling indispensable for insulin release. Given the critical nature of this cation and the observed downregulation of several regulators of calcium ion homeostasis (*Kcnj5*, *Hcn1*, *Cftr*, *Chrn7a*, *Lrrc8*, *Actn2*) in mutant β cells across basal and glucose-adaptive conditions, we next performed intracellular calcium signaling measurements in *Pcbp2*^βKO^ and control islets. 

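In the RNA sequencing data, *Kcnj5* was expressed at 19.8 ± 11.7 CPM (SD, n = 3) and 13.6 ± 6.16 CPM (SD, n = 4) in control β cells at 2.8 and 16.7 mM glucose and at 0.197 ± 0.102 and 0.316 ± 0.105 CPM (SD, n = 5 each) in *Pcbp2* βKO β cells. Its log2 fold change was -6.63 at 2.8 mM (standard error 0.48, adjusted p = 5.77e-07) and -5.43 at 16.7 mM (standard error 0.45, adjusted p = 1.23e-06) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Cftr* changed by -6.82 at 2.8 mM and was called. *Actn2* was called at 16.7 mM (log2 fold change -2.10, adjusted p = 0.00221 by edgeR) and not at 2.8 mM (-1.28, adjusted p = 0.0844 by edgeR). The spellings *Chrn7a* and *Lrrc8* match no gene symbol of the deposited data, and no value is given for them.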

Paralleling the paradigm used in our perifusion experiments, we measured intracellular calcium flux as determined by Fura-2 AM islets exposed to low, intermediate, and high glucose steps followed by IBMX and KCl. Strikingly, *Pcbp2*^βKO^ islets exhibited blunted calcium intracellular flux in response to all administered insulin secretagogues, and AUC quantification showed that overall calcium flux signal was reduced about 30% (Figure 6A). Thus, impaired calcium flux contributes to the defective insulin secretion in *Pcbp2-*deficient β cells.

We next sought to determine whether changes in insulin granule dynamics were altered in *Pcbp2*^βKO^ islets. Transmission electron microscopy was performed on β cells from control and *Pcbp2*^βKO^ islets. Morphometric analysis revealed that *Pcbp2-*deficient β cells harbored increased amounts of enlarged, secretory vesicles exhibiting diffuse, light gray cores as compared with controls (Figure 6B, red arrows).

When quantified, mutant β cells harbored an approximately 1.7-fold increase in the number of these abnormal vesicles (Figure 6C). Interestingly, these secretory vesicles matched the morphometric criteria of immature insulin granules, which exhibit diffuse, light gray and enlarged core areas as opposed to the packed, electron-dense cores of smaller mature insulin granules (32). This parallel observation suggested that *Pcbp2-*deficient β cells harbored increased amounts of immature insulin granules. Supporting this notion, we found an increase in the size distribution of the core areas of the insulin granules harbored in *Pcbp2-*deficient β cells (Figure 6D). Further, we found that *Pcbp2*^βKO^ islets had reduced proinsulin content, a trending increase in the ratio of proinsulin to insulin content, and decreased expression of the proinsulin-converting enzyme *Pcsk1* (Supplemental Figure 15, A–C), features that have been linked to increased pools of immature insulin granules (33, 34). 

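*Pcsk1* (ENSMUSG00000021587), on chromosome 13 of GRCm39 from 75237284 to 75284898, was expressed in the sorted β cells at 633 ± 233 CPM (SD, n = 3) in control and 264 ± 70.4 CPM (SD, n = 5) in *Pcbp2* βKO cells at 2.8 mM. The log2 fold change was -1.26 (standard error 0.34, adjusted p = 0.0609 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every *Pcbp2* βKO sample was below every control sample (two-sided exact permutation test, p = 0.0179, the smallest that these numbers of samples allow). DESeq2 called the gene (adjusted p = 0.013), as did edgeR without a filter on low counts (adjusted p = 0.00993), in a fit of the compared groups alone (adjusted p = 0.0326) and without replicate 2 of the control cells (log2 fold change -1.52, adjusted p = 0.0375). With replicates 1 to 3 alone, a choice made after the data were seen, it was called too (adjusted p = 0.0229 by edgeR). Over the other alternatives and the samples left out, the adjusted p by edgeR or limma ranged from 0.0587 to 0.32, highest without replicate 3 of the control cells. At 16.7 mM the log2 fold change was -0.57 (adjusted p = 0.516 by edgeR).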

The ultrastructure analysis of mutant β cells further revealed an approximately 20% reduction in the number of insulin granules within 200 nm of the plasma membrane (Figure 6, E and F, dashed white lines), indicating a slight reduction in the docked pool of insulin granules. These results demonstrate that PCBP2 is required to maintain the proper architecture and dynamics of insulin secretory granules in the β cell. Taken together, these data indicate that PCBP2 regulates multiple components of the insulin secretory pathway and that a combination of defects contribute to the impaired insulin release from *Pcbp2-*null β cells.

### PCBP2 regulates insulin vesicle, exocytosis, and insulin gene expression.

To investigate mechanisms by which PCBP2 impacts its regulated mRNAs, we first selected a panel of genes with links to insulin granule maturation, trafficking, and membrane docking for further study based on the defects observed in *Pcbp2*^βKO^ islets. Using CRISPR/Cas9 targeting to effectively ablate *Pcbp2* expression in the Min6 β cell model (Supplemental Figure 16), we confirmed that *Pcbp2* deficiency reduced the mRNA abundance of all genes in this panel (Figure 7A). We next selected *Rph3a* as a candidate for further mechanistic investigation since it is key player in docking and fusion of insulin granules and was raised as a putative PCBP2 interactor in our motif analysis (35). RNA immunoprecipitation with α-PCBP2 antisera followed by quantitative reverse transcription PCR (RT-qPCR) revealed a more than 5-fold enrichment of *Rph3a* mRNA compared with that of the housekeeping gene *Hprt* in PCBP2 immunoprecipitates (Figure 7B). We next determined that PCBP2 stabilized *Rph3a* expression by treating control and *Pcbp2-*deficient Min6 cells with the transcriptional inhibitor actinomycin D for 12 hours and then measuring the transcript abundance of *Rph3a* in both groups. This approach revealed that depleting *Pcbp2* reduced *Rph3a* transcript abundance compared with that of control Min6 cells, indicative of decreased mRNA stability (Figure 7C). Thus, PCBP2 regulates *Rph3a* expression by binding and stabilizing the *Rph3a* transcript.

Our findings of reduced insulin and proinsulin content in *Pcbp2-*mutant islets raised the possibility that PCBP2 also directly impacts insulin gene expression. Indeed, *Pcbp2-*null β cells exhibited markedly reduced *Insulin 1* (*Ins1*) and a trending reduction in *Insulin 2* (*Ins2*) levels (Figure 7D). 

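*Ins1* (ENSMUSG00000035804, chromosome 19 of GRCm39, 52252735 to 52253914) was expressed at 10660 ± 2692 CPM (SD, n = 3) in control and 1294 ± 329 CPM (SD, n = 5) in *Pcbp2* βKO cells at 2.8 mM, a log2 fold change of -3.04 (standard error 0.26, adjusted p = 2.32e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). No *Pcbp2* βKO sample reached the control range (two-sided exact permutation test, p = 0.0179, the smallest possible with 3 and 5 samples). With each sample left out in turn, the log2 fold change stayed between -3.19 and -2.83. *Ins2* (ENSMUSG00000000215, chromosome 7, 142232393 to 142297118) was expressed at 79880 ± 3322 CPM in control and 54380 ± 18520 CPM in *Pcbp2* βKO cells at 2.8 mM, and its log2 fold change of -0.56 (standard error 0.24) was not called (adjusted p = 0.334 by edgeR; exact permutation test, p = 0.107). Of the 31-mers of *Ins1*, 95.4% are absent from *Ins2*.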

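At 16.7 mM, *Ins1* stood at 71870 ± 24580 CPM (SD, n = 4) in control and 59740 ± 8910 CPM (SD, n = 5) in *Pcbp2* βKO cells, with a log2 fold change of -0.27 (standard error 0.24, adjusted p = 0.756 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; exact permutation test, p = 0.444). The interaction between genotype and glucose for *Ins1* was 2.78 on the log2 scale (standard error 0.36, adjusted p = 0.00899 by edgeR). Without replicate 3 of the control cells at 2.8 mM, it was 2.56 and no longer passed (adjusted p = 0.0523 by edgeR). *Ins2* stood at 251900 ± 68830 CPM in control and 266400 ± 26960 CPM in *Pcbp2* βKO cells at 16.7 mM, a log2 fold change of 0.08 (adjusted p = 0.94 by edgeR) whose sign changed without replicate 4 of the control cells (-0.06). Its interaction of 0.64 was not significant (adjusted p = 1 by edgeR).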

Intriguingly, the influence of PCBP2 on these mRNAs occurred under basal but not during glucose-adaptive conditions. To confirm that PCBP2 impacts *Ins1* and *Ins2* levels under low-glucose conditions, we used Min6 cells cultured long-term in low-glucose-containing medium (5.5 mM) and used a shRNA to effectively deplete *Pcbp2*. In accord with our transcriptomic findings, we observed approximately 50% reduction in *Ins1* and *Ins2* with loss of *Pcbp2* (Figure 7E). 

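In GENCODE vM39, the 3′-UTR of the canonical *Ins1* transcript (ENSMUST00000039652) is 526 nt long, and its most cytosine-rich window of 18 nucleotides is CCCACCTCGACCCGCCCC, which starts at position 3 of the 3′-UTR and holds 13 C. The 3′-UTR of the canonical *Ins2* transcript (ENSMUST00000105932) is 57 nt long, and its window ACCCACCACTACCCAGCC, at position 1, holds 11 C. Neither of these 3′-UTRs held a match to the short motif searched in the 3′-UTRs of the called genes, while the longest annotated 3′-UTR of *Ins2*, at 298 nt, held 1.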

Interestingly, *Ins1* and *Ins2* harbor a conserved cytosine-rich sequence in their 3′-UTRs (36) (Supplemental Figure 17), suggesting that the regulation of PCBP2 of the insulin mRNAs involves direct binding. Accordingly, we found more than 10-fold enrichment of *Ins1* and *Ins2* mRNAs in PCBP2 immunoprecipitates (Figure 7F). Taken together, these findings implicate PCBP2 as having direct impact on mRNAs pivotal for insulin production and secretion.

### PCBP2 is induced by glucose in human islets and is downregulated in T2D.

Finally, we investigated whether our findings had relevance to human islets and T2D. We first incubated primary, nondiabetic human islets with high glucose levels and found that this stimulation induced a more than 2-fold increase in PCBP2 protein abundance (Figure 8A). This induction mirrored our finding in mouse islets and demonstrates an evolutionary conservation for the glucose regulation of PCBP2. We also observed that PCBP2 was reduced about 50% in human islets from organ donors with T2D as compared with islets from age-matched, nondiabetic donors (Figure 8B and Supplemental Table 3), suggesting that PCBP2 could play a role in the pathophysiology of T2D. Indeed, the genes whose mRNA levels were downregulated with loss of PCBP2 significantly overlapped with genes altered in islets from diabetic *db/db* mice (Figure 8C and Supplemental Figure 18A; *P =* 1.73 × 10^–13^), which include several regulators of membrane potential (*Kcnf1*, *Kcnk10*, *Kcna2*), cAMP signaling (*Grp135*, *Pde7b*, *Cftr*, *Adgrg6*, *Adgrf5*, *Adgrd1*, *Star*, *Igfbp5*, *Stc1*), synapse machinery formation (*Synpr*, *Bsn*, *Myo5c*, *Cttnbp2*), and insulin granule formation (*Chgb*). 

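The 126 genes that Supplemental Figure 18A lists for *db/db* islets were chosen by the authors from these samples, so the number called among them is not independent evidence. Printed names that match no symbol, 7 in this list, were read as the only gene of Supplemental Table 2 that differs by 1 letter or has rn for m. In the knockout at 16.7 mM, 125 of the 126 had a lower estimate and 84 were called lower by edgeR. *Kcnk10* and *Kcna2* had log2 fold changes of -2.96 and -2.71 (adjusted p = 0.000468 and 0.00299 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the genes linked to cAMP that are not given above, *Pde7b* (-1.80), *Star* (-2.33), *Igfbp5* (-1.96) and *Stc1* (-2.56) were called. *Star* stood at 55.3 ± 15.2 CPM (SD, n = 4) in control and 11.0 ± 4.01 CPM (SD, n = 5) in *Pcbp2* βKO cells. The calls of *Igfbp5* and *Stc1* (adjusted p = 0.0304 and 0.03 by edgeR) were each lost without replicate 2 or 3 of the control cells (adjusted p = 0.0724 and 0.136 for *Igfbp5*, 0.12 and 0.116 for *Stc1*) and without several single *Pcbp2* βKO samples. *Synpr* (log2 fold change -1.76, adjusted p = 0.0275 by edgeR) was called in the full data and lost the call in the same way (adjusted p = 0.17 without replicate 3 of the control cells). *Gpr135*, as Supplemental Figure 18A prints the *Grp135* of the text, was not called (log2 fold change -1.20, adjusted p = 0.0613 by edgeR). It was called with DESeq2 (adjusted p = 0.00779), and by edgeR without replicate 1 of the control cells (adjusted p = 0.0447) or replicate 4 of the *Pcbp2* βKO cells (adjusted p = 0.0326). The replicate block called *Gpr135* as well.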

Further, the PCBP2-regulated genes overlapped those altered in human islets cultured in a type 2 diabetic milieu of palmitate and/or high glucose (Figure 8C and Supplemental Figure 18A; *P =* 3.068 × 10^–3^, *P =* 5.06 × 10^–6^) and in islets from human donors with T2D (Figure 8C and Supplemental Figure 18A; *P =* 3.06 × 10^–3^) (37–39). Among these common genes, we found regulators of cAMP signaling (*Crem*, *Pde8b*) and membrane potential (*Kcna2*, *Kcnj5*). 

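Of the listed genes of these comparisons, chosen in the same way from these samples, 45 of the 46 for high glucose with palmitate, 31 of the 32 for palmitate and all 8 for islets of donors with T2D could be tested in the knockout at 16.7 mM. Each had a lower estimate, and 23, 19 and 7 of them were called lower by edgeR. None was called higher. The name *Marcks1*, which could stand for *Marcks* or *Marcksl1*, was left out of both palmitate lists.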

Interestingly, the vesicle docking and membrane fusion regulator *Rph3a*, which we found bound and stabilized by PCBP2 (Figure 7, B and C), was among the common genes altered in islets from human subjects with T2D and islets exposed to palmitate.

Lastly, 34 of the PCBP2-regulated genes contained T2D-associated single-nucleotide polymorphisms (SNPs) or mapped to intergenic SNPs linked to T2D in the curated National Human Genome Research Institute (NHGRI) GWAS Catalog (Figure 8D and Supplemental Figure 18B; *P =* 1.31 × 10^–3^), further underscoring that PCBP2 impacts genes with important roles in shaping glucose homeostasis. 

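All 34 genes listed with T2D-associated SNPs, with the printed *Sylt10*, *Srbid1* and *Em1* read as *Syt10*, *Srbd1* and *Ern1*, had a lower estimate in *Pcbp2* βKO cells at 16.7 mM, and 25 were called lower by edgeR. The listed genes were chosen by the authors from these samples, so these numbers are not independent evidence. Beyond those given above, *Cttnbp2* fell from 60.6 ± 11.0 to 22.1 ± 5.14 CPM (log2 fold change -1.46, adjusted p = 0.000585 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *Myo5c* from 0.983 ± 0.175 to 0.240 ± 0.128 CPM (-2.04, adjusted p = 0.0104 by edgeR). *Cttnbp2* and *Cftr* lie in a stretch of chromosome 6 from 10 to 20 Mb. This stretch held 5 called of 31 tested genes (one-sided exact Poisson test, p = 0.000223, adjusted p = 0.0636 over 285 stretches).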

Intriguingly, the PCBP2-regulated genes with T2D-associated SNPs were primarily enriched in cellular features relating to synaptic and exocytotic vesicles (*Rph3a*, *Syt10*, *Rab3c*, *Syndig1*, *Cttnbp2*, *Ntrk2*, *Myo5c*; Figure 8D), further bolstering the major influence of PCBP2 on shaping gene expression important for insulin granule ultrastructure and dynamics. Taken together, these findings point to a role for PCBP2 in human islet glucose adaptation and in T2D pathogenesis.

## Discussion

It is well known that β cells can adjust their insulin secretory capacity in response to changes in metabolic demands, yet the mechanisms that confer the ability of β cells to fine-tune their function remain less resolved. Here, we have discovered that the RBP PCBP2 plays key roles in governing the functional state of β cells. Depleting *Pcbp2* in β cells impaired insulin secretion resulting from defects in calcium flux, insulin production, insulin granule ultrastructure and exocytosis, and the amplification pathway of insulin secretion. Transcriptomic analysis supported these findings and, coupled with motif enrichment analysis, mRNA interaction, and stability studies, revealed that PCBP2 impacts these β cell features in part through direct binding and mRNA stabilization. PCBP2 was elevated in both human and mouse islets challenged with sustained high-glucose conditions, and depleting PCBP2 in the β cell impaired glucose adaptation of the amplification pathway of insulin secretion. By interrogating the β cell transcriptome of control and *Pcbp2-*deficient β cells under basal and glucose-adaptive conditions, we further demonstrated that PCBP2 exhibits a complex regulatory pattern of control on the mRNAs abundance of genes required for both the preservation and functional enhancement of β cells. Together, these results suggest a model whereby PCBP2 posttranscriptionally regulates gene programs necessary to modulate the functional capacity of β cells during acute as well as sustained high-glucose challenge (Figure 9).

The broader implications of our findings suggest a role for PCBP2 in β cell compensation, which goes awry during the progression of T2D. In this adaptation phase, β cells undergo functional changes that augment the sensitivity and capacity for stimulus-coupled insulin secretion in response to excess nutrient availability and/or insulin resistance (40). Here, we observe that PCBP2 is required for amplifying insulin secretion during increased metabolic fuel availability and that *Pcbp2* deficiency impacts the levels of mRNAs that encode proteins involved in boosting stimulus-coupled insulin secretion, including calcium flux, vesicle production and docking, and exocytosis. Indeed, these features have also been implicated in compensating β cells in vivo (41–43). These parallel observations point toward PCBP2 playing a protective role against β cell failure. Indeed, the conserved glucose induction of PCBP2 in nondiabetic human islets and dysregulation of this factor in islets from subjects with T2D further support this notion. It is also interesting to note that PCBP2 decreases in islets from organ donors with T2D despite the hyperglycemia commonly experienced by these individuals. These discordant observations could be due to the chronicity of high glucose experienced in individuals with T2D, which is well established to exert deleterious effects on islet physiology and gene expression. It is also possible that a defect in the glucose induction of PCBP2 is integral to T2D pathophysiology. Thus, it will be worthwhile to decipher the causative factor(s) leading to reduced PCBP2 in T2D islets and whether manipulating PCBP2 and/or activity can preserve the adaptive β cell response against the excess nutrient milieu in vivo observed in T2D.

We found that the stability of PCBP2 protein increases in primary islets challenged with sustained high glucose levels (Figure 1, A–D). The PCBPs are known to be sensitive to changes in extracellular and intracellular cues, which can alter their influence on mRNA metabolism (21, 44). These regulatory changes have been attributed to complex patterns of posttranslational modifications that can drastically alter PCBP levels, activity on target mRNAs, and cellular compartmentalization (21, 45). Therefore, it is plausible that glucose imparts posttranslational modification(s) on PCBP2 to promote increased stability of this protein. Further, these glucose alterations may be shared among other PCBP members. The study that raised PCBP2 as a putative glucose-regulated protein in human islets also identified PCBP3, a less well-studied sister isoform of the PCBP family, as a potential glucose-regulated protein (23). Since PCBP2 regulates the levels of mRNAs broadly required for β cell function, it will be worthwhile to further decipher the mechanisms by which glucose modulates the stability of this factor and whether this regulation extends to other members of the PCBP family.

Here, we implicate PCBP2 as a direct regulator of *Ins1* and *Ins2* expression under basal but not glucose adaptation conditions (Figure 7D). It is currently unclear how PCBP2 impacts the insulin mRNAs and why this impact is inversely related to glucose concentration. It is possible that other RBPs exhibit a dominant influence and/or compensate in the absence of PCBP2 to support insulin expression during glucose-adaptive conditions. Supporting this notion, closely related PCBP2 family members PCBP1 and hnRNPK interact with *Ins1* mRNA (46). Additionally, the impact of PCBP2 on steady-state *Ins1* and *Ins2* mRNA levels and PCBP2 interactions with these mRNAs raises the notion that this factor exerts a stabilizing effect. However, our attempts to assess this possibility with transcriptional inhibition were hindered by the long-lived and stable nature of the insulin mRNAs, as previously noted (36).

One intriguing finding from our perifusion studies was that *Pcbp2-*null β cells exhibited defective insulin secretion when acutely challenged with high but not lower concentrations of glucose (Figure 5D). This dosage-dependent defect was unexpected given that these mutant β cells exhibit defects in intracellular calcium flux and insulin granule docking, which are integral to insulin secretion (Figure 6, A and E). These discordant observations could be due to the metabolic amplifying properties of glucose, which increase the efficiency of insulin granule docking at the plasma membrane and calcium-mediated exocytosis of insulin granules (47). Interestingly, the amplification phenomenon is maximally activated by 20 mM to 30 mM glucose challenges in isolated mouse islets (48). Therefore, it is plausible that under lower glucose concentrations, *Pcbp2-*deficient β cells can mount a normal insulin secretory response, but under higher glucose concentrations when accelerated insulin secretion depends on maximal activation of the metabolic amplification pathway, the insulin secretory capacity of *Pcbp2-*deficient β cells is limited.

PCBP2 exhibits a remarkable range of functions and thus likely plays multiple roles in the β cell. This protein coordinates several layers of gene regulation, such as mRNA transcription, splicing, stability, and translation (71). Further, this factor can achieve its diversity of regulation through direct and indirect effects on its target mRNAs (27). Supporting this notion, our studies reveal that PCBP2 has direct impact on mRNAs harboring a PCBP2 binding site while also affecting the levels of mRNAs lacking this sequence element. The indirect effect could reflect PCBP2 affecting the expression of other RBPs, which could also affect mRNA abundance, a common mechanism employed by RBPs to fine-tune gene expression (49). Indeed, several other RBPs were altered in our RNA sequencing data set (*Rbms3*, *Rbmx2*, *Rbm3*, *Ddx3*). 

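*Rbmx2* was called lower in *Pcbp2* βKO β cells at 16.7 mM, with 16.0 ± 5.22 CPM (SD, n = 4) in control and 8.31 ± 0.908 CPM (SD, n = 5) in *Pcbp2* βKO cells (log2 fold change -0.95, standard error 0.18, adjusted p = 0.00642 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Rbms3* (log2 fold change 1.18, adjusted p = 0.0985 by edgeR) was called only in some settings, among them without replicate 4 of the control cells at 16.7 mM (1.48, adjusted p = 0.0268). *Rbm3* had a log2 fold change of -0.38 at 16.7 mM and was not called (adjusted p = 0.792 by edgeR). The name *Ddx3* matches no gene symbol of the deposited data.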

Given the versatile nature of PCBP2, it will be worthwhile to determine how and to what extent this RBP more broadly impacts mRNA metabolism in the β cell.

In conclusion, our study addresses a critical gap in the understanding of how β cells maintain and adapt their functional status in response to hyperglycemia. We identify the RBP PCBP2 as a glucose-induced protein in β cells, and we find that PCBP2 governs the abundance of mRNAs encoding products that impact core processes of the insulin secretory pathway required for acute and adaptive glucose-stimulated insulin secretion. Impairment of β cell function is a key determinant in the development of diabetes, and the identification of mechanisms that modulate and sustain the β cell against detrimental effects of hyperglycemia is of intense therapeutic interest. Given that our findings implicate PCBP2 in shaping key β cell gene expression and β cell function under broad conditions of glucose stimulation, targeting of this protein presents as an appealing potential therapeutic to combat T2D.

## Methods

### Sex as a biological variable.

Our study examined male and female animals, and sex-dimorphic effects are reported.

### Animal models.

Mice were maintained on a 12-hour light/12-hour dark cycle with ad libitum access to water and standard laboratory chow in the animal care facility at the University of Pennsylvania. All experiments were performed on male mice unless otherwise indicated. Mice carrying conditional *Pcbp2* alleles (*Pcbp2^fl/fl^*) were crossed with RIP-Cre transgenic mice to generate mice with β cell–specific deletion of *Pcbp2* (*Pcbp2*^βKO^). *Pcbp2^fl/fl^* and RIP-Cre mice were provided by Stephen Liebhaber (University of Pennsylvania, Philadelphia, PA, USA) and Pedro Herrera (University of Geneva, Geneva, Switzerland) respectively (25, 50). For FACS, *Pcbp2*^βKO^ were mated to transgenic mice carrying the Cre-inducible tdTomato reporter alleles (*Pcbp2*^βKO^ *tdTomato*). *tdTomato* mice were acquired from The Jackson Laboratory (51). All mice were maintained on a C57BL/6 background.

### Body weight, blood glucose, and circulating insulin measurements.

Mice were fasted for 16 hours and injected intraperitoneally with a 2 g/kg glucose bolus for intraperitoneal glucose tolerance measurements. Blood glucose was measured with a handheld glucometer and measured at 0, 15, 30, 45, 60, and 120 minutes after injection. For insulin tolerance measurements, mice were fasted 6 hours and injected intraperitoneally with a 0.75 U/kg insulin solution (Novolin, 0169-1834-11), and blood glucose was measured at 0, 15, and 30 minutes after injection. Ad libitum blood glucose and body weight measurements were taken weekly between 5 pm and 6 pm. For glucose-stimulated insulin secretion, mice were fasted for 16 hours, and blood was collected at 0 and 2 minutes after an intraperitoneal glucose bolus injection (3 g/kg) using EDTA-coated tubes (Sarstedt, 16.444.100). Blood was centrifuged for serum separation, and insulin was measured by insulin ELISA (Crystal Chem, 90082).

### Immunohistochemistry and β cell mass measurements.

After euthanasia, pancreata were harvested and fixed in 4% paraformaldehyde for 24 hours at 4°C and were then embedded in paraffin for sectioning. Antigen retrieval was performed using sodium citrate, pH 6, with 0.05% Tween 20 in a pressure cooker. For isolated islets, islets were fixed in 4% paraformaldehyde for 30 minutes at room temperature, resuspended in agarose gel, and embedded in paraffin for sectioning as previously described (52). Primary antisera were applied overnight at 4°C, and secondary fluorophore-conjugated antisera were applied for 2 hours at room temperature. Immunofluorescence was visualized and captured using either a Nikon Eclipse E600 microscope equipped with a QImaging Q/Click digital camera and MetaMorph software or a Keyence BZ-X810 All-in-One fluorescence microscope with Keyence analysis software. See Supplemental Table 4 for antiserum details and dilutions.

For β cell mass calculations, 3 approximately 200-μm-spaced maximal-footprint tissue sections were analyzed per 7- to 8-week-old animal. Sections were scanned using an Aperio slide scanner and quantified using Imagescope software (Leica Biosystems). β Cell mass was determined by determination of the fraction of total insulin-positive area/total footprint area and multiplication of this fraction by the pancreas wet weight measured at harvest.

### Cell culture and Pcbp2 depletion.

Min6 mouse insulinoma cells (passage 30–35) were cultured in high-glucose (25 mM) DMEM (Gibco, 11965084) or low-glucose (5.5 mM) DMEM (Gibco, 11966025), both of which were supplemented with 110 mM sodium pyruvate, 10% FBS, 1% penicillin-streptomycin, and 50 μM β-mercaptoethanol. HEK293T cells were cultured in DMEM containing high glucose. For transcript stability experiments, Min6 cells were treated with actinomycin D (Sigma-Aldrich, A9415-5MG) at 10 μg/mL for 12 hours. An optimal shRNA sequence targeting *Pcbp2* was selected from a pool of several tested shRNA sequences generated using the shERWOOD algorithm (53) (non-targeting, GCGCGATAGCGCTAATAATTT; *Pcbp2*, CACTTCTCATGAACTCACCAT). Rat insulin II promoter, mCherry, and shRNA sequences in an UltramiR miR-30 scaffold were cloned into pLenti CMV (54). For CRISPR experiments, an optimal guide RNA targeting *Pcbp2* was designed with the MIT CRISPR design tool (*Rosa26*, AAGATGGGCGGGAGTCTTCT; *Pcbp2*, ATCTGTTAAGAAGATGCGCG). Guide RNAs were cloned into lentiCRISPR v2, as previously described (55). Plasmids were transfected into 293T cells along with lentiviral packaging plasmids, psPax2 and pMD2.G, for 8 hours in OptiMEM with Lipofectamine 2000 (Invitrogen, 11668019). Medium was then changed to high-glucose DMEM and harvested 2 and 3 days after transfection. Lentivirus was pelleted via ultracentrifugation at 43,262 *g* for 1.5 hours at 4°C and resuspended in MIN6 medium. Lentiviral medium was supplemented with Polybrene (Santa Cruz Biotechnology, sc-134220) at 8 μg/mL, and MIN6 cells were transduced for 6 hours.

### Human and mouse pancreatic isolation and culture.

Human islets from diabetic and nondiabetic donors were obtained through the NIH-supported Human Pancreas Analysis Program and Integrated Islet Distribution Program. Islets were isolated at NIH-approved centers with informed consent and IRB approval. See Supplemental Table 3 for donor islet characteristics.

For murine islet isolation, 0.5 mg/mL collagenase P (Roche, 11213873001) diluted in 1× HBBS with 0.02% BSA was injected into the common bile duct to perfuse the whole pancreas. Perfused pancreata were incubated at 37°C for 16 minutes with gentle shaking. Islets were separated from digested acinar tissue using density gradient centrifugation with Ficoll-Paque (GE Healthcare, 45-001-751) and hand-picked clean 3–4 times. Islets were harvested for either RNA/protein or insulin/proinsulin content (Crystal Chem, 90082; Mercodia, 10-1232-01). For functional assays and sequencing experiments, islets were first recovered for 3 days in 11 mM glucose–RPMI 1640 supplemented with 10% FBS, 2 mM l-glutamine, 23.8 mM sodium bicarbonate, 1% antibiotic antimycotic (Thermo Fisher Scientific, 15240096) with pH adjusted to 7.3.

### Islet transductions.

Islets were isolated from 8- to 10-week-old wild-type male mice, hand-picked clean of acinar, and allowed to recover for 2 hours in RPMI 1640 medium. Islet transductions were then performed as previously described (56). Groups of 200 islets were incubated with 250 mg/mL of trypsin for 2 minutes and gently mixed. Islets were then placed in 5 mL polystyrene tubes (Falcon, catalog 14-959-A) with serum-free RPMI 1640. Lentivirus containing the shRNA vector targeting *Pcbp2* or non-targeting was titered by ELISA (Takara, 631231) and applied at a multiplicity of infection of 20, as previously performed (24). Transduced islets were recovered for 7 days in RPMI 1640 before changing of glucose culture conditions followed by hormone secretion measurements.

### Islet static incubation and perifusions.

For static incubations, groups of 30 islets from 13- to 17-week-old wild-type male mice were washed 3 times with Krebs-Ringer bicarbonate buffer (KRBB) supplemented with 2.8 mM glucose and 0.1% BSA, then equilibrated for 1 hour in KRBB for 1 hour at 37°C with 5% CO_2_. Islets were then incubated in 25 mM glucose ± 0.1 mM 3-isobutyl-1-methylxanthine (IBMX), washed in KRBB, and then incubated in 30 mM KCl. Islets were incubated for 45 minutes in each condition, and culture medium was collected for measurement of ELISA for insulin (Crystal Chem, 90082) or glucagon (Crystal Chem, 81518). At the end of the experiment, islets were harvested for measurement of insulin and glucagon content, also by ELISA.

Perifusion studies were performed using 750 islets from 7- to 9-week-old male *Pcbp2^fl/fl^ and Pcbp2*^βKO^ mice. Islets were pre-perifused with substrate-free medium, and then an amino acid mixture (totaling 4 mM concentration) was added as previously described (57). Next, islets were stimulated with increasing amounts of glucose in a stepwise manner (3 mM to 25 mM glucose). During the 25 mM glucose step, 0.1 mM IBMX was added to further potentiate insulin secretion. Lastly, islets were briefly washed with substrate-free medium to remove all stimuli, and 30 mM KCl was added. Insulin in perifused aliquots was measured by radioimmunoassay at the Radioimmunoassay and Biomarkers Core of the Penn Diabetes Research Center.

### Calcium imaging.

Islets from 7- to 8-week-old *Pcbp2^fl/fl^* and *Pcbp2*^βKO^ mice were loaded with Fura-2 acetoxymethylester (AM) for 40 minutes at 37°C in 3 mL KRBB supplemented with 5 mM glucose and 16.7 μM Fura-2 AM. After incubation, the islets were transferred to a perifusion chamber and placed on a homeothermic platform on an inverted Zeiss microscope (Axio Observer.Z1). Islets were perifused with KRBB at 37°C at a flow rate of 1 mL/min. After recording in the absence of substrate, amino acids (4 mM) alone and then in combination with increasing concentrations of glucose (4 mM, 8 mM, 16.7 mM, and 25 mM) were applied. IBMX was next applied in the presence of amino acids (4 mM) and glucose (25 mM). All substrates were washed away, and KCl (30 mM) was applied. Intracellular Ca^2+^ was measured by dual-wavelength fluorescence microscopy using the Zeiss AxioVision system, as previously described (58).

### Electron microscopic insulin granule analysis.

Islets isolated from three 8- to 9-week-old male *Pcbp2^fl/fl^* and *Pcbp2*^βKO^ mice were pooled into their respective genotype and hand-picked clean 3–4 times in 1× HBSS supplemented with 2.8 mM glucose and 0.2% BSA. Islets were fixed in EM fixative (2% paraformaldehyde, 2.5% glutaraldehyde [Electron Microscopy Sciences, 16220], 3 μM CaCl_2_, and 0.1 M sodium cacodylate [Electron Microscopy Sciences, 12300], pH 7.4) for 1 hour at room temperature and then overnight at 4°C. After subsequent buffer washes, the samples were postfixed in 2.0% osmium tetroxide with 1.5% K_3_[Fe(CN)_6_] for 1 hour at room temperature and rinsed in dH_2_O before en bloc staining with 2% uranyl acetate. After dehydration through a graded ethanol series, the tissue was infiltrated and embedded in EMbed-812 (Electron Microscopy Sciences). Thin sections were stained with uranyl acetate and Sato’s lead (Electron Microscopy Sciences) and examined with a JEOL 1010 electron microscope fitted with a Hamamatsu digital camera and AMT Advantage NanoSprint 500 software.

For quantification of transmission electron microscopy images, individual β cells in *Pcbp2^fl/fl^* and *Pcbp2*^βKO^ mice were scored. Immature insulin granules were identified as previously defined (59). The number of immature insulin granules was quantified and divided by the total cytoplasmic area of measurement. In parallel, insulin granule core areas were scored across individual β cells. Docked insulin granules were determined by measurement of the number of insulin granules with a core center distance of ≤200 nm to the plasma membrane and normalization of this value to the length of plasma membrane examined (60).

### Western blot analysis.

Islets were collected and lysed in RIPA buffer (150 mM NaCl, 50 mM Tris-HCl, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS) supplemented with protease and phosphatase inhibitors (MilliporeSigma, 539134 and 524625-1SET). For cycloheximide stability assays, 300 μg/mL of cycloheximide (MilliporeSigma, C4859) was administered for the desired times prior to harvest. Protein concentrations were determined by bicinchoninic acid assay. Between 3 and 10 μg of protein lysates were mixed with Laemmli buffer and boiled for 10 minutes at 70°C. Twelve percent SDS-PAGE gels were used for separation. After protein transfer, nitrocellulose membranes were blocked with PBS-T with 5% milk and incubated overnight at 4°C with shaking. Membranes were exposed to secondary antisera for 2 hours at room temperature, and blots were visualized with Luminate Crescendo HRP substrate (EMD Millipore, WBLUR0100) using the Bio-Rad ChemiDoc Touch Imaging System. Blots were quantified using Bio-Rad Image Lab software. PCBP2 *t*_1/2_ measurements were performed as previously described (61). PCBP2 levels were measured 0, 8, 24, 32, 48, 56, and 60 hours after cycloheximide treatment. Relative intensity values were then fit to a first-order exponential function to estimate the decay constant that was subsequently used to measure PCBP2 half-life. Antisera and dilutions are documented in Supplemental Table 4.

### Cell sorting and RNA sequencing analysis.

After incubation in either 2.8 mM or 16.7 mM glucose–RPMI 1640 medium, *tdTomato* and *Pcbp2*^βKO^ *tdTomato* islets were dispersed into single cells using TrypLE express (Gibco, 12604013). Dispersed islet cells were washed with 1× dPBS and resuspended in FACS buffer (25 mM HEPES, 1% BSA, 1 mM EDTA), pH 7.3, and filtered into 5 mL FACS tubes to further induce a single-cell suspension. DAPI was added (3 μM), and a Beckman Coulter MoFlo Astrios cell sorter was used to enrich for single tdTomato^+^ and DAPI^–^ cells directly into TRIzol LS (Invitrogen, 12604013). A minimum of 14,000 cells were sorted for each sample. RNA was isolated, RNA sequencing libraries were prepared using an Illumina Ultra Low Input RNA kit, and libraries were sequenced on a HiSeq 2500 system using a 150-nt paired-end read protocol (GeneWiz).

Reads were aligned to GRCm39 (mouse) reference transcriptome using Kallisto (62). Transcripts-per-million read counts were collapsed to gene-level counts using tximport R package (63), and genes exhibiting low expression were removed. Differential gene expression analysis was performed with the edgeR package (64) using a design matrix with a factor to control for batch effect (~batch + treatment). Genes with transcript levels undergoing a fold change greater than 1.5 and false discovery rate (FDR) less than 0.05 were considered significant. Heatmaps were created with the heatmap.2 (65) and ComplexHeatmap (66) R packages using *z* score–normalized read counts across samples for each gene. Gene set enrichment analysis (GSEA) was performed with gene sets from the mouse Molecular Signatures Database (MSigDB) (26). Gene ranks were based on the sign(log_2_FC) × –log_10_(*P* value) ranking method, as previously described (67, 68). Gene sets were compiled to assess enrichment of gene ontology (biological processes) and clustering of enriched terms using the ClusterProfiler package in R (69). Gene sets with an FDR less than 0.05 were considered significant.

Genic and intergenic SNPs associated with T2D and their linked genes were extracted from the curated NHGRI-EBI Catalog database for subsequent analysis (70). Hypergeometric tests with post hoc multiple testing corrections were used to determine the significance of overlap between RNA sequencing data sets.

### RNA isolation.

Min6 cells were washed 3 times with cold 1× PBS and then placed in TRIzol, and RNA was extracted according to the manufacturer’s instructions (Invitrogen). High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, 4374966) with random hexamers was used to reverse-transcribe RNA into cDNA. Transcript abundance was measured by real-time qPCR on a QuantStudio 5 (Applied Biosystems), and fold changes were calculated using the ΔΔCt method, with *Hprt* as the normalization control. For mRNA stability measurements, relative transcript abundance was measured during 12 hours of actinomycin D treatment (10 μg/mL). Primer sequences used for RT-qPCR are listed in Supplemental Table 5.

### RNA immunoprecipitation.

RNA immunoprecipitation was performed as previously described (71). Mouse α-PCBP2 (Abnova, H00005094-M07) or IgG antibodies (Invitrogen, 10-400-C) were conjugated to Protein G Dynabeads (Invitrogen, catalog 10001D) in a buffer containing 50 mM Tris-HCl (pH 7.4), 150 mM NaCl, 1 mM MgCl_2_, and 0.05% NP-40. Min6 cell lysate was incubated with antibody-bound Dynabeads overnight with rotation at 4°C. The following day, immunoprecipitates were washed with polysome lysis buffer (100 mM KCl, 5 mM MgCl_2_, 10 mM HEPES-NaOH [pH 7], 0.5% NP-40, 1 mM DTT supplemented with protease, phosphatase, and RNase inhibitors), and RNA was eluted from beads in TRIzol, extracted per the manufacturer’s directions, and reverse-transcribed (Applied Biosystems, 4374966). Transcript enrichment was calculated by normalization of immunoprecipitated RNA to total RNA relative to that of IgG control. See Supplemental Table 5 for primer sequences.

### Motif analysis.

Motif discovery was performed using MEME motif-finding software (28). 3′-UTR sequences were downloaded from the Genome Reference Consortium Mouse Build 39. For background control, a position-specific prior (PSP) was generated using the 3′-UTRs of interest and an equal number of background 3′-UTR sequences from transcripts with detectable expression but not meeting the criterion for differential expression. MEME was then run using the PSP to search for the top 10 motifs using the DNA alphabet and a Markov order of 1. Identified motifs were then searched against the CISBP-RNA single-species RNA (DNA-encoded) database of known RBP motifs.

### Statistics.

Unpaired 2-tailed Student’s *t* test was used where comparison between 2 samples was required. For comparisons with more than 2 groups, 1-way ANOVA with multiple post hoc correction was performed. Two-way repeated-measures ANOVAs with post hoc pairwise comparisons were performed where comparisons between more than 2 groups and repeated measures were being examined. Overlap between gene sets was determined using hypergeometric tests with an FDR less than 0.05 considered significant. Data are presented as mean ± SEM unless otherwise noted. Statistical analyses were performed using GraphPad Prism 9. Outliers were identified by Grubbs’s method and removed. *P* values less than 0.05 were considered statistically significant.

### Study approval.

Animal studies followed institutional guidelines and were approved by the University of Pennsylvania Institutional Animal Care and Use Committee.

### Data availability.

Data are available in the Supporting Data Values file. RNA sequencing data that support the findings of this study were deposited in the NCBI’s Gene Expression Omnibus (GEO) database under accession code GSE263908.

## Author contributions

MWH conceived of, designed, and performed a majority of the experiments and bioinformatics analysis, interpreted results, and drafted the manuscript. AVS, AVR, MJV, MK, SS, NMD, and XY designed and performed experiments and reviewed the manuscript. KLW provided guidance for bioinformatics analyses and reviewed the manuscript. ALG, LRG, and LS provided resources and reviewed the manuscript. DAS conceived of and designed the studies, interpreted the results, and edited the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supporting data values

## Figures and Tables

**Figure 1:**
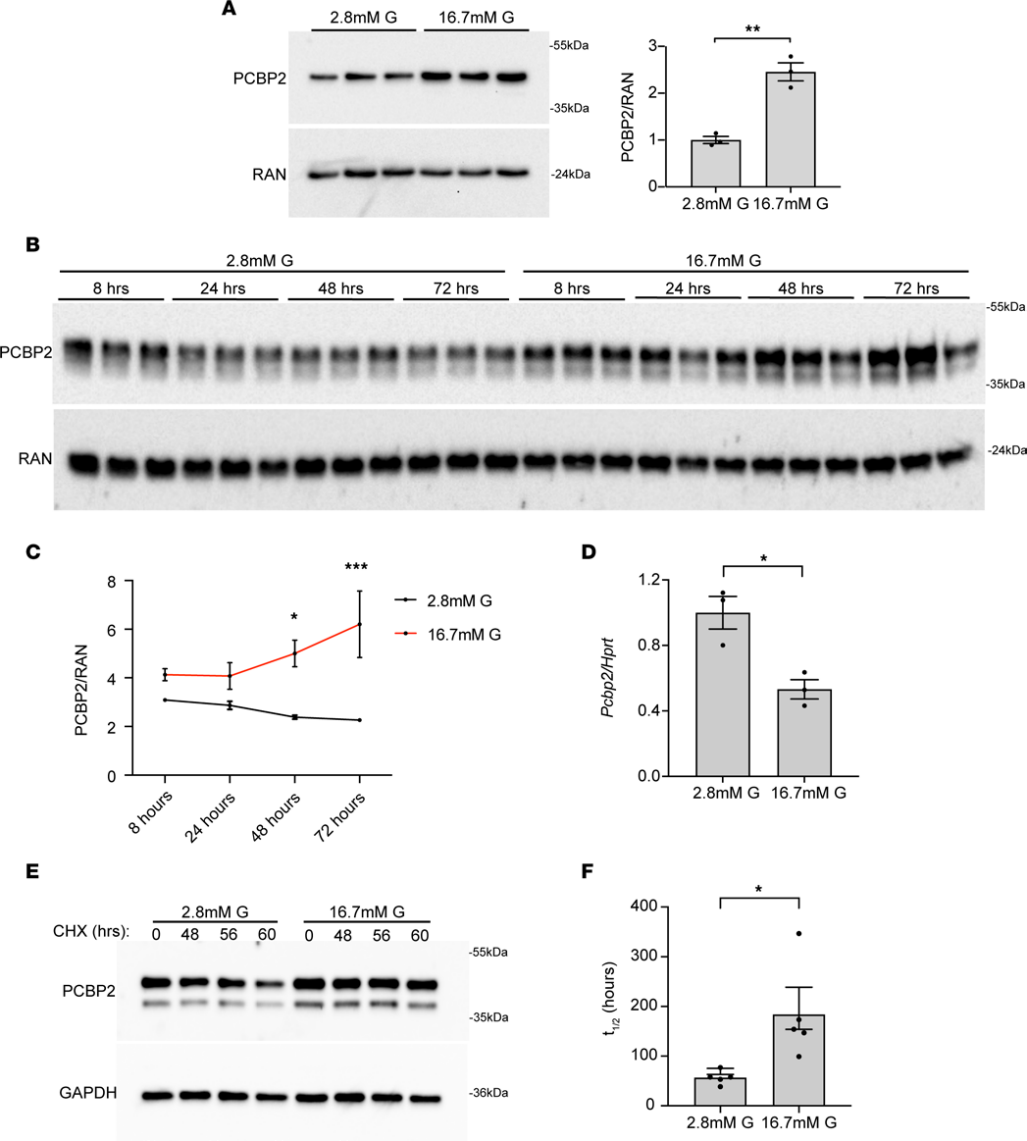
PCBP2 is posttranscriptionally upregulated in islets incubated with high glucose. (**A**–**C**) Western blot and quantification showing PCBP2 levels in mouse islets from 7- to 9-week-old wild-type male mice incubated in 2.8 mM or 16.7 mM glucose for 48 hours (*n* = 3) (**A**) and 2.8 mM or 16.7 mM glucose for 24, 48, and 72 hours (*n* = 3) (**B** and **C**). (**D**) Decreased *Pcbp2* transcript levels in mouse islets from 7- to 8-week-old wild-type male mice incubated with 16.7 mM glucose for 48 hours (*n* = 3). (**E**) Representative Western blot showing reduction in PCBP2 levels at indicated times after addition of cycloheximide (CHX) to mouse islets from 8- to 10-week-old wild-type male mice. CHX was added after culturing for 72 hours in 2.8 mM or 16.7 mM glucose. (**F**) Quantification of PCBP2 *t*_1/2_ in islets incubated with 2.8 mM or 16.7 mM glucose (*n* = 5). *P < 0.05, **P < 0.01 by Student’s 2-tailed *t* test (**A**, **D**, and **F**); and *P < 0.05, ***P < 0.001 by 2-way repeated-measures ANOVA with Holm-Šidák post hoc test (**C**).

**Figure 2:**
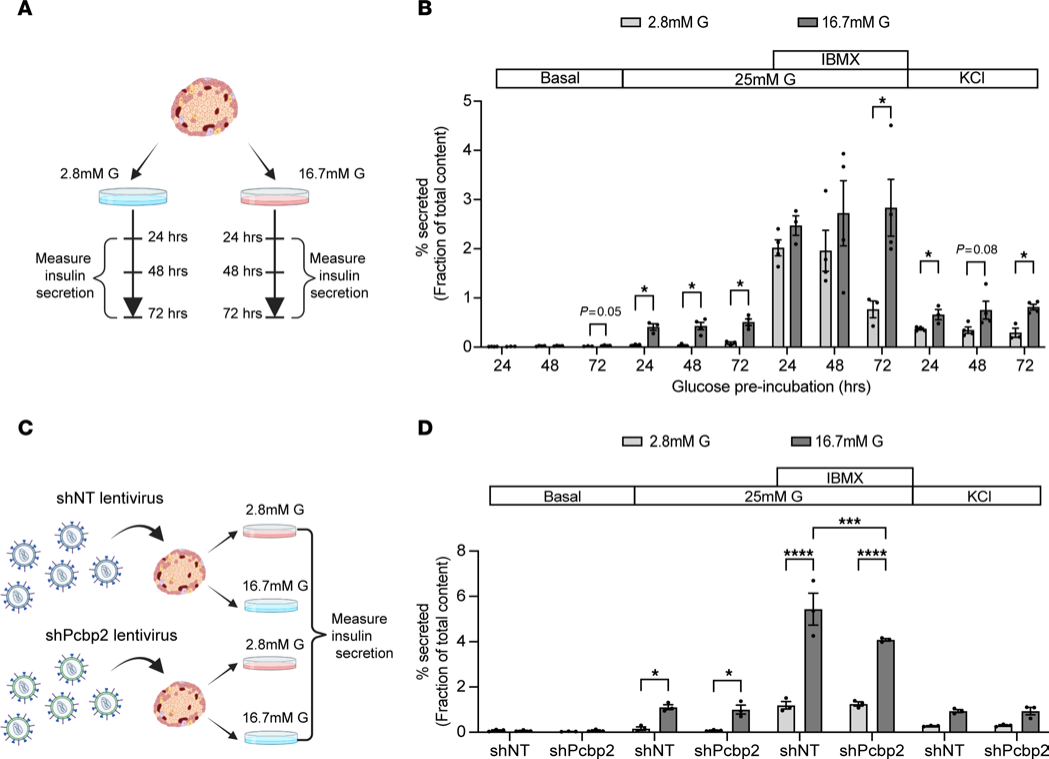
β Cell–specific depletion of *Pcbp2* blunts IBMX augmentation of insulin secretion during glucose adaptation. (**A**) Schematic of batch incubation time course to examine changes in β cell function during high glucose exposure conditions leading to maximal PCBP2 abundance. (**B**) Static insulin secretion profiles of islets from 13- to 17-week-old wild-type male mice preincubated with 2.8 mM or 16.7 mM glucose for indicated time periods and stimulated with 2.8 mM glucose, 25 mM glucose ± 0.1 mM IBMX, and 30 mM KCl for 45 minutes (*n* = 3–4). (**C**) Schematic of batch incubation experimental design to examine the functional requirement of PCBP2 in glucose-adaptive insulin secretion. (**D**) Static insulin secretion profiles of transduced islets with non-targeting shRNA (shNT) or shRNA targeting *Pcbp2* (shPcbp2) preincubated with 2.8 mM or 16.7 mM glucose. Islets were acutely stimulated with 2.8 mM glucose, 25 mM glucose ± 0.1 mM IBMX, and 30 mM KCl for 45 minutes (*n* = 3). *P < 0.05 by Student’s 2-tailed *t* test (**B**); and *P < 0.05, ***P < 0.001, ****P < 0.0001 by 2-way repeated-measures ANOVA with Holm-Šidák post hoc test (**D**).

**Figure 3:**
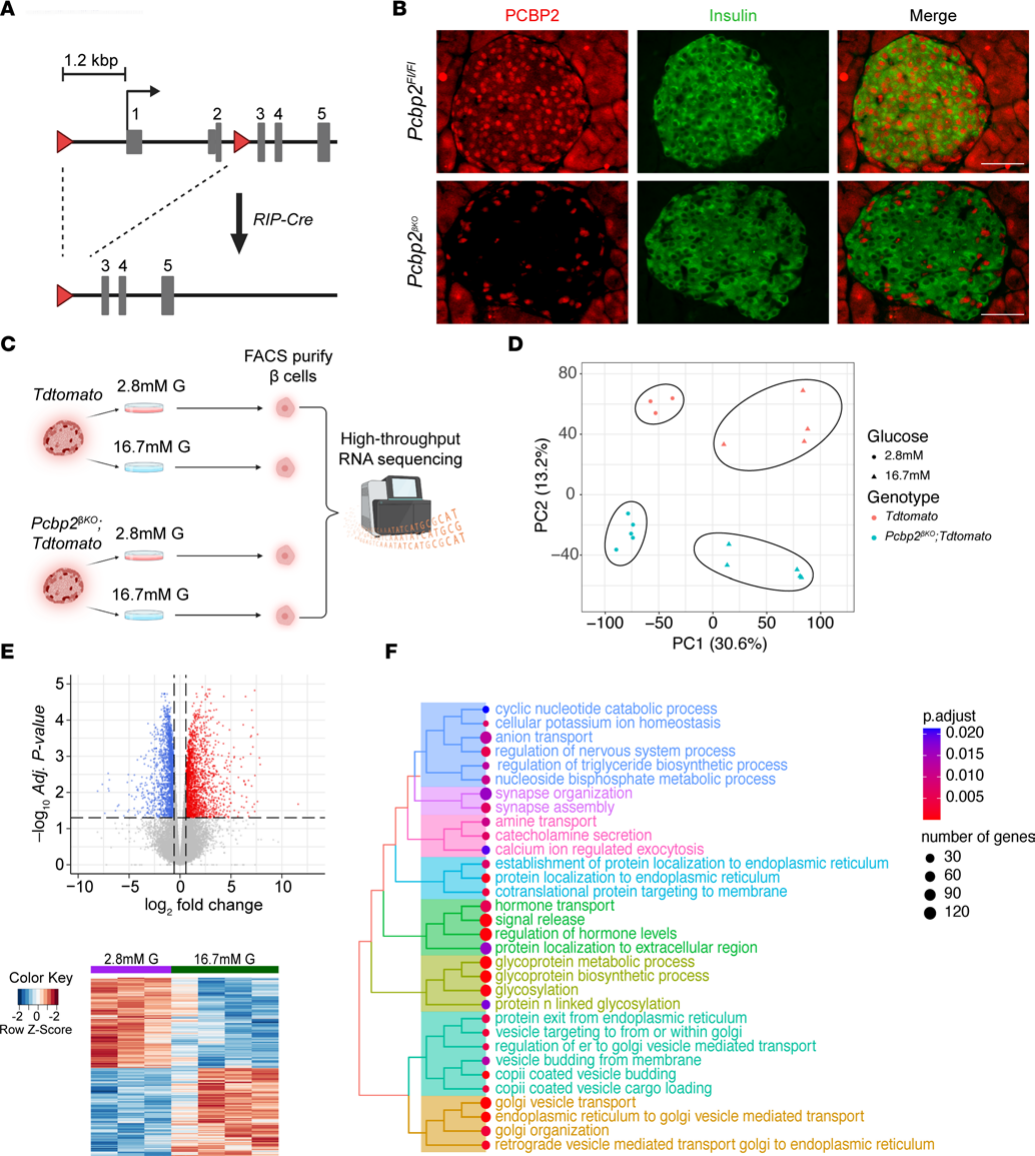
RNA sequencing of FACS-purified β cells during high-glucose incubation identifies glucose-regulated gene programs. (**A**) Model of Cre-mediated recombination of the *Pcbp2* conditional allele. The top diagram represents the *Pcbp2* locus (boxes represent UTRs, bars represent protein coding exons, and arrow represents transcriptional start site) with inserted *loxP* sites (red triangles). The bottom diagram represents the *Pcbp2* locus following *RIP-Cre*–mediated recombination and remaining *loxP* site (red triangle). (**B**) Coimmunofluorescent staining of PCBP2 and insulin on adult islets from 7- to 8-week-old *Pcbp2^fl/fl^* and *Pcbp2*^βKO^ mice showing efficient deletion of PCBP2 in β cells (scale bars: 50 μm). (**C**) Schematic showing strategy to isolate control and *Pcbp2-*deficient β cells cultured with high-glucose culture conditions promoting maximal PCBP2 levels for transcriptomic analysis. (**D**) Principal component analysis (PCA) of RNA-sequenced samples showing glucose treatment and genotype drive separation and clustering of samples (*n* = 3–5 per group). (**E**) Volcano plot (top) and heatmap (bottom) showing genes with transcript levels significantly altered by high-glucose challenge in control β cells. (**F**) Heatmap plot of terms overrepresented in the processes upregulated by glucose in control β cells.

**Figure 4:**
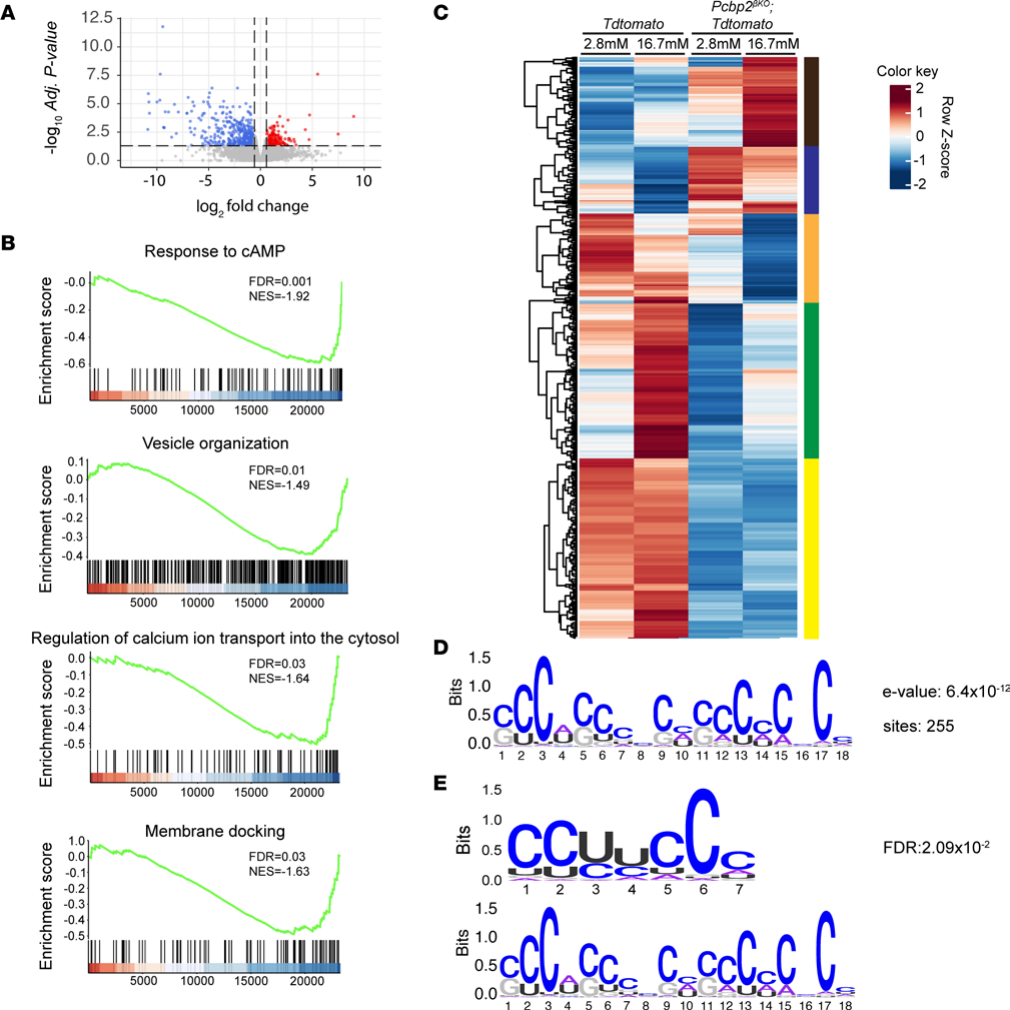
PCBP2 impacts sets of mRNAs encoding proteins required for sustaining and adapting β cell function. (**A**) Volcano plot showing genes with significantly altered mRNA levels between control and mutant β cells during high-glucose challenge. (**B**) GSEA plots showing pathways implicated in governing β cell function downregulated in mutant β cells during high-glucose preincubation. (**C**) Clustering analysis of PCBP2-regulated genes across control and mutant β cells under low- and high-glucose conditions. (**D**) Enriched motif found by MEME motif discovery in the 3′-UTRs of transcripts altered with *Pcbp2* deficiency during hyperglycemia. (**E**) Top match for aligned motifs corresponding to a known PCBP2 binding motif.

**Figure 5:**
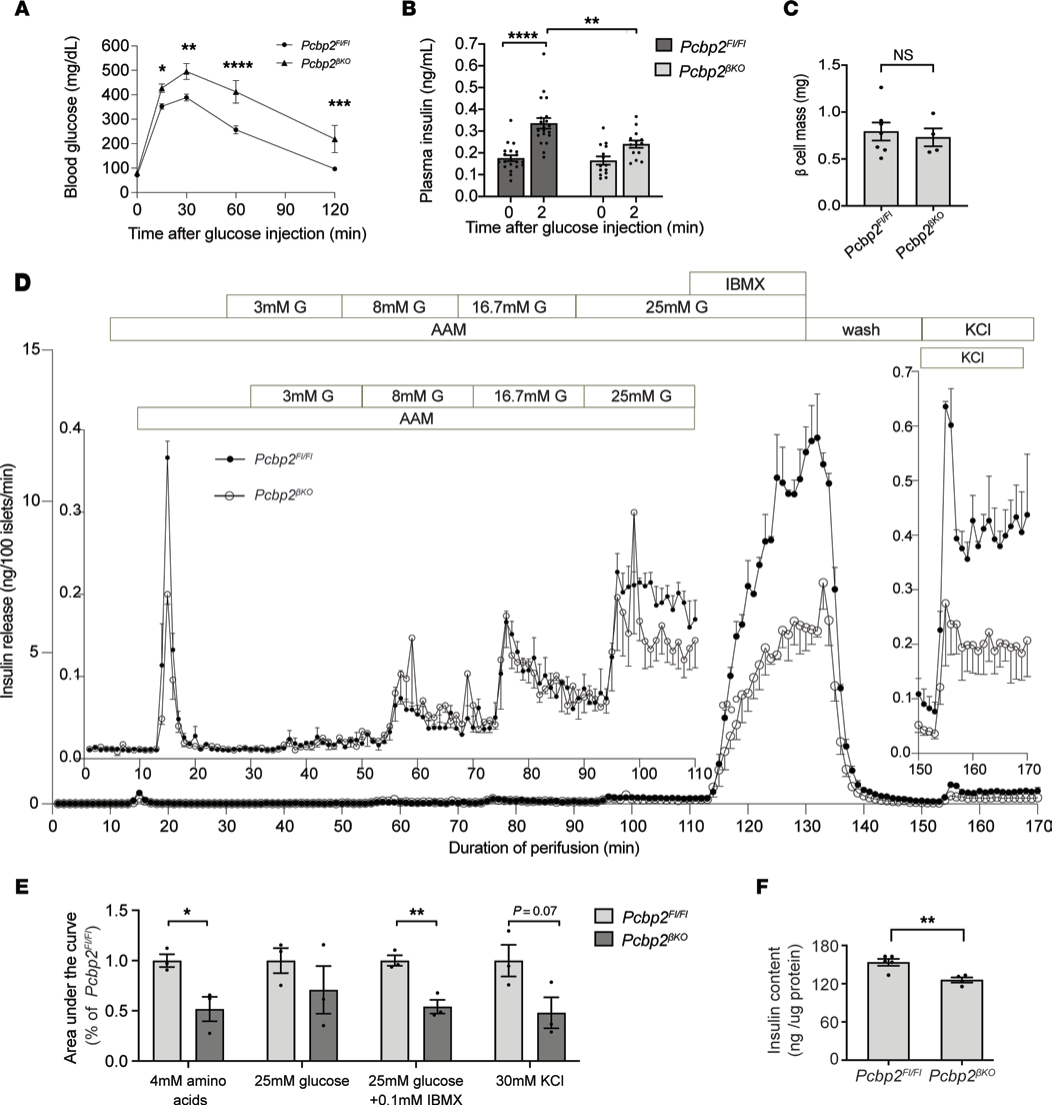
Deleting *Pcbp2* in β cells impairs glucose homeostasis and insulin secretion. (**A**) Intraperitoneal glucose tolerance test on 7- to 8-week-old male mice (*n* = 11 *Pcbp2^fl/fl^*; *n* = 17 *Pcbp2*^βKO^). (**B**) Acute in vivo glucose-stimulated insulin release in 7- to 8-week-old male mice (*n* = 20 *Pcbp2^fl/fl^*; *n* = 14 *Pcbp2*^βKO^). (**C**) Quantified β cell mass from 7- to 8-week-old male mice (*n* = 7 *Pcbp2^fl/fl^*; *n* = 4 *Pcbp2*^βKO^). (**D**) Dynamic insulin secretion of isolated islets from 7- to 9-week-old male mice challenged with 4 mM amino acid mixture (AAM), increasing amounts of glucose (3 to 25 mM), high glucose (25 mM), and 0.1 mM IBMX, and 30 mM KCl (*n* = 3 *Pcbp2^fl/fl^*; *n* = 3 *Pcbp2*^βKO^). (**E**) AUC measurements of total insulin secretion in response to high glucose ± 0.1 mM IBMX and 30 mM KCl (*n* = 3 *Pcbp2^fl/fl^*; *n* = 3 *Pcbp2*^βKO^). (**F**) Insulin content in isolated islets from 7- to 8-week-old male mice (*n* = 5 *Pcbp2^fl/fl^*; *n* = 4 *Pcbp2*^βKO^). *P < 0.05, **P < 0.01, ****P < 0.0001 by 2-way ANOVA with Holm-Šidák post hoc test (**A** and **B**) and by Student’s 2-tailed *t* test (**C**–**F**).

**Figure 6:**
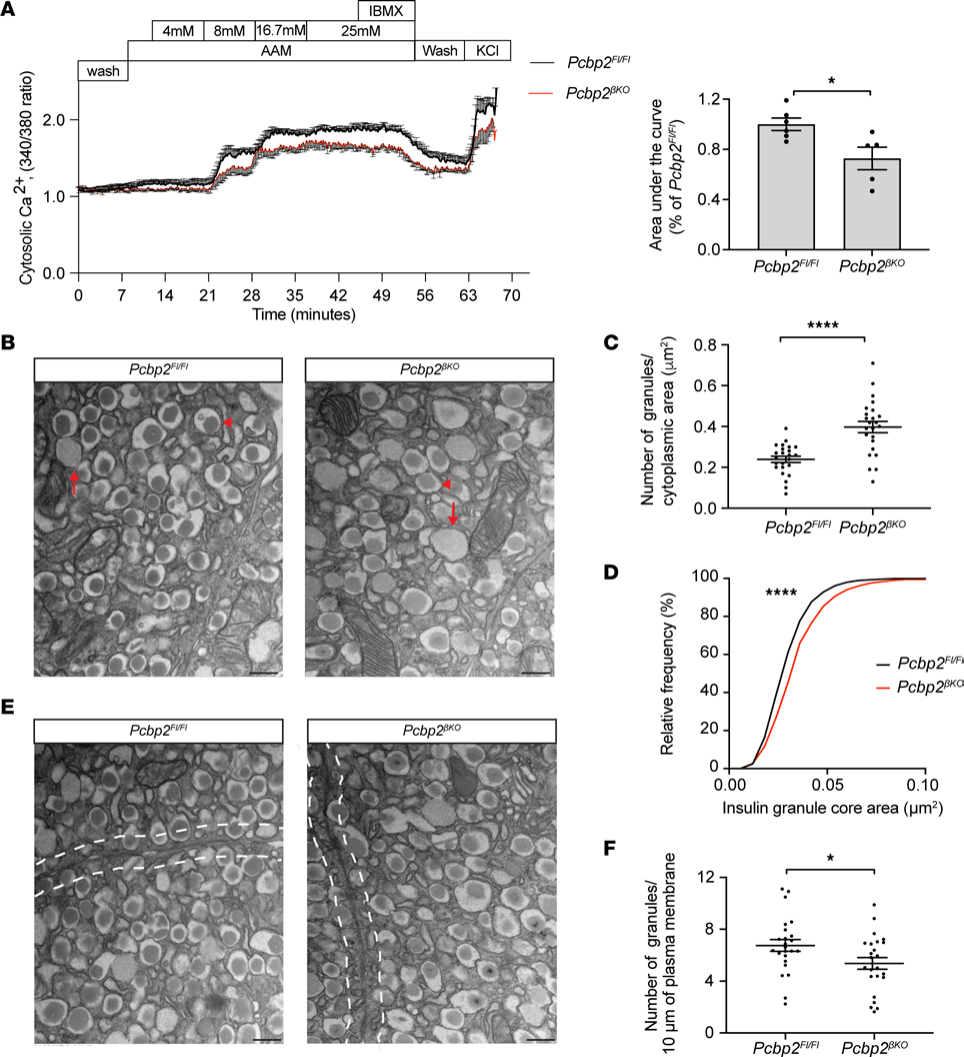
*Pcbp2*-depleted β cells exhibit defective intracellular calcium flux, increased numbers of immature insulin granules, and decreased insulin granule docking. (**A**) Intracellular calcium flux and corresponding AUC measurements from islets isolated from 7- to 9-week-old mice challenged with 4 mM amino acid mixture (AAM), increasing amounts of glucose (3 to 25 mM), high glucose (25 mM), and 0.1 mM IBMX, and 30 mM KCl (*n* = 6 *Pcbp2^fl/fl^*; *n* = 5 *Pcbp2*^βKO^). (**B**) Transmission electron microscopy (TEM) image showing individual insulin granules from control and *Pcbp2-*deficient β cells from 8- to 9-week-old mice. Red arrows indicate immature insulin granules, whereas red arrowheads indicate mature insulin granules (scale bars: 400 nm). (**C** and **D**) Quantification of number of immature insulin granules (**C**) and insulin core areas (**D**) in control and mutant β cells (*n* = 24 images from 3 pooled mice per genotype). (**E**) TEM imaging showing docked insulin granules in control and *Pcbp2-*deficient β cells marked by dashed white lines from islets from 7- to 9-week-old mice (scale bars: 400 nm). (**F**) Quantification of number of docked insulin granules in β cells from each genotype (*n* = 24 images from 3 pooled mice per genotype). *P < 0.05, ****P < 0.0001 by 2-tailed Student’s *t* test (**A**, **C**, and **F**); and ****P < 0.0001 by Kolmogorov-Smirnov test (**D**).

**Figure 7:**
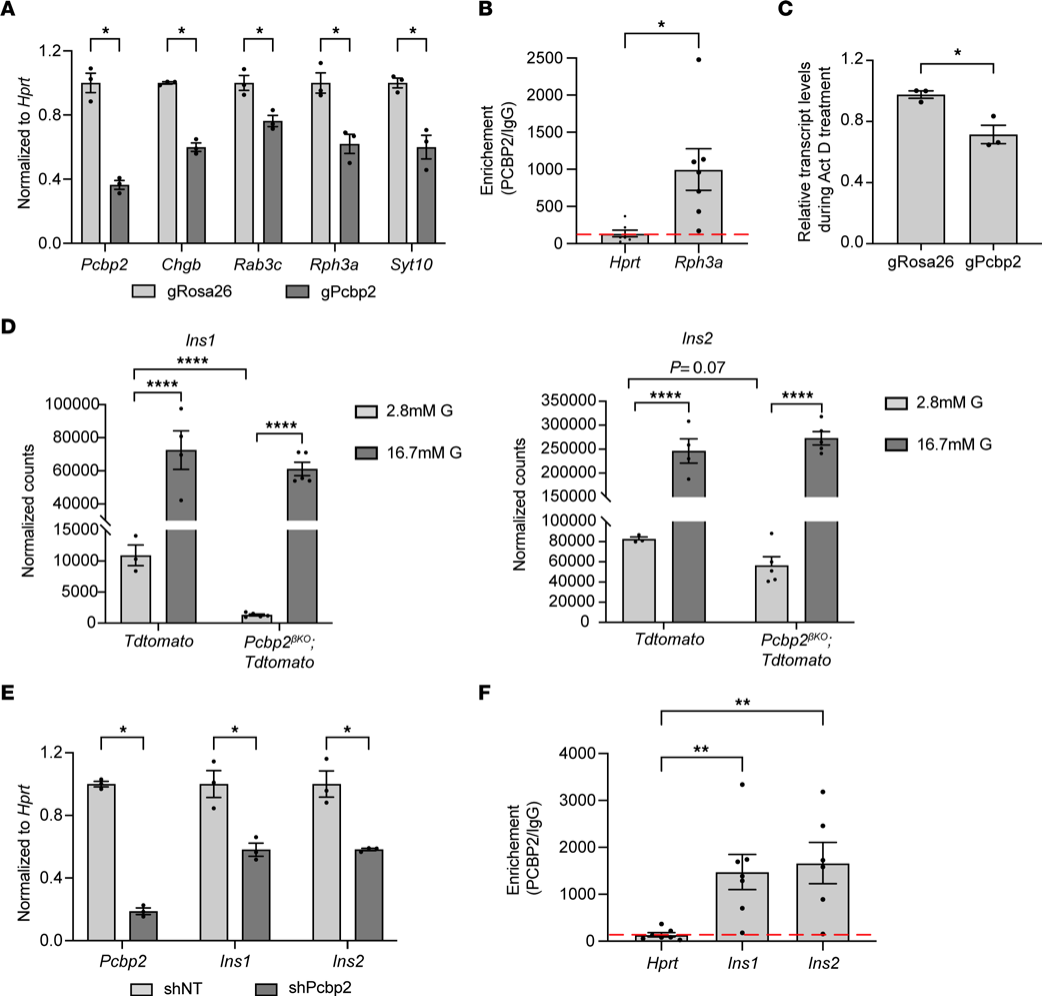
PCBP2 regulates insulin granule, exocytosis, and insulin genes. (**A**) RT-qPCR of select PCBP2-regulated genes in Min6 cells with CRISPR-mediated depletion of PCBP2 (*n* = 3). (**B**) PCBP2 interaction with the mRNA encoding RPH3A compared with that of *Hprt* housekeeping gene (*n* = 7). (**C**) *Rph3a* transcript levels in *Pcbp2-*depleted Min6 cells following transcriptional inhibition with actinomycin D (*n* = 3). (**D**) Normalized expression of *Ins1* and *Ins2* genes in RNA sequencing of FACS-isolated control and *Pcbp2-*deficient β cells during low and high glucose exposure. (**E**) *Ins1* and *Ins2* transcript levels in Min6 cells cultured in 5.5 mM glucose with *Pcbp2* depletion. (**F**) PCBP2 interaction with mRNAs encoding insulin relative to that of housekeeping control *Hprt* in Min6 cells (*n* = 6). Control values in **B** are presented in **F**. *P < 0.05, **P < 0.01, ****P ≤ 0.0001 by Student’s *t* test (**A**–**C** and **E**), edgeR differential analysis (**D**), and 1-way ANOVA with Holm-Šidák post hoc test (**F**).

**Figure 8:**
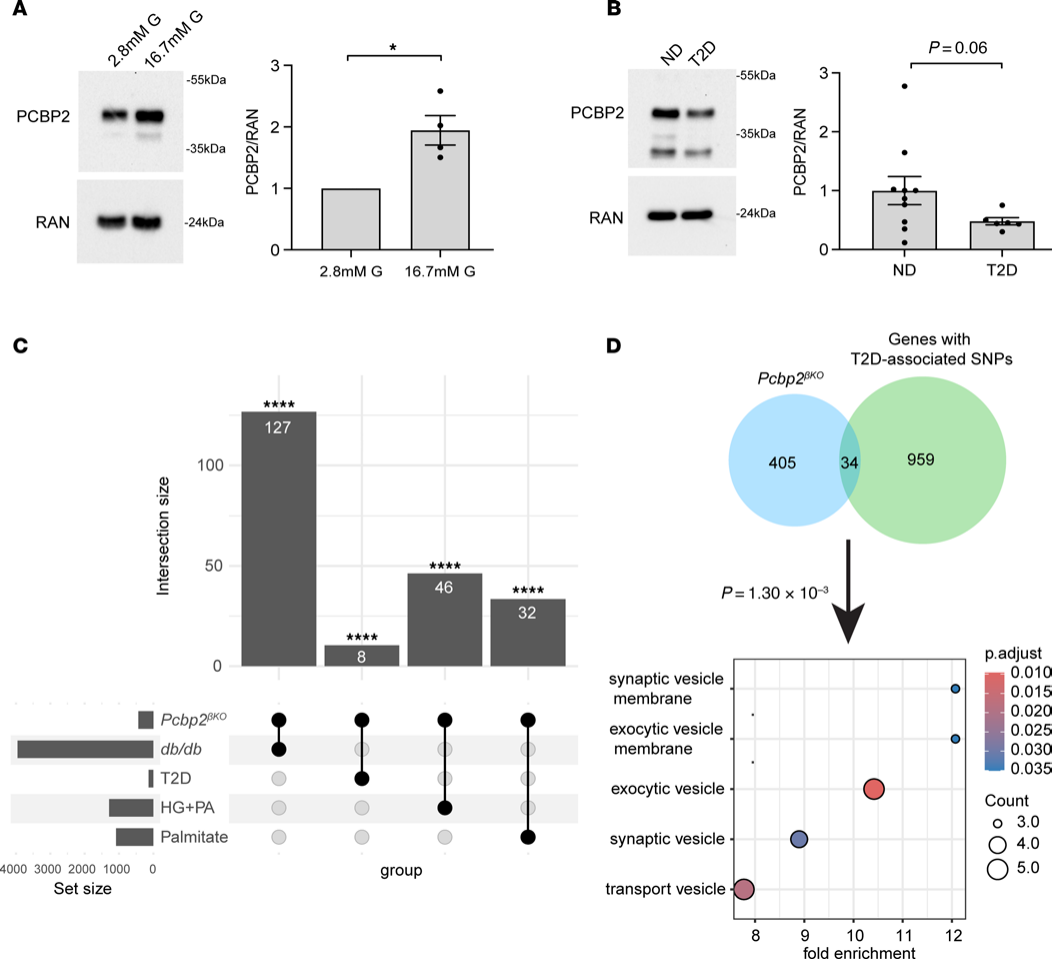
PCBP2 is glucose-induced in human islets and downregulated in T2D. (**A** and **B**) Representative Western blot showing PCBP2 levels in human islets incubated in either 2.8 mM or 16.7 mM glucose for 48 hours (*n* = 4 individual donors) (**A**) and in human islets from control donors (nondiabetic; ND) and donors with T2D (*n* = 10 control; *n* = 6 T2D) (**B**). (**C**) Upset plot showing overlap of genes with decreased transcript levels with *Pcbp2* deficiency during high glucose exposure with those altered in murine and human islets in type 2 diabetic conditions. (**D**) Venn diagram comparing PCBP2-regulated genes with genes with T2D-associated SNPs in the NHGRI-EBI Catalog. *P < 0.05, ****P < 0.0001 by Student’s 2-tailed *t* test (**A**) and hypergeometric tests with FDR-adjusted *P* values (**C**).

**Figure 9:**
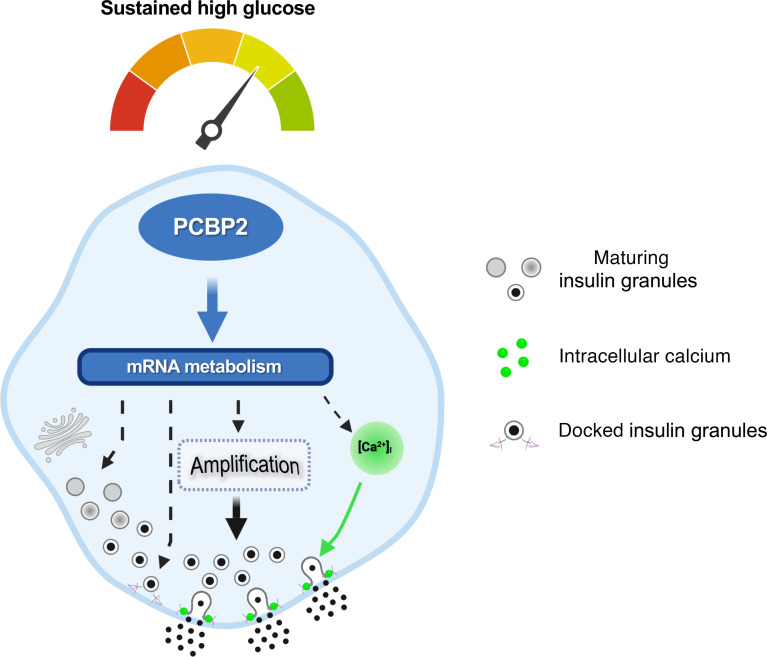
Proposed model of PCBP2 impacting β cell processes required for both basal and glucose-adaptive conditions. PCBP2 governs the metabolism of mRNAs encoding products implicated in shaping multiple components of the insulin secretory pathway. In response to sustained hyperglycemia incubation, PCBP2 is upregulated, which supports glucose-induced transcriptome remodeling, thereby allowing the β cell to augment the insulin secretory response. Model created with BioRender (https://www.biorender.com/).

# Supplementary material for: RNA-binding protein PCBP2 regulates pancreatic β cell function and adaptation to glucose
**Source:** J Clin Invest. 2024 Jun 17;134(12):e172436. doi: 10.1172/JCI172436
**Supplement:** Supplemental data

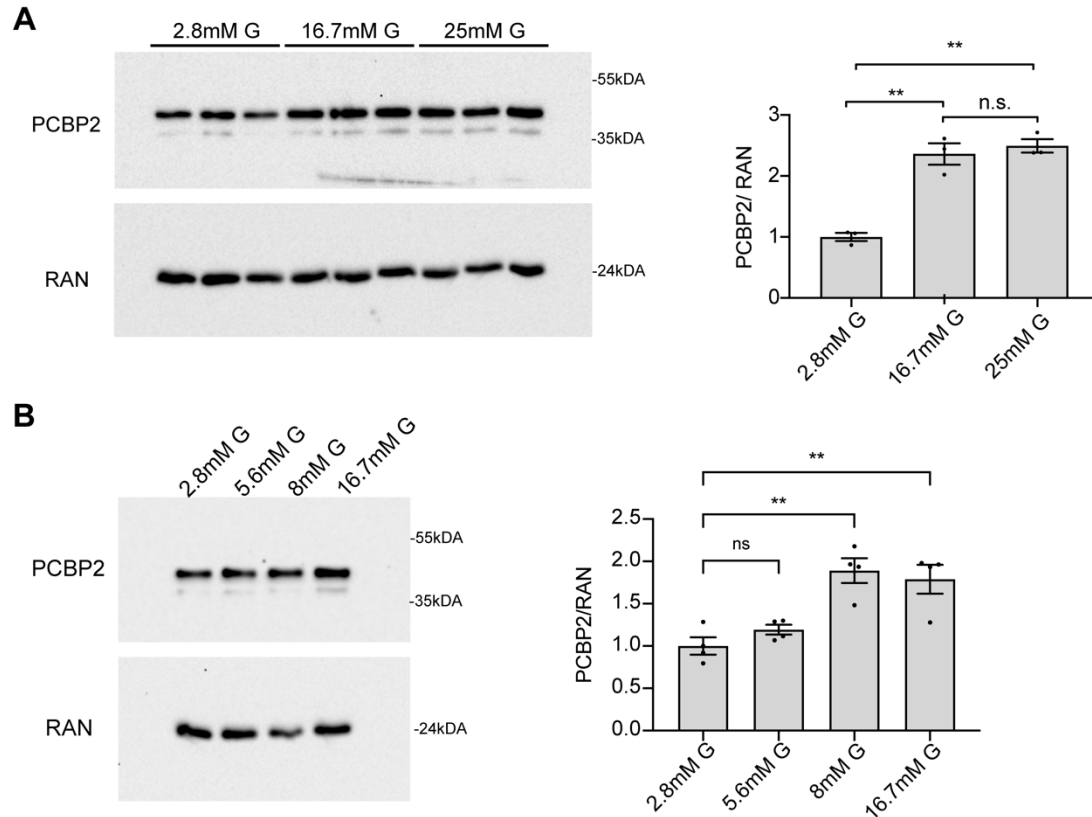

**Supplemental Figure 1. PCBP2 increases over a physiologically relevant range of glucose concentrations.**

(A) Western blot and quantification comparing PCBP2 levels in islets from 12 week old male mice incubated in 2.8mM, 16.7mM, or 25mM glucose for 48 hours (n=3). (B) Representative western blot comparing the induction of PCBP2 in islets from 10 week old male mice exposed to increasing steps of 2.8, 5.6, 8, or 16.7mM glucose for 72 hours and quantification of 4 biological replicates. \*\*P-value<0.01 by one-way ANOVA with Holm-Sidak post-hoc correction (A-B).

**A**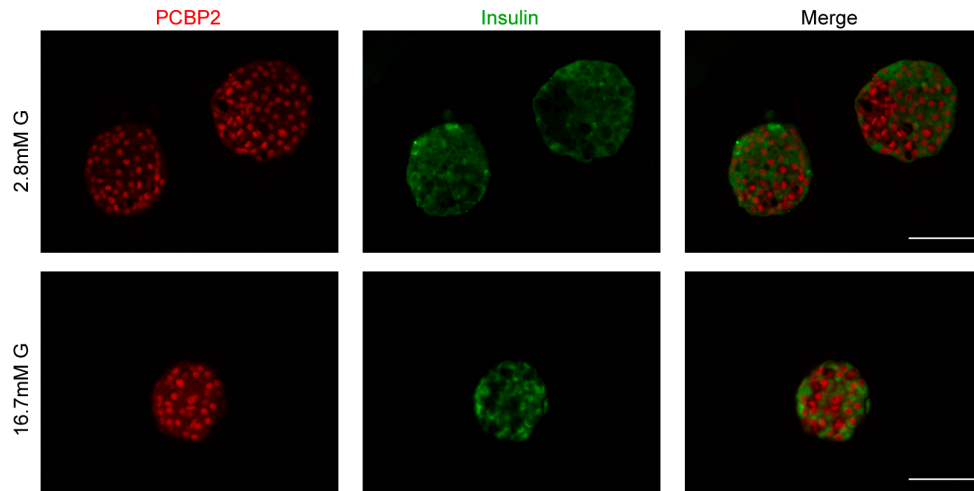**B**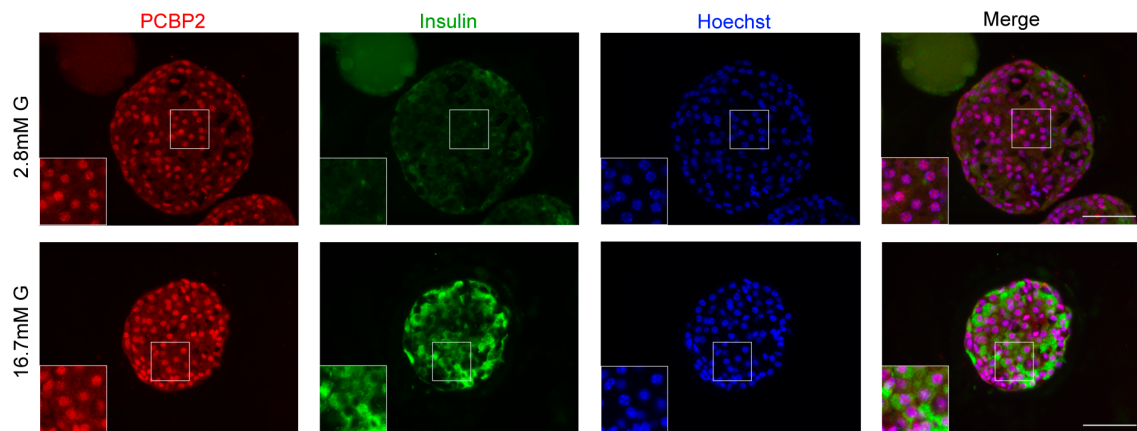

**Supplemental Figure 2. PCBP2 abundance appears glucose responsive specifically in  $\beta$  cells and does not undergo overt changes in cellular localization during hyperglycemia.** Representative islets from 8-12 week old wildtype male mice incubated with 2.8mM or 16.7mM glucose for 72 hours and stained for (A) PCBP2 and Insulin and (B) PCBP2, Insulin, and Hoechst (scale bar, 50  $\mu$ m).

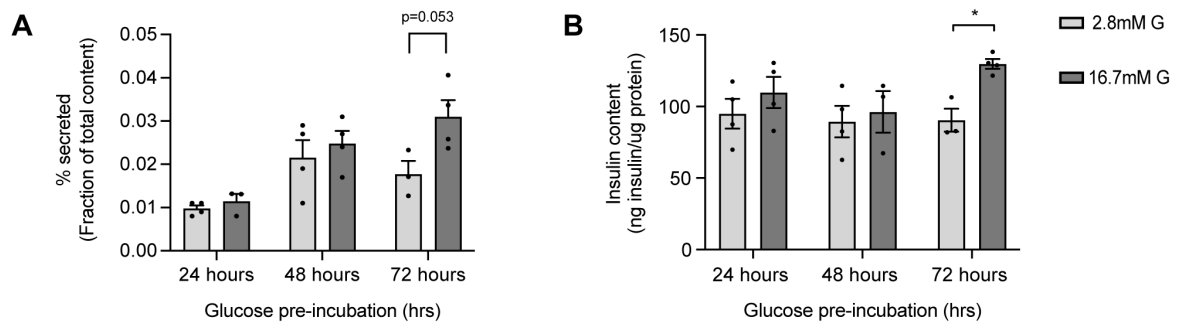

**Supplemental Figure 3. Sustained high glucose exposure increases basal insulin secretion and insulin content.**

**(A)** Static insulin secretion in response to 2.8mM glucose and **(B)** insulin content profiles of islets from wild-type 13-17 week old male mice preincubated with 2.8mM or 16.7mM glucose for the indicated time periods (n=3-4). \*P-value<0.05 by student's two-tailed t-test **(A-B)**.

**A**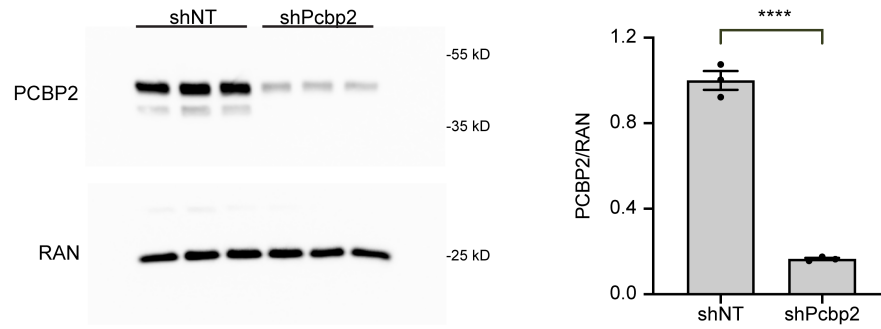**B**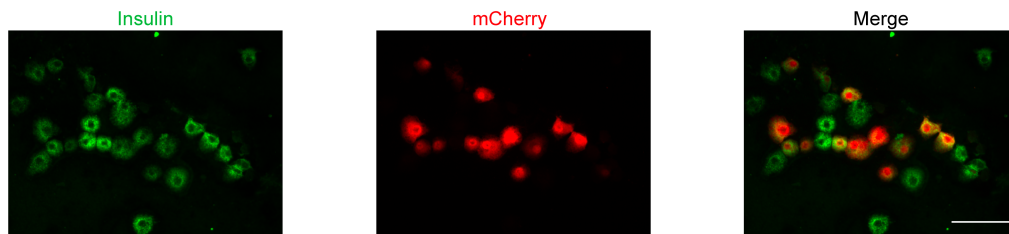

**Supplemental Figure 4. Lentiviral shRNA vector effectively depletes PCBP2 in  $\beta$  cells.**

(A) Western blot showing shRNA-mediated depletion of PCBP2 in Min6 cells (n=3).

(B) Co-immunofluorescence staining for Insulin and mCherry on dispersed mouse islet cells following lentiviral delivery of shRNA vector targeting PCBP2 to intact islets (scale bar, 50  $\mu$ m).

\*\*\*P-value<0.001 by student's t-test.

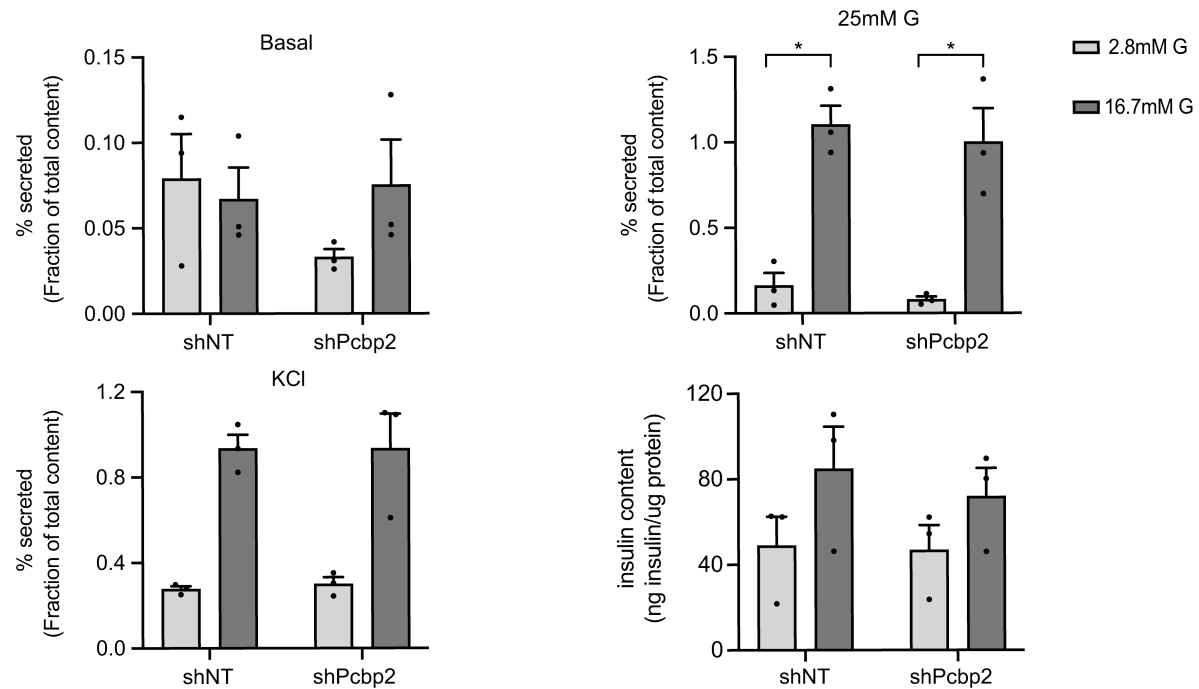

**Supplemental Figure 5. Glucose adaptive insulin secretion in response to high glucose and KCl stimulation is maintained during shRNA-mediated *Pcbp2* depletion in  $\beta$  cells.** Individual static insulin secretion profiles and insulin content measurements of transduced islets with shRNA targeting non-targeting (shNT) or *Pcbp2* (shPcbp2) pre-incubated with 2.8mM or 16.7mM glucose (n=3).

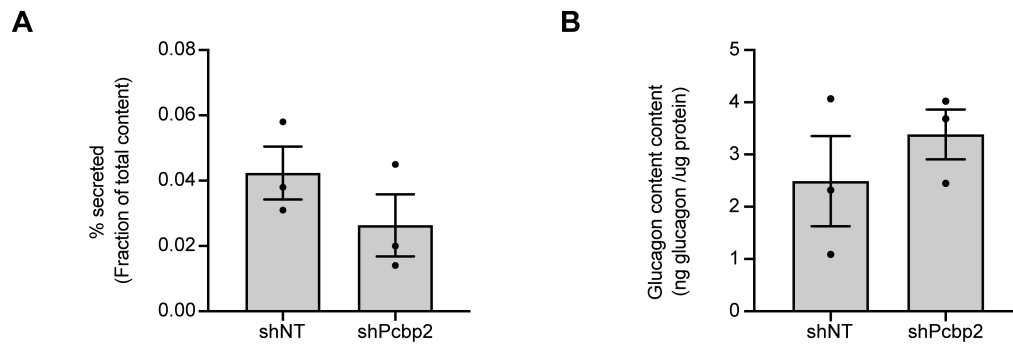

**Supplemental Figure 6. IBMX-mediated glucagon secretion is preserved in the setting of shRNA-mediated *Pcbp2* depletion in  $\beta$  cells.**

(A) Static IBMX-mediated glucagon secretion and (B) content of islets transduced with  $\beta$  cell-specific shRNA lentiviral vectors targeting non-targeting (shNT) or *Pcbp2* (shPcbp2) and pre-incubated with 16.7mM glucose.

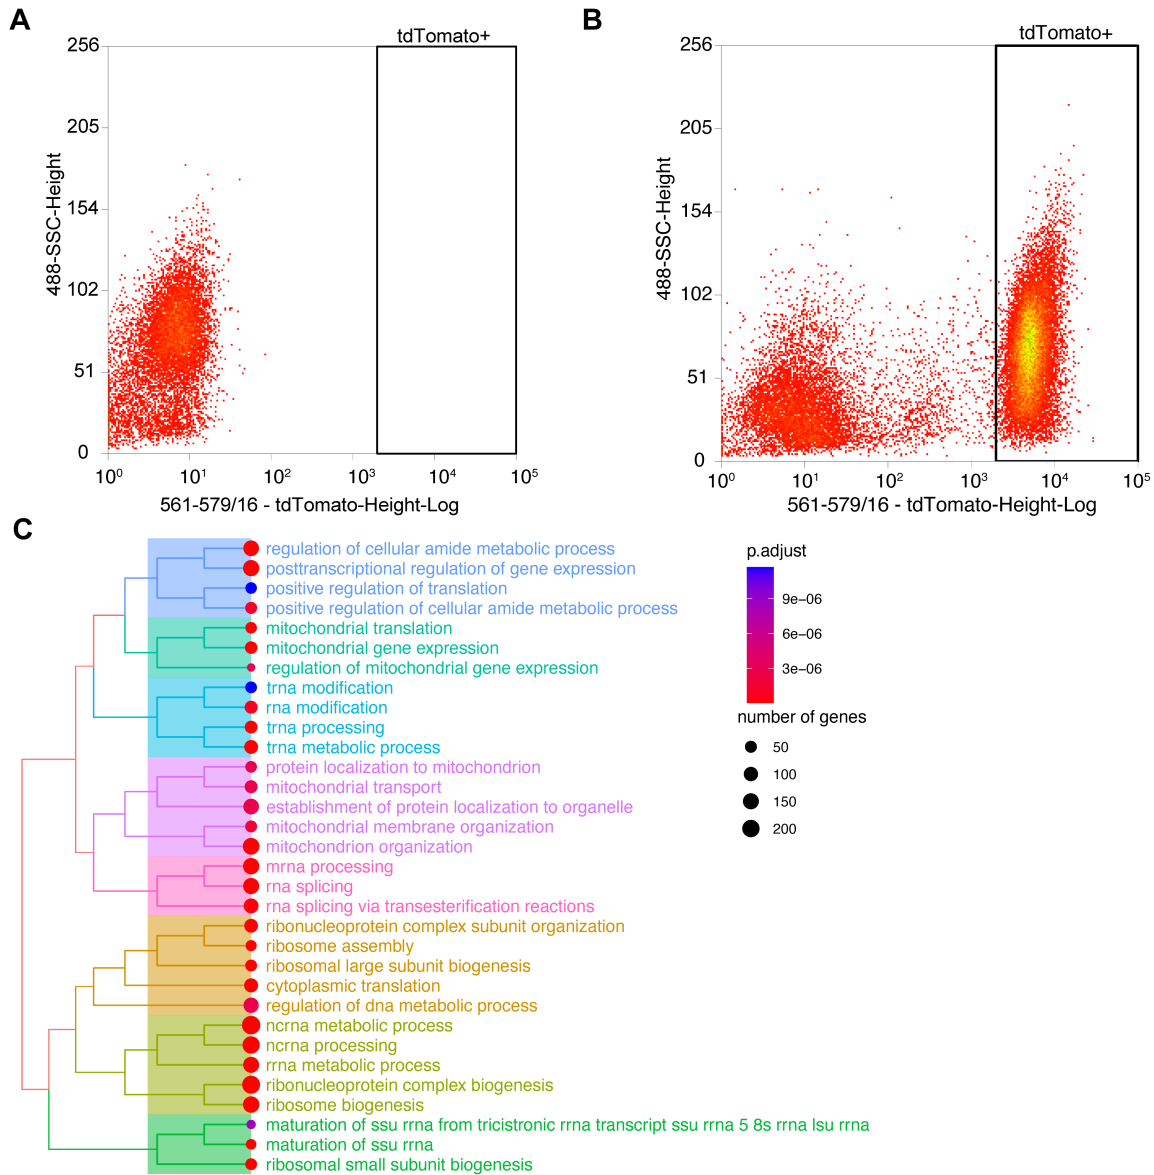

**Supplemental Figure 7. A distinct Tdtomato<sup>+</sup> population is present in *Rosas26<sup>Tdtomato</sup>*  $\beta$  cells expressing *Cre recombinase*, and high glucose incubation downregulates processes involving RNA processing and post-transcriptional gene regulation.** Representative FACS plot for *Rosas26<sup>Tdtomato</sup>*  $\beta$  cells without (**A**) and with (**B**) *Cre recombinase*. (**C**) Heatmap plot of terms overrepresented in the gene signatures downregulated in control  $\beta$  cells incubated with high glucose.

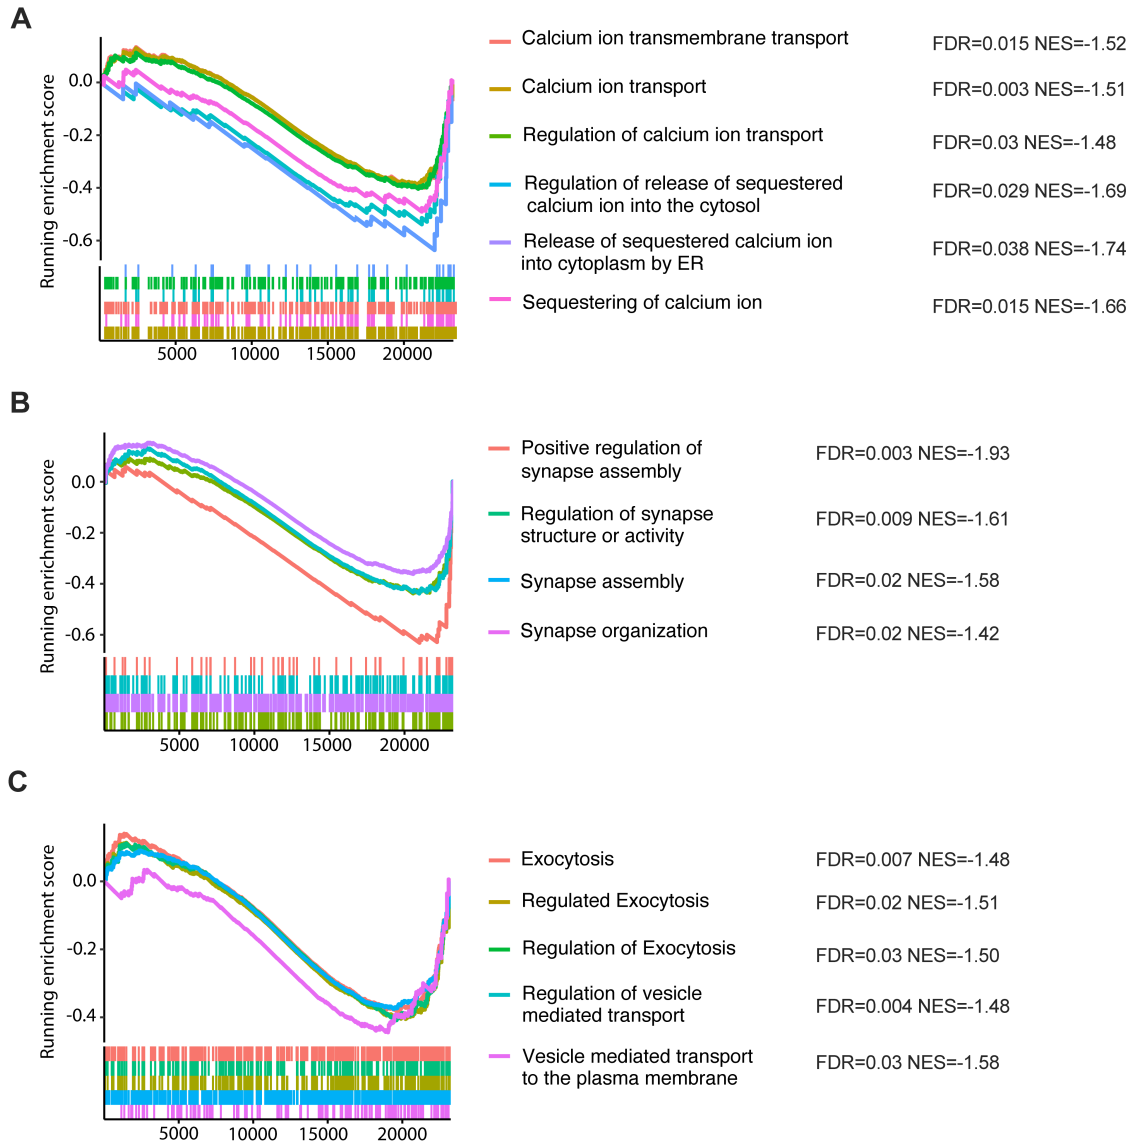

**Supplemental Figure 8. Gene sets linked to key aspects of  $\beta$  cell function are downregulated in mutant  $\beta$  cells exposed to sustained high glucose.**

GSEA plots showing gene signatures enriched in (A) calcium flux, (B) synapse assembly and activity, and (C) vesicle transport and exocytosis are downregulated in *Pcbp2* deficient  $\beta$  cells during exposure to high glucose.

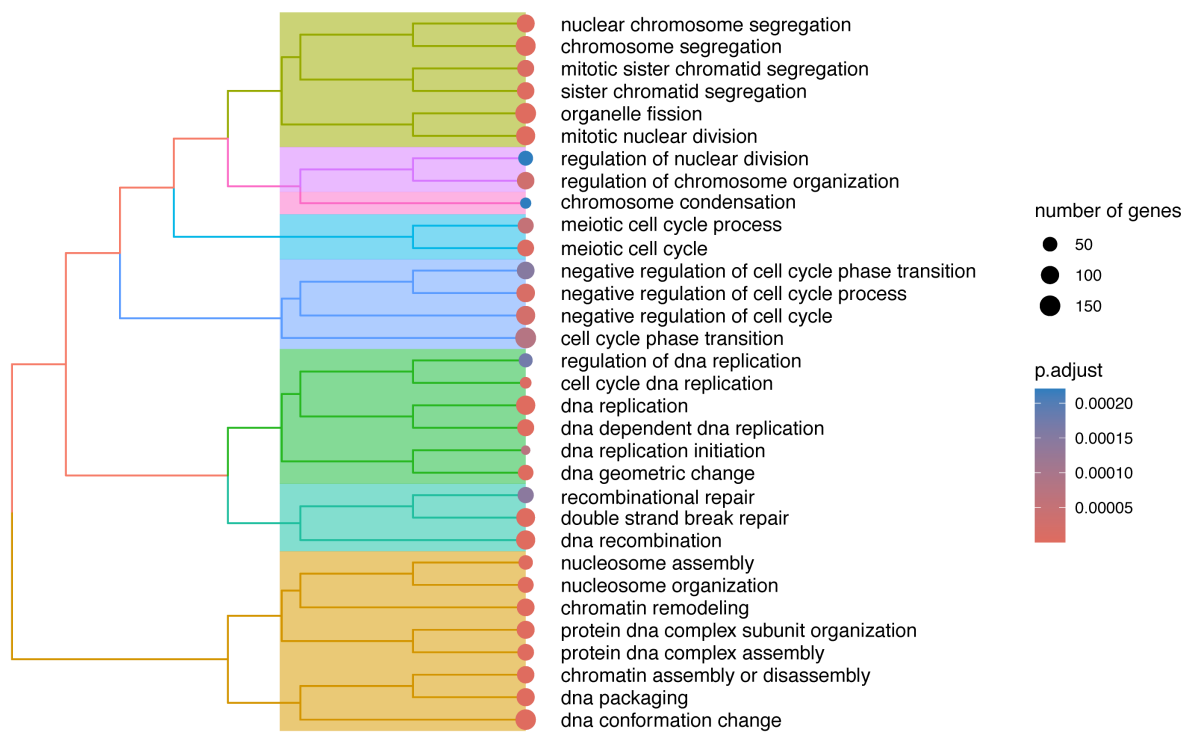

**Supplemental Figure 9. Gene sets linked to cell cycle and replication are upregulated in mutant  $\beta$  cells exposed to sustained high glucose.**

Heatmap plot of terms overrepresented in the gene signatures upregulated in control  $\beta$  cells stimulated with high glucose.

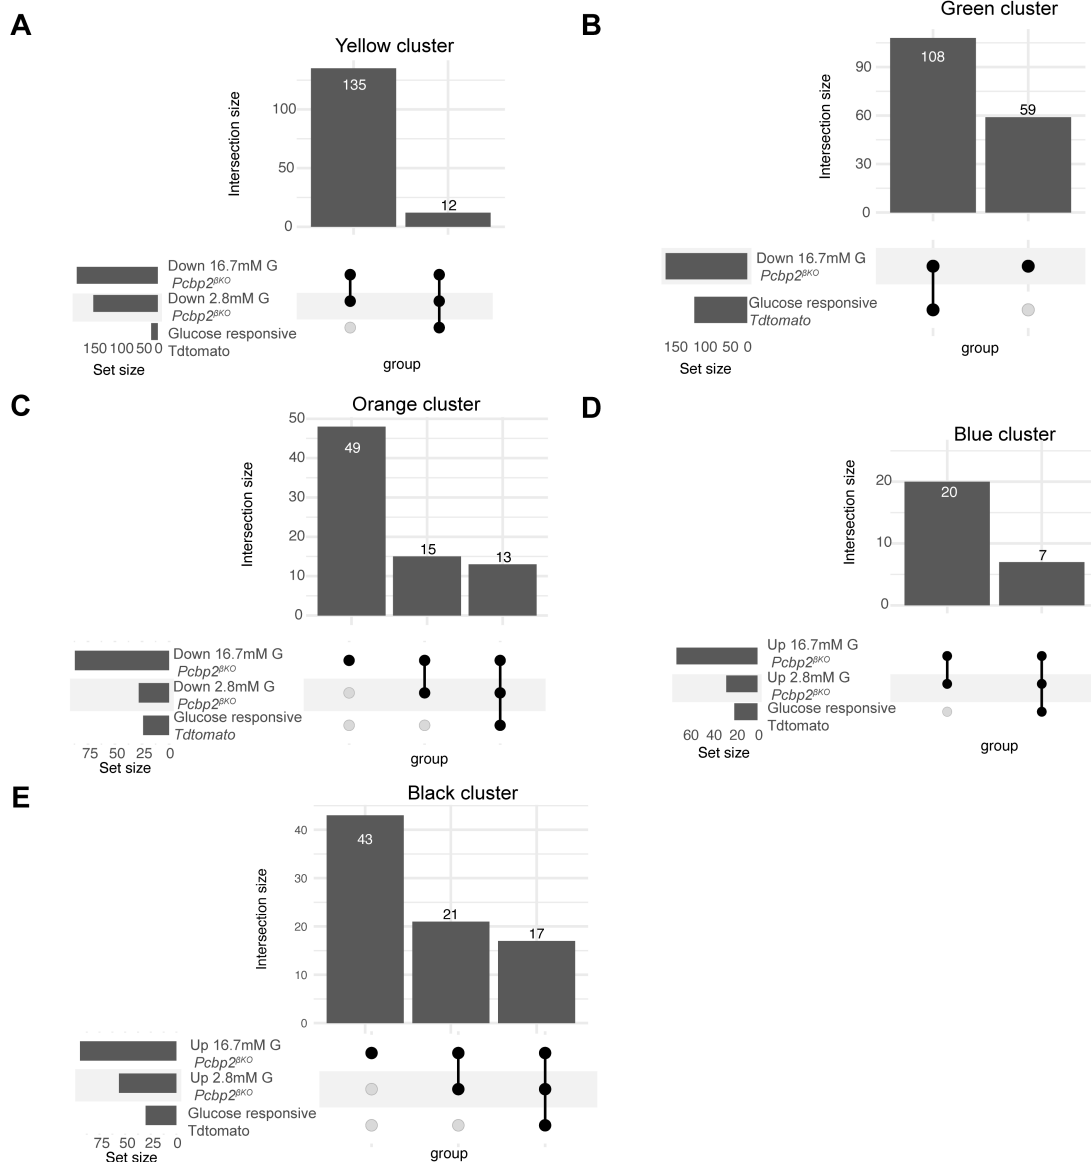

**Supplemental Figure 10. Intersecting pairwise differential gene expression comparisons supports the patterns of gene regulation raised from clustering analysis.**

(A) 73% (135) of yellow cluster genes were unaffected by glucose incubation in control  $\beta$  cells and were reduced under basal and high glucose incubation with *Pcbp2* deficiency. (B) 65% (108) of green cluster genes were glucose induced in control  $\beta$  cells and *Pcbp2* deficiency reduced the glucose induction of these genes. (C) 56% (49) of genes in orange cluster were unaffected by glucose exposure in control  $\beta$  cells and were uniquely reduced in mutant  $\beta$  cells during high glucose incubation. (D) 29% (20) of blue cluster genes were glucose independent in control  $\beta$  cells and were upregulated under basal and high glucose conditions with *Pcbp2* deficiency. (E) 45% (43) of black cluster genes were unaffected by glucose stimulation in control  $\beta$  cells and were uniquely upregulated with *Pcbp2* deficiency during high glucose incubation. The horizontal bars in each upset plot set size show the number of genes in the heatmap cluster with differential expression from the noted category. Vertical lines denote the overlapping set of

genes between each category. Vertical barplots display the number of overlapping and distinct sets of genes in each category within each cluster.

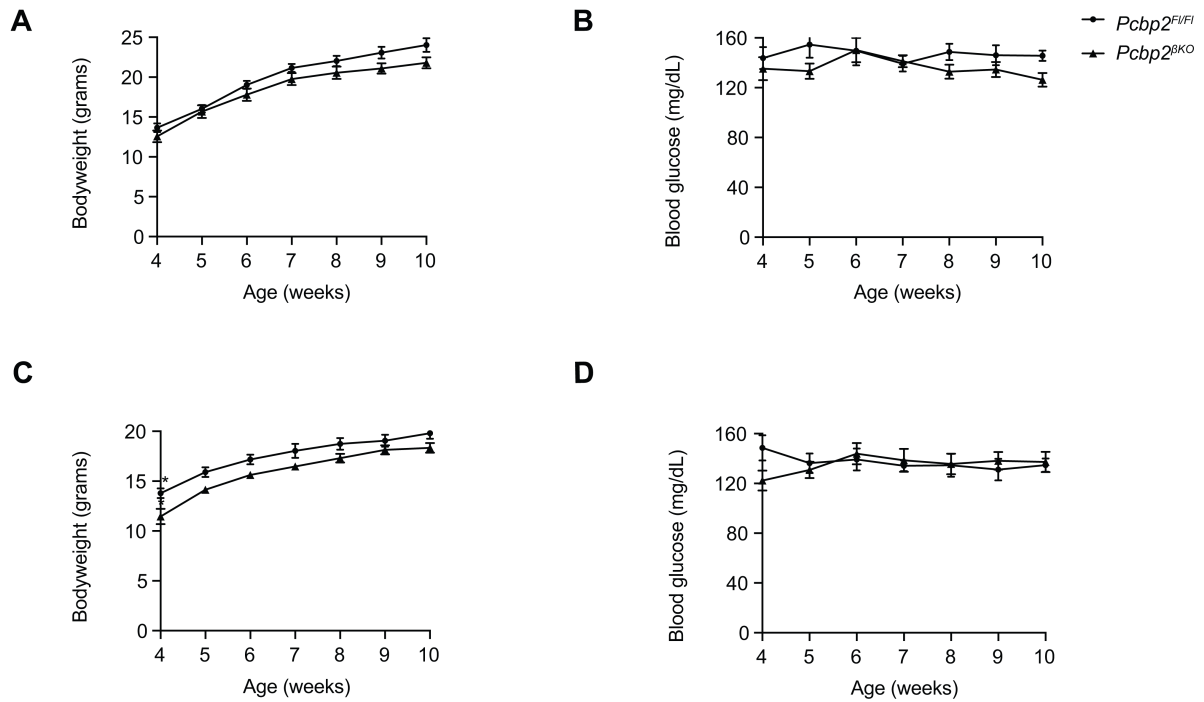

**Supplemental Figure 11.  $Pcbp2^{\beta KO}$  mice exhibit normal body weight gain and *ad libitum* blood glucose levels.**

(A) Bodyweight measurements and (B) *Ad libitum* blood glucose measurements of male mice (n=8,  $Pcbp2^{F/FI}$ ; n=9,  $Pcbp2^{\beta KO}$ ). (C) Bodyweight measurements and (D) *Ad libitum* blood glucose measurements of female mice (n=7,  $Pcbp2^{F/FI}$ ; n=8,  $Pcbp2^{\beta KO}$ ). \*P-value<0.05 by student's 2-tailed t-test.

**A**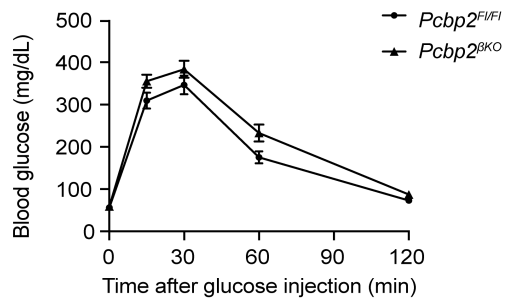**B**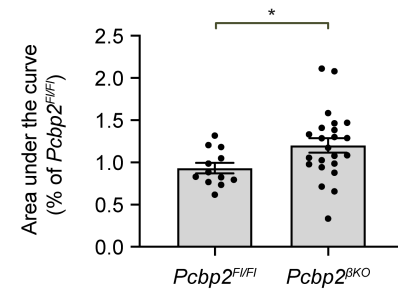

**Supplemental Figure 12. Glucose tolerance is less impaired in females.**

(A) Intraperitoneal glucose tolerance tests performed on 7-8 week old female mice and (B) corresponding area under the curve calculations (n=12, *Pcbp2<sup>F1/F1</sup>*; n=23, *Pcbp2<sup>BKO</sup>*). \*P-value<0.05 by student's 2-tailed t-test.

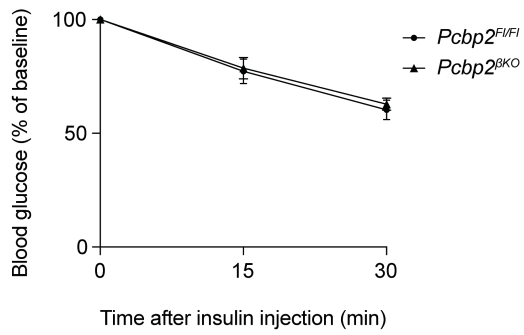

**Supplemental Figure 13. Peripheral tissue insulin sensitivity is normal in *Pcbp2<sup>BKO</sup>* mice.** Insulin tolerance tests performed on 13-15 week old male mice (n=7, *Pcbp2<sup>F/FI</sup>*; n=8, *Pcbp2<sup>BKO</sup>*).

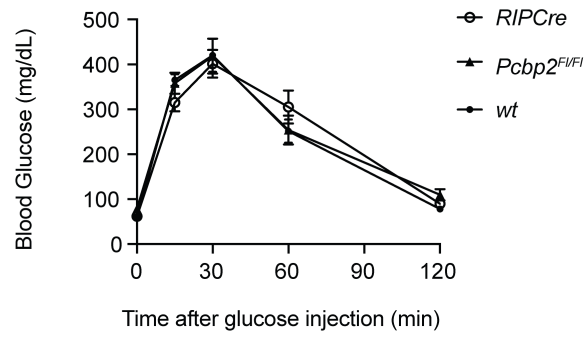

**Supplemental Figure 14. Cre Recombinase expression and *Pcbp2* loxP site insertion do not influence glucose tolerance.**

Intraperitoneal glucose tolerance tests performed on 7-8 week old male mice (n=6, *RIPCre*; n=6, *Pcbp2*<sup>F1/F1</sup>; n=5, Wildtype).

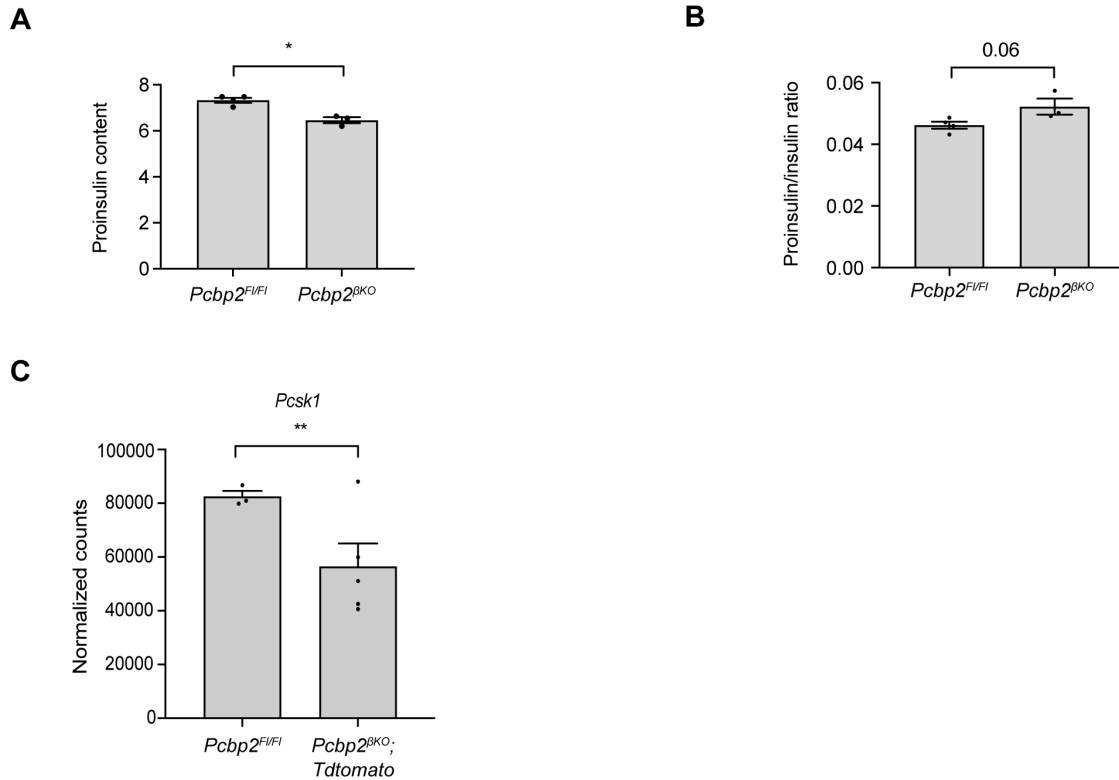

**Supplemental Figure 15. *Pcbp2<sup>βKO</sup>* islets have defective insulin production.**

Measurement of pro-insulin content (**A**) and pro-insulin to insulin ratio (**B**) in control and *Pcbp2<sup>βKO</sup>* islets from 7-8 week old mice (n=4 *Pcbp2<sup>F1/F1</sup>*; n=3 *Pcbp2<sup>βKO</sup>*). (**C**) Normalized expression for pro-hormone convertase *Pcsk1* in RNA-sequencing of FACS-sorted control and *Pcbp2* deficient β cells under basal conditions. \*\*P-value<0.01 by student's two-tailed t-test (**A**) or EdgeR differential gene analysis (**C**).

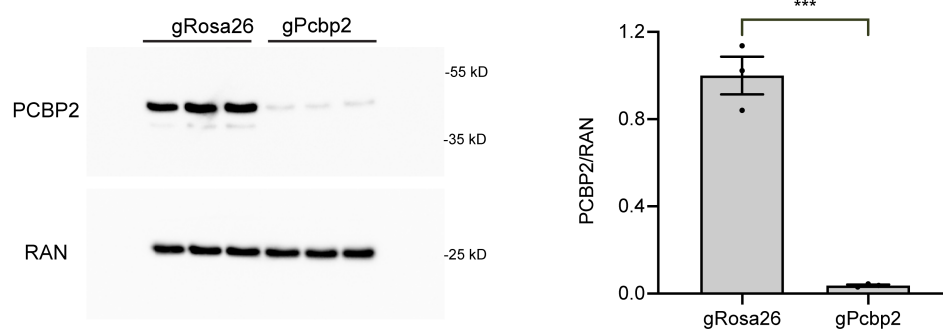

**Supplemental Figure 16. Effective CRISPR-mediated depletion of PCBP2.**

**(A)** Western blot showing CRISPR-mediated ablation of PCBP2 in Min6 cells (n=3). \*\*\*P-value<0.001 by student's two-tailed t-test.

  
*Ins1* (Mouse) ----- G      ----- C T C G A C C C G C C C C A C C C C T C T G C A A T G ----- 34
   
*Ins2* (Mouse) ----- A C C C A C ----- C A C T A C C C A G C C T A C C C C T C T G C A A T G ----- 33
   
*Ins1* (Rat) ----- G T C C A C ----- C A C T - C C C C G C C C A C C C C T C T G C A A T G ----- 32
   
*Ins2* (Rat) ----- G C C C A C ----- C A C T A C C C T G T C C A C C C C T C T G C A A T G ----- 33
   
*INS* (Human) A C G C A  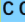   G A G G C A G C C C C A C A C C G C C G C C T C - C T G C A C C G A G A G A G 49

  
 ---- A A T A A A A C T T T T G A A T A A G C A C C A A A A A A A 65
   
 ---- A A T A A A A C C T T T G A A T G A G C A C A A - - - - - 57
   
 ---- A A T A A A G C C T T T G A A T G A G C A C C A A - - - - - 58
   
 ---- A A T A A A A C C T T T G A A A G A G C A C T A C A A - - - - - 59
   
 A T G G A A T A A A G C C C T T G A A C C A G - - - - - 72

**Supplemental Figure 17. the 3' UTR of insulin harbors a conserved cytosine-rich element.** Multiple sequence alignment of the 3' UTR of rodent and human insulin genes.

**A**

***Pcbp2*<sup>BKO</sup> vs db/db**

|                      |                 |                 |                |                  |
|----------------------|-----------------|-----------------|----------------|------------------|
| <i>Rnaset2a</i>      | <i>Gatm</i>     | <i>Npy</i>      | <i>Cttnbp2</i> | <i>C1qltnf1</i>  |
| <i>Ncoa4</i>         | <i>Cish</i>     | <i>Syce2</i>    | <i>Gabbr2</i>  | <i>Rapgef5</i>   |
| <i>H2-Q5</i>         | <i>Cdkn1a</i>   | <i>Pla2g12a</i> | <i>Apob</i>    | <i>Zcchc12</i>   |
| <i>Star</i>          | <i>Mmp12</i>    | <i>Gm11992</i>  | <i>Atp8a1</i>  | <i>Retreg1</i>   |
| <i>Nmnat2</i>        | <i>Zdhhc22</i>  | <i>Avpr1b</i>   | <i>St14</i>    | <i>Chgb</i>      |
| <i>Ptprd</i>         | <i>Klb</i>      | <i>Try5</i>     | <i>Em1</i>     | <i>Bcat1</i>     |
| <i>Edil3</i>         | <i>Socs2</i>    | <i>Hopx</i>     | <i>Kcnf1</i>   | <i>Slc9a9</i>    |
| <i>Lhfp</i>          | <i>Bsn</i>      | <i>Cald1</i>    | <i>Pvr</i>     | <i>Ivd</i>       |
| <i>Col19a1</i>       | <i>Kcna2</i>    | <i>Gpr135</i>   | <i>Rlf1</i>    | <i>Pon2</i>      |
| <i>Gipc2</i>         | <i>Atox1</i>    | <i>Synpr</i>    | <i>Plod3</i>   | <i>Tnfrsf11b</i> |
| <i>Tph2</i>          | <i>Xdh</i>      | <i>Col5a2</i>   | <i>Wipi1</i>   | <i>Itm2c</i>     |
| <i>Grem2</i>         | <i>Actn2</i>    | <i>Runx1</i>    | <i>Igfals</i>  | <i>Myo3a</i>     |
| <i>Pros1</i>         | <i>Kcnk10</i>   | <i>Cfr</i>      | <i>Stc1</i>    | <i>Cd200</i>     |
| <i>Csf2rb</i>        | <i>Slc41a3</i>  | <i>Spon1</i>    | <i>Ppm1e</i>   | <i>Chn1</i>      |
| <i>Gm9347</i>        | <i>Adgrd1</i>   | <i>Slc40a1</i>  | <i>Kl</i>      | <i>Enpp2</i>     |
| <i>Pde7b</i>         | <i>Crispld2</i> | <i>Pfkfb4</i>   | <i>Csrp1</i>   | <i>Glce</i>      |
| <i>Rbm3</i>          | <i>Krt87</i>    | <i>Rbm3</i>     | <i>Lgmn</i>    | <i>Gsdma</i>     |
| <i>Gdf15</i>         | <i>Gfra3</i>    | <i>Cux2</i>     | <i>Nek6</i>    | <i>Igsf5</i>     |
| <i>Tmem181c-ps</i>   | <i>Slc23a4</i>  | <i>Psd4</i>     | <i>Ogdhl</i>   | <i>Pecr</i>      |
| <i>Il34</i>          | <i>Nudt11</i>   | <i>Adarb2</i>   | <i>Apobec1</i> | <i>Reep5</i>     |
| <i>Ikzf4</i>         | <i>Adgrg6</i>   | <i>Adgrf5</i>   | <i>Palld</i>   | <i>Sftpd</i>     |
| <i>A730020E08Rik</i> | <i>Lrrc8c</i>   | <i>Mcfid2</i>   | <i>Car8</i>    | <i>Mapk4</i>     |
| <i>Igf1bp5</i>       | <i>Myo5c</i>    | <i>Tubg2</i>    | <i>Pik3c2g</i> | <i>Gsto1</i>     |
| <i>Fam110c</i>       | <i>Gm43843</i>  | <i>Lipa</i>     | <i>Dgkg</i>    | <i>Slc16a6</i>   |
| <i>Gbp8</i>          | <i>Car5b</i>    | <i>Pdzr3</i>    | <i>Bex3</i>    | <i>Nceh1</i>     |
| <i>Acot9</i>         | <i>AW551984</i> |                 |                |                  |

***Pcbp2*<sup>BKO</sup> vs T2D**

|                  |                |
|------------------|----------------|
| <i>Rph3a</i>     | <i>Prlr</i>    |
| <i>Tnfrsf11b</i> | <i>Grem2</i>   |
| <i>Mpp1</i>      | <i>Kirrel3</i> |
| <i>Slc16a6</i>   | <i>Cpxm2</i>   |

***Pcbp2*<sup>BKO</sup> vs HG+PA**

|                |                |               |                |                      |
|----------------|----------------|---------------|----------------|----------------------|
| <i>Ilfrd1</i>  | <i>Gdf15</i>   | <i>Hopx</i>   | <i>Gatm</i>    | <i>Tmem120b</i>      |
| <i>Kirrel3</i> | <i>Crem</i>    | <i>Got1</i>   | <i>Prlr</i>    | <i>Tmem97</i>        |
| <i>Enpp2</i>   | <i>Nefm</i>    | <i>Cdkn1a</i> | <i>Ehhadh</i>  | <i>Fzd4</i>          |
| <i>Gtpbp2</i>  | <i>Adm2</i>    | <i>Pnp</i>    | <i>Fmo4</i>    | <i>Cfr</i>           |
| <i>Wipi1</i>   | <i>Fkbp14</i>  | <i>Chn1</i>   | <i>Mgst1</i>   | <i>Lipa</i>          |
| <i>Ppm1e</i>   | <i>Em1</i>     | <i>Uchl1</i>  | <i>Rerg</i>    | <i>Chst9</i>         |
| <i>Rcbtb2</i>  | <i>Bcat1</i>   | <i>Kcnj5</i>  | <i>Galc</i>    | <i>Reps2</i>         |
| <i>Gipc2</i>   | <i>Sl3gal5</i> | <i>Pbx1</i>   | <i>Cmtm8</i>   | <i>Pde8b</i>         |
| <i>Trim6</i>   | <i>Pdzr3</i>   | <i>Kcna2</i>  | <i>Marcks1</i> | <i>D630039A03Rik</i> |
| <i>Slc15a2</i> |                |               |                |                      |

***Pcbp2*<sup>BKO</sup> vs PA**

|               |              |                |                  |                |
|---------------|--------------|----------------|------------------|----------------|
| <i>Akr1b8</i> | <i>Pfkfb</i> | <i>Eno1</i>    | <i>Gdf15</i>     | <i>Chgb</i>    |
| <i>Adm2</i>   | <i>Palld</i> | <i>Sqstm1</i>  | <i>Tnfrsf11b</i> | <i>Gtpbp2</i>  |
| <i>Wipi1</i>  | <i>Em1</i>   | <i>Galc</i>    | <i>Lipa</i>      | <i>Serinc5</i> |
| <i>Soat1</i>  | <i>Ivd</i>   | <i>Ndufs2</i>  | <i>Rph3a</i>     | <i>Grem2</i>   |
| <i>Glce</i>   | <i>Chst9</i> | <i>Slc23a2</i> | <i>Marcks1</i>   | <i>Mpp1</i>    |
| <i>Vgll4</i>  | <i>Gipc2</i> | <i>Rasgrp1</i> | <i>Fzd4</i>      | <i>Chn1</i>    |
| <i>Nek6</i>   | <i>Matn2</i> |                |                  |                |

**B**

|                |                |                |                |
|----------------|----------------|----------------|----------------|
| <i>Ntrk2</i>   | <i>Dgkg</i>    | <i>Trpm1</i>   | <i>Syndig1</i> |
| <i>Arl15</i>   | <i>Gsto1</i>   | <i>Ehf</i>     | <i>Sylt10</i>  |
| <i>Cast</i>    | <i>Soat1</i>   | <i>Srbid1</i>  | <i>Adarb2</i>  |
| <i>Rab3c</i>   | <i>Syce2</i>   | <i>Zcchc12</i> | <i>Adgrg6</i>  |
| <i>Cttnbp2</i> | <i>Em1</i>     | <i>Myo5c</i>   | <i>Rasgrp1</i> |
| <i>Ptprd</i>   | <i>Kl</i>      | <i>Enpp3</i>   | <i>Il34</i>    |
| <i>Sugct</i>   | <i>Cradd</i>   | <i>Rapgef5</i> | <i>Slc7a7</i>  |
| <i>Rph3a</i>   | <i>Il13ra1</i> | <i>Socs2</i>   | <i>Dnah8</i>   |
| <i>Gbp4</i>    | <i>Myo3a</i>   |                |                |

**Supplemental Figure 18. Genes altered in T2D and/or linked to T2D-associated SNPs overlap PCBP2 regulated genes.**

Tables showing (A) overlapping genes dysregulated with *Pcbp2* deficiency with those altered in murine and human T2D conditions and (B) PCBP2 regulated genes harboring T2D-linked SNPs or mapping to intergenic SNPs associated with T2D.

Supplemental Table 4. Immunofluorescence (IF)/ Western blot (WB) antisera and dilutions

| Application | Antigen | Source                | Catalog #  | Species    | Clonality  | Concentration |
|-------------|---------|-----------------------|------------|------------|------------|---------------|
| IF          | Insulin | DAKO                  | 104840     | Guinea Pig | Polyclonal | 1:500         |
| IF          | Insulin | Proteintech           | 66198-1-Ig | Mouse      | Monoclonal | 1:500         |
| IF          | PCBP2   | Dr. Stephen Liebhaber | N/A        | Rabbit     | Polyclonal | 1:500         |
| IF          | mcherry | Proteintech           | 5f8        | Rat        | Monoclonal | 1:1,000       |
| WB          | PCBP2   | Dr. Stephen Liebhaber | N/A        | Rabbit     | Polyclonal | 1:5,000       |
| WB          | RAN     | Proteintech           | 10469-1-AP | Rabbit     | Polyclonal | 1:5,000       |
| WB          | GAPDH   | Cell Signaling        | 14C10      | Rabbit     | Monoclonal | 1:5,000       |

Supplementary Table 5. Primer sequences for RT-qPCR.

| <b>Gene Name</b> | <b>Forward primer</b>  | <b>Reverse primer</b> |
|------------------|------------------------|-----------------------|
| <i>Hprt</i>      | TGCTCGAGATGTCATGAAGGA  | CCAGCAGGTCAGCAAAGAACT |
| <i>Pcbp2</i>     | TAAGAAGATGCGCGAGGAGAG  | AAGATGGCATTAGTCGGTCCA |
| <i>Chgb</i>      | TCTGACGGCGGAAGAGAAAAA  | AGGCTCGTCTCTCCAAGTGT  |
| <i>Ins1</i>      | TGGCTTCTTCTACACACCCAAG | ACAATGCCACGCTTCTGCC   |
| <i>Ins2</i>      | GCAAGCAGGAAGCCTATCTT   | GCTTGACAAAAGCCTGGGTG  |
| <i>Rab3c</i>     | GCCCATGCAGATGGCCT      | CGTGCTGACGAATGCAGATG  |
| <i>Rph3a</i>     | GTAGCCCAGCAGGTTTGAGG   | CACTTGGAGGAGCCTCTGTG  |
| <i>Syt10</i>     | CCCTTGCTGGAGTTACCTGG   | GTGGCCTGGGAGAAGAACAG  |

# Supplementary material for: RNA-binding protein PCBP2 regulates pancreatic β cell function and adaptation to glucose
**Source:** J Clin Invest. 2024 Jun 17;134(12):e172436. doi: 10.1172/JCI172436

## Full unedited blots for Figure 1A

PCBP2

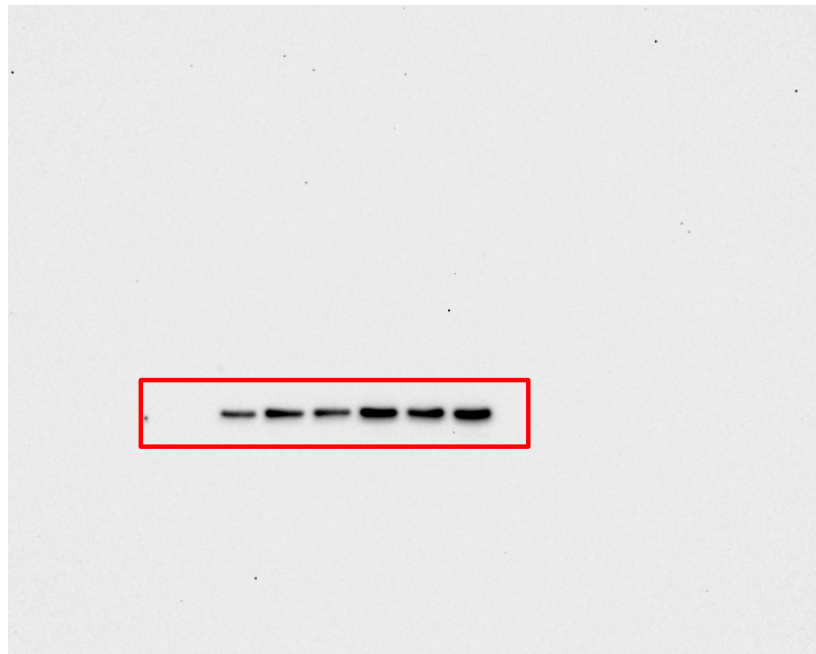

RAN

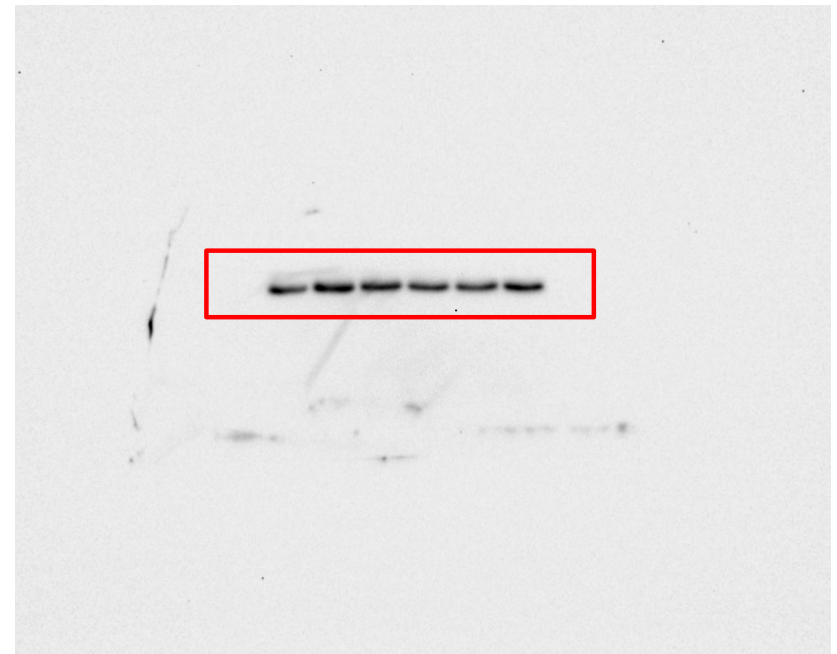

## Full unedited blots for Figure 1B

PCBP2

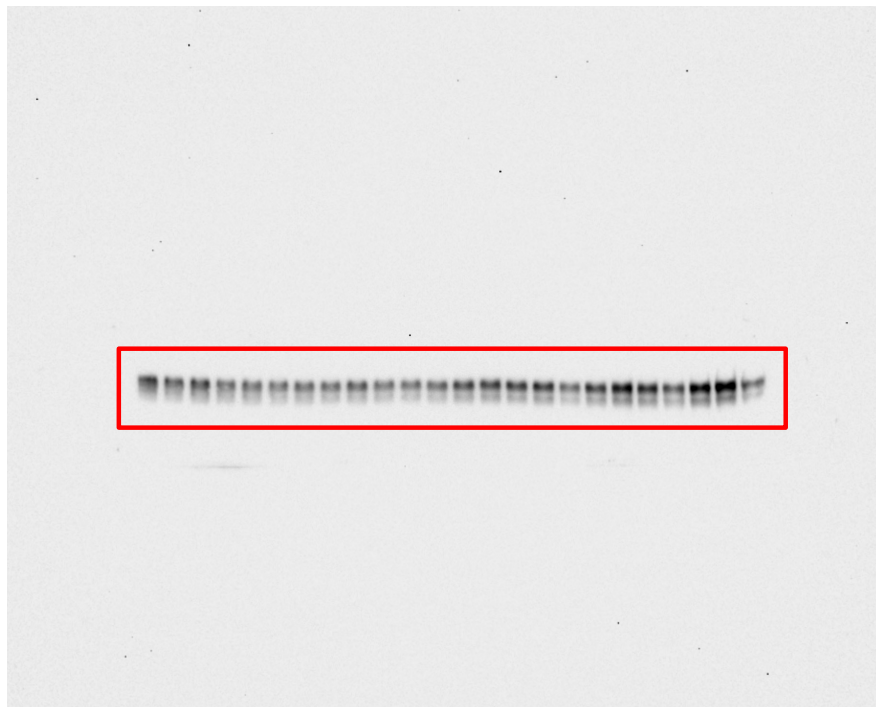

RAN

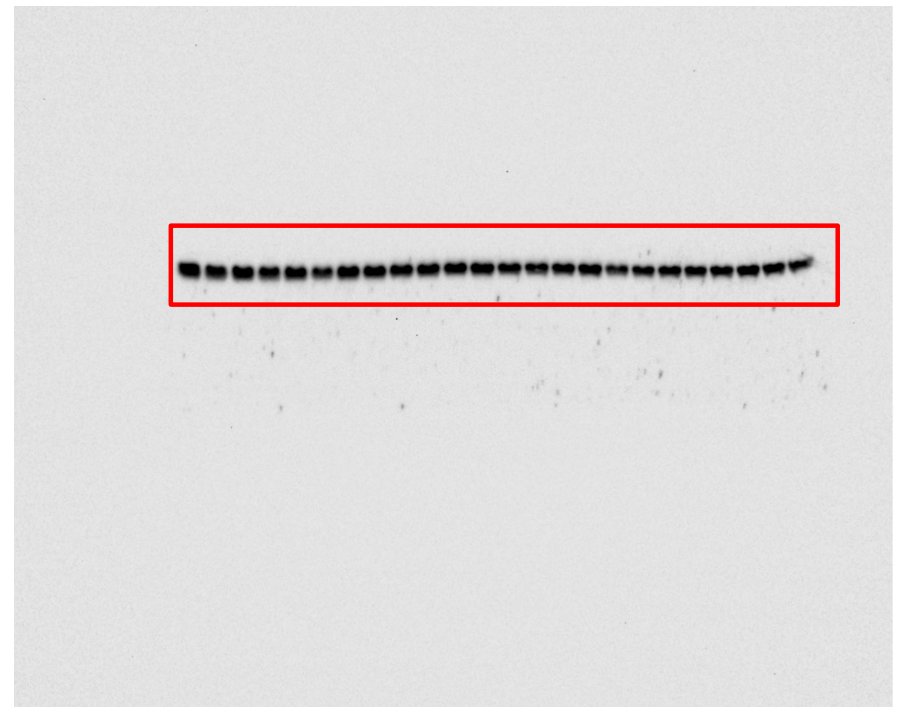

## Full unedited blots for Figure 1E

PCBP2

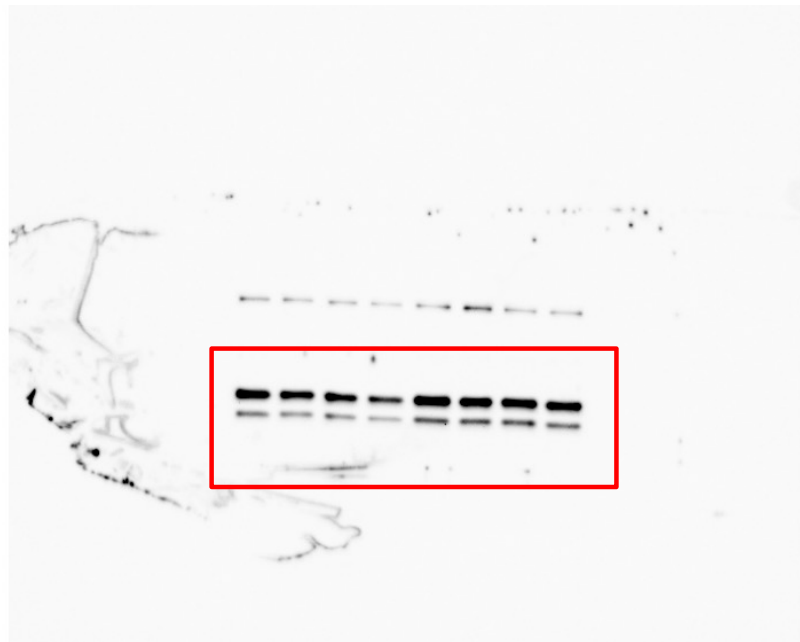

GAPDH

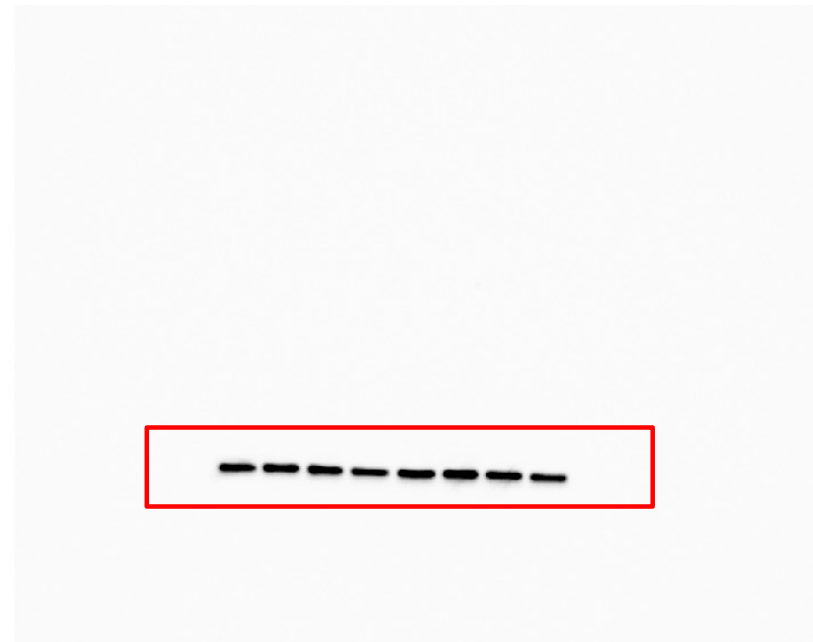

# Full unedited blots for Supplemental Figure 1A

PCBP2

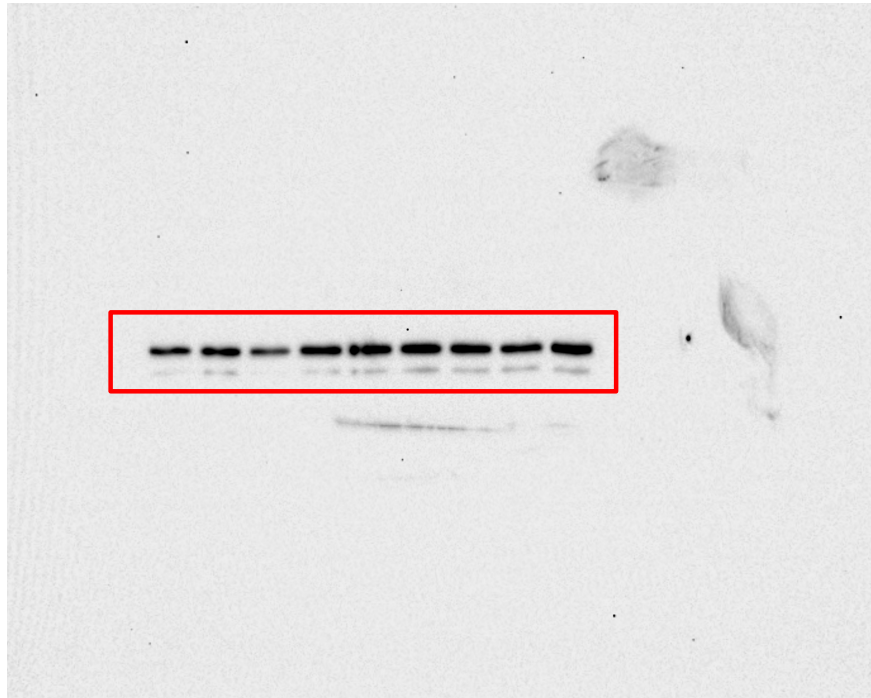

RAN

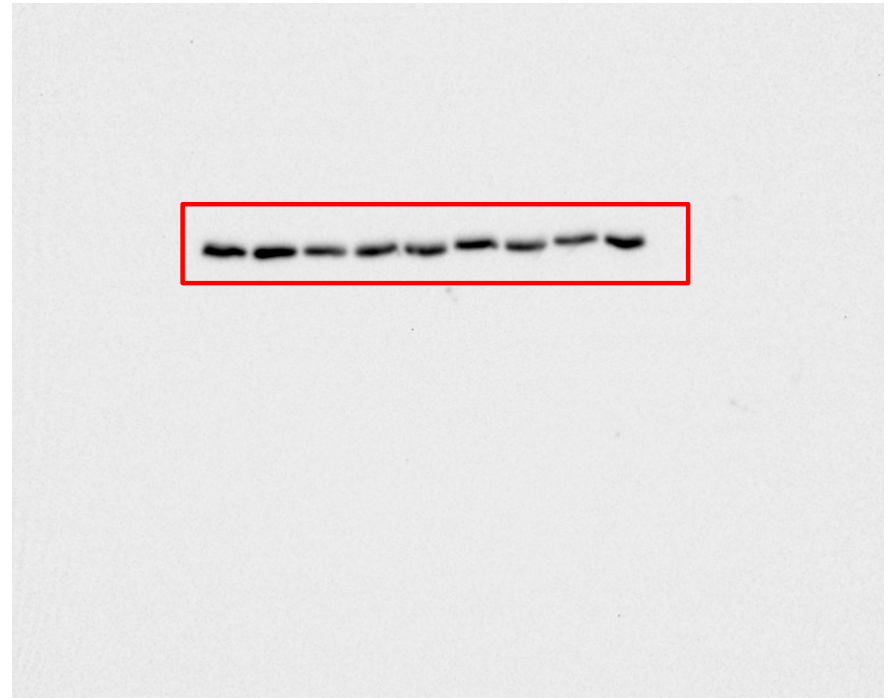

## Full unedited blots for Supplemental Figure 1B

PCBP2

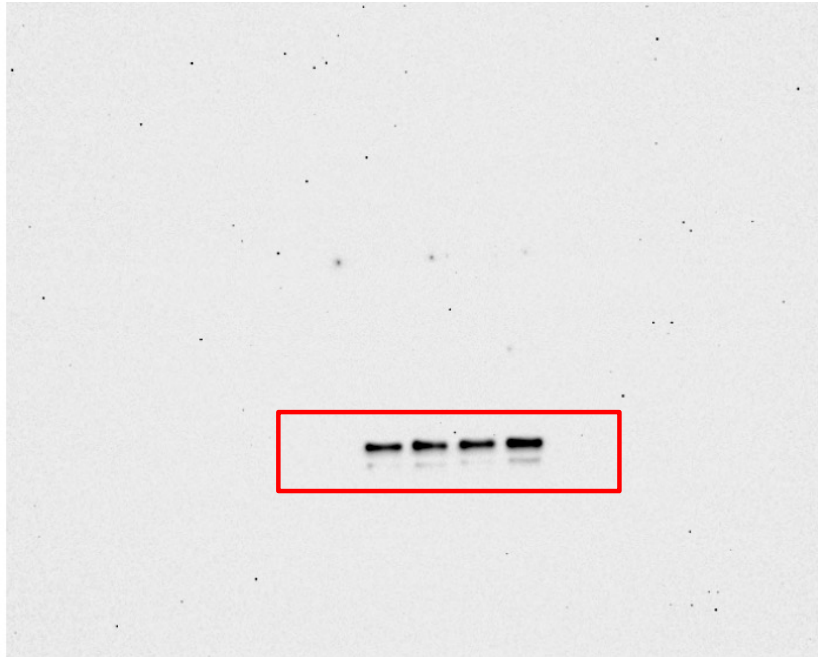

RAN

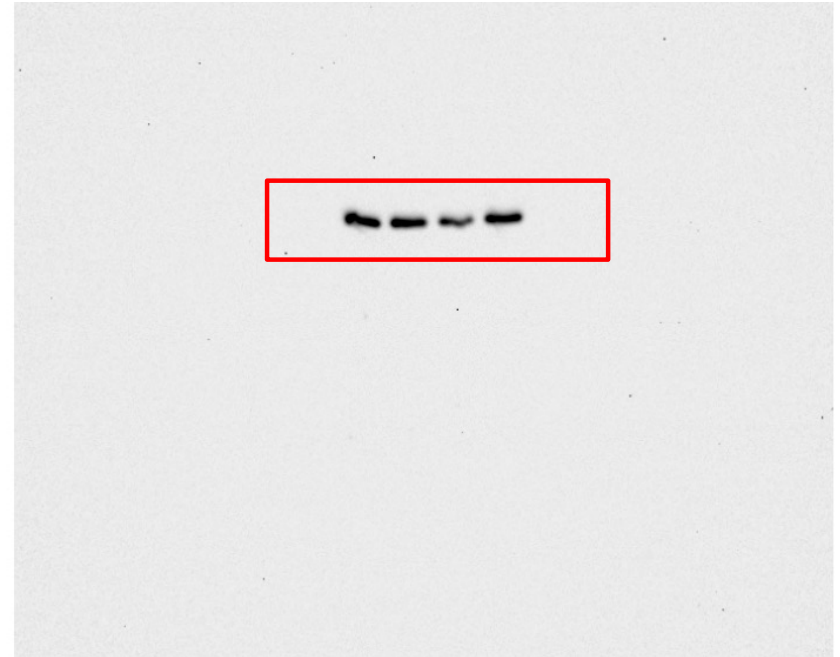

## Full unedited blots for Supplemental Figure 4A

PCBP2

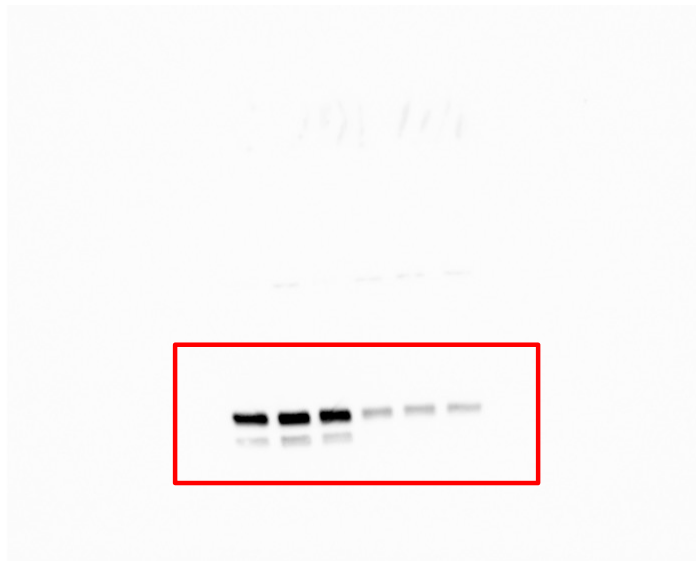

RAN

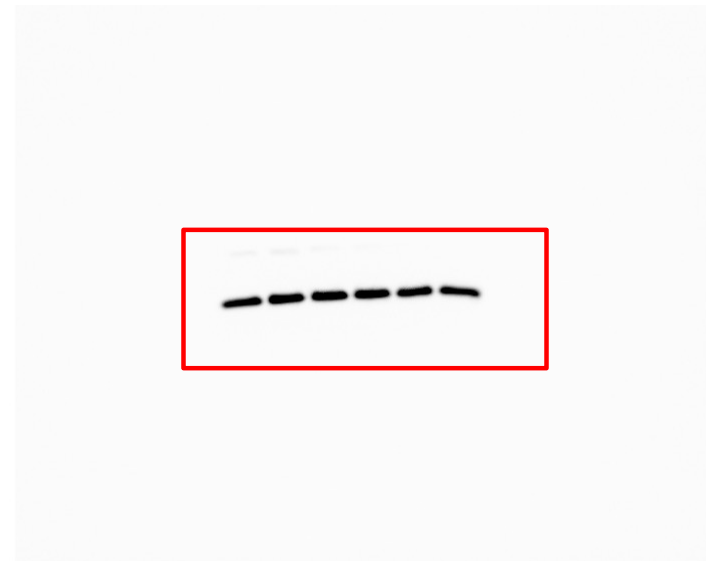

## Full unedited blots for Figure 8A

PCBP2

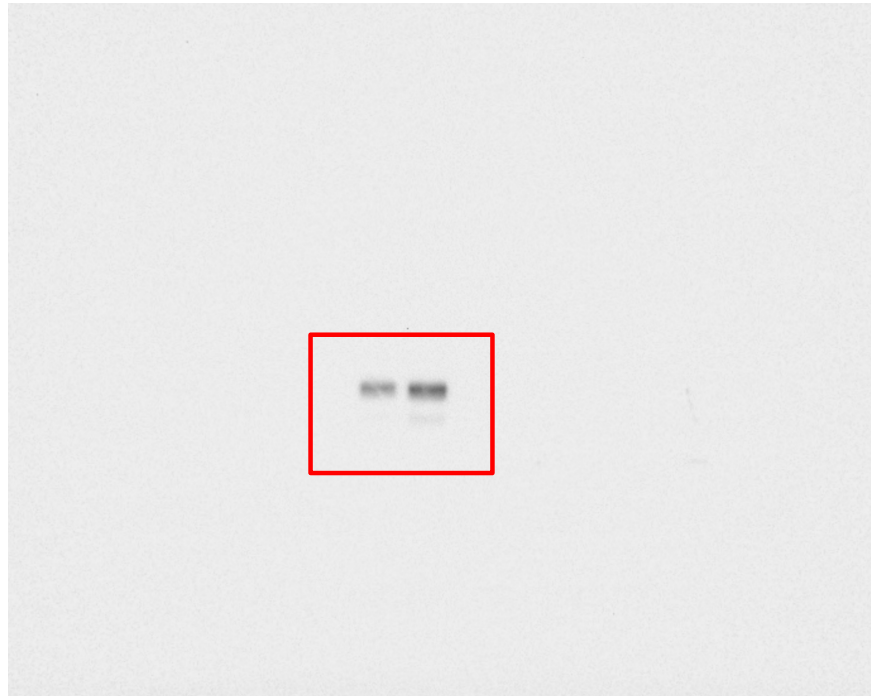

RAN

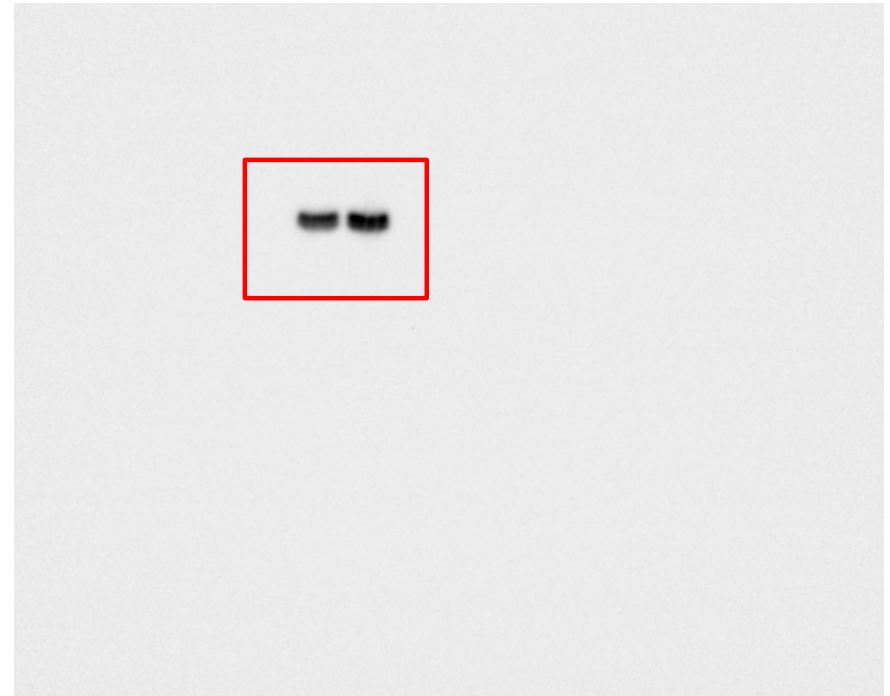

## Full unedited blots for Figure 8B

PCBP2

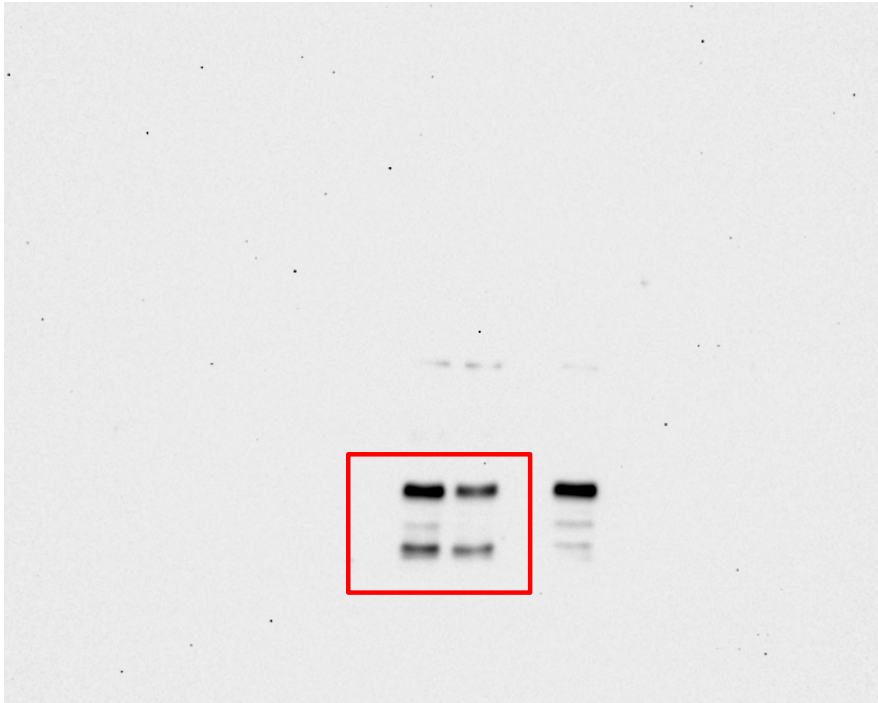

RAN

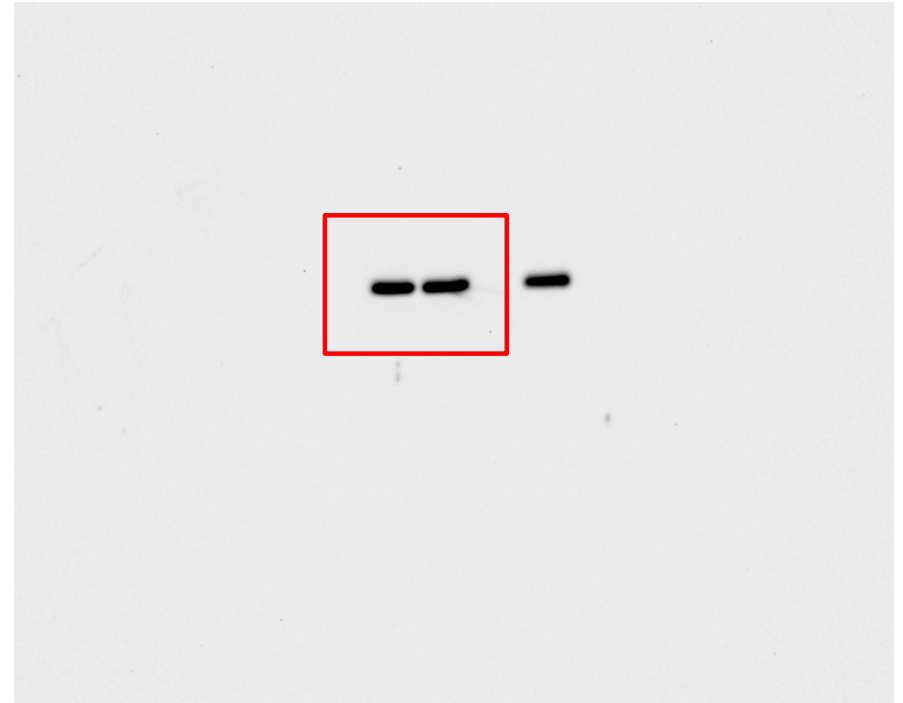

## Full unedited blots for Supplemental Figure 14

PCBP2

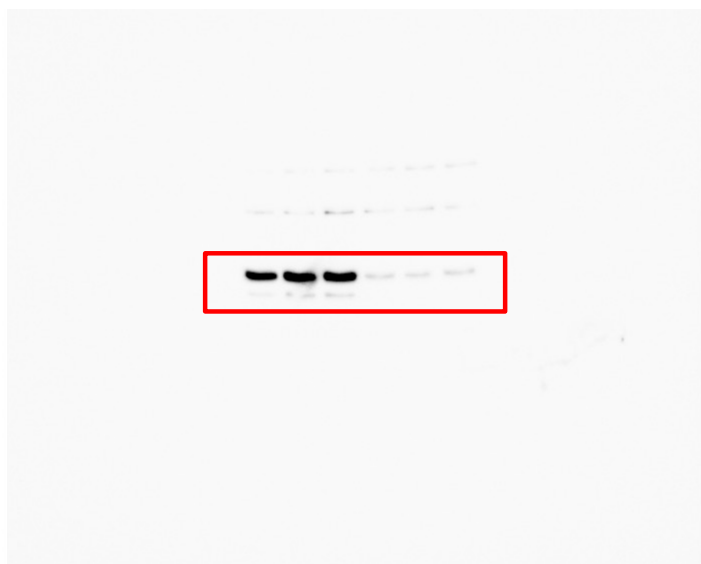

RAN

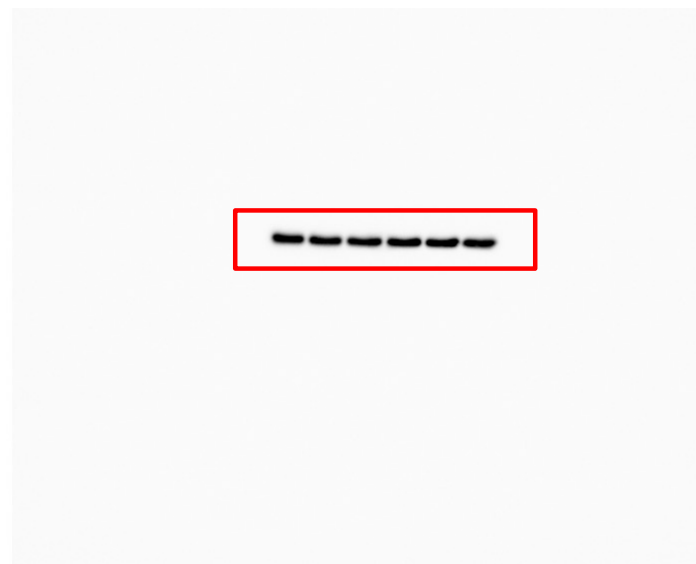

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

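The data came from sorted β cells of islets cultured at 2.8 mM or 16.7 mM glucose, in 17 samples of 4 groups (3 of control cells at 2.8 mM, 4 of control cells at 16.7 mM, and 5 of *Pcbp2* βKO cells at each concentration). Per the paper's methods, the authors pseudoaligned read pairs of 150 nt to the mouse reference transcriptome with Kallisto. They deposited, for each sample, Kallisto's estimated counts per transcript, which are not normalized between samples. The TPM that the authors deposited were scaled by Kallisto to the effective transcript length and to the same total in every sample. Conditions and replicate numbers were taken from the labels of the deposited samples. The expression of *Pcbp2* was checked in every sample against the genotype in its label, and *Txnip* and *Rem2*, which were chosen after the glucose comparison had been seen, against the glucose concentration.

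Estimated counts were summed over the transcripts of a gene and rounded. Library sizes, from 47368720 to 82376577 counts, were adjusted with TMM factors between 0.75 and 1.29. Log2 CPM used a prior count of 2. Genes were kept by edgeR's default expression filter with the 4 groups as the design. The model held the 4 group means, and 5 contrasts were tested with the quasi-likelihood F test of edgeR at its default settings. These were the glucose response in control cells, the knockout at 16.7 mM, the knockout at 2.8 mM, the glucose response in *Pcbp2* βKO cells and the interaction between genotype and glucose. Adjusted p values are Benjamini-Hochberg values over the genes tested in a contrast, and a gene was called at an adjusted p under 0.05 and a fold change over 1.5. Standard errors of log2 fold changes were computed from the estimate and its F statistic. Single values were compared between groups with exact permutation tests of log2 CPM. With 3 to 5 samples per group, the smallest p that such a test can give is 0.0179 at 2.8 mM and 0.00794 at 16.7 mM. Intervals for counting error were not computed, since every value has replicates whose SD includes it.

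Before they were run on the samples, edgeR and DESeq2 were tested on simulated data for every contrast but glucose in *Pcbp2* βKO cells, with 200 genes changed by known amounts among negative binomial counts drawn from the means, dispersions and library sizes of the samples. For the knockout at 2.8 mM, edgeR recovered 68.5% of the changed genes and 1.4% of its calls were false. DESeq2 recovered 81.5%, 82.5%, 79% and 64% for glucose in control cells, the knockout at 16.7 mM, the knockout at 2.8 mM and the interaction, and 21.6%, 14.9%, 19.8% and 19.5% of its calls were false. Preranked enrichment, the random lists, the clusters, the division of control samples and the 3′-UTR test were run on small simulated sets with known answers, and limma, camera and fry were not tested in this way.

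The labels number the replicates of every group from 1, so that the groups share these numbers as far as their sizes allow. Whether the numbers pair the samples was checked from the correlation, across genes, of the deviations of same-numbered samples from their group means. Between control cells at 2.8 mM and at 16.7 mM the correlations were 0.198, 0.123 and 0.257 for replicates 1, 2 and 3. Since each exceeded 0.1, the numbers were taken to pair these samples, and the glucose response in control cells was also computed with the replicate number as a block. In the other comparisons, at least 1 same-numbered pair was at or below this limit. Over all pairs of groups, the median was 0.0955 for the 22 same-numbered pairs and -0.015 for the 85 others. Neither the labels nor the paper's text says what a replicate number stands for.

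Genes named in the text were fixed by a rule set before the data were examined: every gene that the paper's results and discussion name for this experiment and that was analysed here, *Pcbp2* and its paralogs, the genes of the marker lists below, and for glucose in control cells, the knockout at 16.7 mM and the interaction the 3 called genes with the largest change in each direction among those with an average of at least 5 CPM and no overlap between the groups. The values of the paper's Supplemental Tables 1 and 2 had been seen when the rule was written. Marker lists for alpha, delta, PP, acinar, ductal, endothelial, macrophage and stellate cells, for proliferation and for β cell identity were also set then. A list of genes that respond to prolactin or growth hormone, and a list of Y chromosome genes with *Xist*, were written after the data had been seen. Gene sets were the mouse Reactome sets supplied with fgsea that held 15 to 500 tested genes and of which at least 80 percent of the members matched a tested gene, with symbols matched through RefSeq gene names (assembly GRCm38.p6, used for names alone). The sets were tested by preranked enrichment, and by camera and fry on log2 CPM with voom weights. The 3′-UTRs, chromosome positions, GC contents and gene types came from GENCODE vM39 on GRCm39. Genes within 10 Mb of *Pcbp2* were compared with the rest by Fisher's exact test.

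As alternatives, all set at the same time as the rule unless stated, the contrasts were recomputed with the size factors of DESeq2, with total counts, with the Wald test of DESeq2, and with limma on log2(TPM + 1) and log2(TPM + 0.1) for genes with a TPM of at least 1 in 3 samples and on log2(TPM + 1) without a filter. Further alternatives were no filter on low counts, a filter of at least 1 CPM in 3 samples, a fit of the compared groups alone, the replicate number as a block, 1 surrogate variable from sva, counts scaled from TPM by average transcript length (lengthScaledTPM of tximport, computed here), the adjusted p alone as the threshold, and the fit without each sample in turn. Chosen after the data were seen were robust dispersions, whose results were seen before the default was settled on, replicates 1 to 3 against 4 and 5 as a factor, replicates 1 to 3 only, camera with an estimated correlation, gene sets ranked on the fit with the replicate block, and lengthScaledTPM counts with the replicate block, the last of these after the comparison with the paper's tables. Where a comparison has more than 60 regroupings of its samples, 60 were drawn. The software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, sva 3.50.0 and fgsea 1.28.0, and Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6.

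The reads themselves, the motif search with MEME, the Gene Ontology sets of the paper, sequences of transgenes and the human and *db/db* islet data were not analysed here. No batch entered the fits, since the paper's text does not name the levels of its batch factor. *Chrn7a*, *Lrrc8* and *Ddx3* were left out because no gene symbol matches them, and *Grp135* was read, after the data were seen, as *Gpr135*, the spelling of Supplemental Figure 18A.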

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

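Of the tests in this part, those of exchanged labels, of a batch shared by replicates 4 and 5, of depth and of other cells for the first principal component, those of a mislabelled sample and of chance for *Ins1*, the prolactin list, the estimated correlation of camera and the gene sets with the replicate block were chosen only after the results were seen.

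Samples far from the rest of their group were sought in 247 groups of 4 or 5 samples, for principal components, summed markers and named genes, and 27 groups (10.9%) had one, where chance gives about 1 in 20. Of these, 10 were in *Pcbp2* βKO cells at 2.8 mM, 9 in *Pcbp2* βKO cells at 16.7 mM and 8 in control cells at 16.7 mM, and 5 of the last 8 concerned replicate 4. Each value below is the distance of the far sample to the nearest other one as a share of the range of the group.

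On PC1, replicate 4 of the control cells at 16.7 mM scored 9.9 and the other samples of the group 97.1 to 99.1 (share 0.978), and replicates 4 and 5 of the *Pcbp2* βKO cells at 16.7 mM also scored below replicates 1 to 3. Labels exchanged between the glucose concentrations are argued against by *Txnip* and *Rem2*, for which 0 samples at 16.7 mM lay in the range at 2.8 mM (*Txnip* at 406.1 CPM or more against 41.7 or less). Depth is argued against as well, since 0 of these 3 samples had a total below every replicate 1 to 3. A batch that replicates 4 and 5 share remains a candidate explanation: the 3 samples numbered 4 or 5 were the 3 lowest of the 9 at 16.7 mM (one-sided exact p = 0.0119), although at 2.8 mM the scores of replicates 4 and 5 (-105.5 to -84.5) overlapped those of replicates 1 to 3 (-98.1 to -42.4). Neither the labels nor the paper's text gives a batch for these numbers. RNA of other islet or exocrine cells was higher in each of the 3 samples for 1 of 8 lists, PP cells, whose gene *Ppy* stood at 631, 832.8 and 1142 CPM against 223.7 to 504.8 CPM in the other samples. As *Ppy* had a lower estimate in high glucose in control cells (log2 fold change -1.16, not called), RNA of PP cells and a smaller response to glucose cannot be told apart by this list. A smaller biological response to glucose in these samples was not tested.

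Replicate 4 of the control cells at 16.7 mM also stood apart for *Stbd1* (78.4 against 8.08 to 12.0 CPM, share 0.944), *Steap1* (36.7 against 2.42 to 5.04 CPM, share 0.923), *Reep5* (146 against 275 to 296 CPM, share 0.86) and the summed acinar markers (5.54 against 0.356 to 1.21 CPM, share 0.836). Replicate 4 of the *Pcbp2* βKO cells at 16.7 mM stood apart for *Stbd1* (76.8 against 6.24 to 11.1 CPM, share 0.931), *Steap1* (28.5 against 1.98 to 5.70 CPM, share 0.86), *Mslnl* (10.8 against 1.63 to 3.33 CPM, share 0.816), acinar markers (1.30 against 0.188 to 0.385 CPM, share 0.823) and *Adgrg6* (0.134 against 0.0321 CPM or less, share 0.76). For *Stbd1*, *Steap1* and *Mslnl*, which were called lower in high glucose, both genotypes deviated toward the values at 2.8 mM. No test separate from those of PC1 was made for these genes, and the explanations that stay open there stay open here.

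In the other control samples at 16.7 mM, replicate 3 was far from the rest for the summed alpha cell markers (650 against 1580 to 1630 CPM, share 0.947) and *Syt10* (8.57 against 2.04 to 2.64 CPM, share 0.908), and replicate 1 for *Ncoa4-ps* (2.35 CPM against 0 in the others, share 1). In *Pcbp2* βKO cells at 16.7 mM, replicate 2 was far for *Syt10* (0.0161 CPM against 0, share 1), replicate 3 for *Actn2* (0.893 against 1.57 to 1.81 CPM, share 0.743) and *Cnih3* (0.123 against 0.0128 to 0.0402 CPM, share 0.752), and replicate 5 for *Casq2* (0.475 against 0.123 to 0.171 CPM, share 0.864). In *Pcbp2* βKO cells at 2.8 mM, replicate 2 was far for *Kirrel3* (0.305 against 0.138 to 0.156 CPM, share 0.889), *Cast* (48.5 against 27.4 to 32.3 CPM, share 0.768) and *Bsn* (2.03 against 2.69 to 2.89 CPM, share 0.76). Replicate 3 of that group was far for *Rph3a* (0.148 against 0.0499 to 0.0782 CPM, share 0.713), *Pde7b* (1.40 against 0.884 to 1.03 CPM, share 0.713) and *Crispld2* (0.117 against 0.0117 CPM or less, share 0.899). Replicate 4 was far for the summed stellate markers (1.23 against 0.246 to 0.480 CPM, share 0.762) and *Kcnf1* (0.0867 against 0.00999 to 0.0318 CPM, share 0.716), and replicate 5 for *Rbm3* (20.5 against 66.2 to 83.9 CPM, share 0.721) and *Pcbp1* (105 against 81.1 to 86.3 CPM, share 0.782). No sample recurred across these genes beyond what is given, many of the values are below 1 CPM, and no explanation was tested for single genes.

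*Ins1* was lower in the knockout at 2.8 mM and not at 16.7 mM, a difference between the 2 knockout effects of 2.78 on the log2 scale. Reads shared with *Ins2* are argued against by the 95.4% of the 31-mers of *Ins1* that *Ins2* lacks, and a few genes taking most of the counts by an interaction of 2.76 (adjusted p = 0.00983 by edgeR) with *Ins1*, *Ins2* and *Iapp* left out of the library sizes. A wrong label for genotype or glucose is argued against by other genes, since 0 samples had *Pcbp2* in the range of the other genotype at either concentration, or *Txnip* or *Rem2* in the range of the other concentration. Chance stays open, since splits of the samples cannot decide it. Of 60 drawn splits, the real one included, 6 gave at least 1 call. In 2 of them some gene had an interaction p as small as that of *Ins1* (3.95e-07, unadjusted, and 4.26e-08 in the other split by edgeR). That other split kept 13 of the 17 labels, and the draws are too few to set the share below 0.05. The splits exchange genotypes within each glucose concentration, so a genotype effect present at both can appear in them as an interaction. For *Ins1* alone, 98 of all 7056 assignments of the samples gave a difference as large (exact permutation test, p = 0.0139). These assignments exchange genotypes in the same way. That p also leaves out the choice of *Ins1* among 22762 tested genes, so it does not settle the question. The interaction passed under all alternatives but 2, replicates 1 to 3 only and without replicate 3 of the control cells at 2.8 mM, and over the alternatives the adjusted p ranged from 1.04e-09 in DESeq2 to 0.0636 in edgeR. A dependence of the effect of PCBP2 on glucose stays open, as a hypothesis found and tested on the same samples. A batch that coincides with genotype and glucose was not tested.

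Among the Reactome sets listed for the paper's terms, 4 of 16 had a significant interaction between genotype and glucose by preranked enrichment, which permutes genes and not samples. The normalized enrichment scores were 2.08 for the mitotic cell cycle (permutation, adjusted p = 1.01e-12), 1.71 for DNA replication (0.00851), 2.03 for chromosome maintenance (8.78e-05) and -1.97 for translation (8.81e-06). The median log2 interactions of the sets were small, at 0.09, 0.12, 0.18 and -0.11. With the replicate block the scores were 1.59, 1.39, 1.71 and -2.22, and DNA replication no longer passed. With camera at the preset correlation, translation alone passed (adjusted p = 0.000624 in limma). With an estimated correlation (0.999) and with fry (0.992), none of these sets passed. For the 6 listed proliferation genes, which were higher in the knockout at 16.7 mM, a batch that replicates 4 and 5 share is argued against as the whole cause, since their median log2 fold change was 2.48 in replicates 1 to 3 alone and 2.19 in all samples. Correlation between the genes of a set, which the permutation of genes does not take into account, remains a candidate explanation for the passing scores, since 0 of the sets passed with camera and an estimated correlation.

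In a list of 10 genes that respond to prolactin or growth hormone, 8 genes were called lower in *Pcbp2* βKO cells at 16.7 mM (*Tph1*, *Tph2*, *Prlr*, *Cish*, *Socs2*, *Ivd*, *Neb* and *Matn2*) and the other two (*Ehhadh*, *Wipi1*) had lower estimates. The paper's text does not discuss these genes, although its Supplemental Table 2 holds all 10 and Supplemental Figure 18A lists most of them. The median log2 fold change of the list was -2.13 at 16.7 mM and -2.75 at 2.8 mM, and the lowest median among 10000 random lists matched on expression was -0.39 and -0.54 (one-sided permutation test, p = 0.0001 each, the smallest that 10000 draws can give). At 2.8 mM, 8 were called as well. In replicates 1 to 3 alone the median at 16.7 mM was -2.31, and with total counts 8 were called. The change of *Tph1* was the largest of the list, from 333 ± 266 to 0.526 ± 0.326 CPM at 16.7 mM (log2 fold change -9.32, adjusted p = 1.9e-06 by edgeR) and from 8.43 ± 2.64 to 0.0954 ± 0.0658 CPM at 2.8 mM. The list was written after the genes with the largest changes had been seen, so a difference in signalling through the prolactin or growth hormone receptors is a hypothesis that may explain these genes, and its test is not independent. According to the paper, both genotypes carry the same Cre driver. A hormone made from a transgene, one of the possible sources of such signalling, was not analysed here, and the technical explanations weighed for the knockout at 16.7 mM are given with the other observations.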

How the results depend on the processing

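The robust dispersions, the factor for replicates 1 to 3 against 4 and 5, replicates 1 to 3 only, camera with an estimated correlation, the gene sets with the replicate block, and the lengthScaledTPM counts with the replicate block were chosen only after the results were seen. Unless a reason is given, the cause was not tested.

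For glucose in control cells (3156 calls), total counts gave 4837 (783 higher, 4054 lower), limma 7164 (269, 6895) on log2(TPM + 1), 8064 (304, 7760) on log2(TPM + 0.1) and 6479 (189, 6290) without a filter, and replicates 1 to 3 only 5210 (2480, 2730). The median log2 fold change of all genes was -0.346 with total counts and 0.038 with TMM here, -0.466 and 0.012 for glucose in *Pcbp2* βKO cells, and 0.149 and 0.031 for the knockout at 2.8 mM. With the replicate block, which pairs these samples, the count was 4780, no named gene changed its call, and 4 of the 16 listed sets no longer passed: mRNA splicing (permutation, adjusted p = 0.0214 without and 0.111 with the block), the mitotic cell cycle (0.0341 and 0.202), DNA replication (0.0187 and 0.103) and G alpha s signalling events (0.0182 and 0.141). With single samples left out, it ranged from 1382 (control cells at 2.8 mM, replicate 2) to 4480 (control cells at 16.7 mM, replicate 4), with 1990 without replicate 1 at 2.8 mM. For glucose in *Pcbp2* βKO cells (5431), limma gave 8901 (355, 8546), 9815 (428, 9387) and 8604 (298, 8306) in the same order, and single samples moved the count from 4640 to 5742.

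For the knockout at 16.7 mM (388 calls), DESeq2 gave 726 (221, 505), limma 213 (25, 188), 218 (26, 192) and 113 (8, 105), the compared groups alone 237 (38, 199), where fewer samples entered the fit, and replicates 1 to 3 only 711 (291, 420). Left out in turn, single samples moved it from 213 (control cells, replicate 3) to 652 (control cells, replicate 4). For the knockout at 2.8 mM (464), DESeq2 gave 835 (210, 625) and limma 274 (94, 180), 218 (64, 154) and 176 (42, 134), and the count went from 242 without replicate 3 of the control cells to 492 without replicate 2 of the *Pcbp2* βKO cells. The deviations of same-numbered control and *Pcbp2* βKO samples correlated at 0.084, 0.183, 0.047 and 0.355 for replicates 1 to 4 at 16.7 mM. At 2.8 mM the correlations were 0.048, 0.245 and 0.12 for replicates 1 to 3. Not every one exceeded 0.1, so the numbers were not taken to pair these samples, although some of them deviated together. With the replicate block, 579 genes were called at 16.7 mM.

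For the interaction (1 call), DESeq2 gave 34 (27, 7), no filter 15 (13, 2), the replicate block 13 (10, 3), 1 surrogate variable 2, the factor for replicates 1 to 3 against 4 and 5 also 2, lengthScaledTPM counts with the replicate block 15 (13, 2), and edgeR on replicates 1 to 3 only 0, with 1416 genes at an unadjusted p below 0.05. The count was 0 without replicate 3 of the control cells at 2.8 mM, and 2 without replicate 2 of that group, replicate 2 of the *Pcbp2* βKO cells at 2.8 mM or replicate 5 of those at 16.7 mM.

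*Pcbp2* was called for glucose in control cells (-0.63) in all settings but the filter of 1 CPM in 3 samples (-0.58, adjusted p = 0.0193 by edgeR, below the fold change threshold) and 4 of the samples left out, between -0.76 without replicate 3 at 2.8 mM and -0.50 without replicate 2 at 2.8 mM. The others were replicate 1 at 2.8 mM (adjusted p = 0.0678) and replicates 1 and 4 at 16.7 mM (-0.57 each). The interaction of *Ins1* (2.78) fell below the threshold in replicates 1 to 3 only (2.63, adjusted p = 0.0636 by edgeR) and ranged from 2.56 without replicate 3 of the control cells at 2.8 mM, where it also failed, to 2.97. The estimate of *Ins2* at 16.7 mM, which was not called, changed sign in replicates 1 to 3 only (-0.00) and ranged from -0.06 without replicate 4 of the control cells to 0.26. *Pcsk1* at 2.8 mM (-1.26) was called by DESeq2 (-1.26), without a filter (-1.27), with the compared groups alone (-1.28) and in replicates 1 to 3 only (-1.14), and ranged from -1.52 without replicate 2, where it was called, to -0.99 without replicate 3 of the control cells. Estimates near 0 changed sign for *Pcbp1* with total counts (0.03), no filter (0.01) and 1 surrogate variable (0.05), and over the samples left out (-0.04 to 0.04). Those of *Pcbp4* went from -0.17 to 0.02. For *Hnrnpk*, the sign changed with the size factors of DESeq2 (-0.00), DESeq2 itself (-0.00), limma (-0.09 in each form), 1 surrogate variable (-0.02), lengthScaledTPM counts (-0.01, with the block -0.01) and the factor for replicates (-0.00), and over the samples left out (-0.06 to 0.06).

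The 208 genes also called at 2.8 mM became 349 with DESeq2. The 62 genes lower in the knockout and raised by glucose became 133 with DESeq2, 97 with lengthScaledTPM counts and the replicate block, 150 in replicates 1 to 3 only, and 113 with the replicate block. Over the samples left out they ranged from 20 to 181, both extremes set by control cells at 16.7 mM, replicates 3 and 4. The largest of 5 clusters (199 genes) held 310 with average linkage. Of the 6 sets listed for glucose, 4 passed in the direction of the paper and 0 with camera and an estimated correlation. Of the 10 listed for the knockout, 6 passed, 3 with the replicate block, 2 with camera at the preset correlation, 0 with an estimated correlation and 0 with fry. The share of 3′-UTRs with a cytosine-rich window (41.9%) changed sides with 13 or more C (26.3% against 25.6%) and with draws matched on GC content (41.9% against 40.3%), and matches to the short motif in the genes of Supplemental Table 2 were 1.89 per kb (permutation, p = 0.0401), fewer than in the drawn genes. For the called genes (1.86 per kb), the difference from the drawn genes (2.16 per kb, permutation, p = 0.0719) was smaller with draws matched on GC content (1.93 per kb, permutation, p = 0.642). Around *Pcbp2*, the odds ratio of the knockout at 2.8 mM was 1.08 within 10 Mb and 0.929 within 5 Mb.

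The genes named by the rule gave 67 results, of which 41 were called. Over the settings other than samples left out, 967 values kept their direction and side of the threshold, 73 passed it anew, 48 no longer passed and 12 changed sign. Limma without a filter lost most (22 of 67), the replicate block added 10 and DESeq2 13. With the adjusted p alone as threshold, all 67 stayed as they were. Over the samples left out, the numbers were 527, 21, 34 and 9. Calls that single samples decide are named with each gene at the claims. Of the 21 calls gained in this way, 8 came without replicate 4 of the control cells at 16.7 mM. Depth limited little, since with all samples thinned to 47385191 counts 368 of the 388 calls of the knockout at 16.7 mM were kept.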

Differences from the paper's values

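Chosen only after the values were seen were the settings robust dispersions, replicates 1 to 3 against 4 and 5 as a factor, replicates 1 to 3 only, and lengthScaledTPM counts with the replicate block, and the other settings were set before the data were examined.

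The paper's number of genes changed in the knockout at 16.7 mM is 603, and 388 were called here. Of the alternatives set beforehand, the values came within 1.5 times of each other with DESeq2 (726), no filter on low counts (535), the replicate block (579) and the adjusted p alone (411). They did not with the size factors of DESeq2 (397), total counts (354), limma (213, 218 and 113), the filter of 1 CPM in 3 samples (378), the compared groups alone (237), 1 surrogate variable (387) or lengthScaledTPM counts (371). Without replicate 4 of the control cells at 16.7 mM, 652 were called. Of the settings chosen after seeing the values, lengthScaledTPM counts with the replicate block gave 509 and dropped 149 of the paper's 603 genes, replicates 1 to 3 only gave 711 and dropped 218, and the factor for replicates 1 to 3 against 4 and 5 gave 419 and dropped 234. The fit reported here left 262 of these 603 genes uncalled and the replicate block 145, so that the last 3 settings dropped fewer than the former. For the genes with increased transcript levels, the paper's number is 164 and the value here was 66. The gap closed with DESeq2 (221), no filter (128) and the replicate block (193), and not with the size factors of DESeq2 (63), total counts (63), limma (25, 26 and 8), the filter of 1 CPM (85), the compared groups alone (38), 1 surrogate variable (79), lengthScaledTPM counts (61) or the adjusted p alone (70). It also closed without replicate 4 of the control cells (199) and without replicate 5 of the *Pcbp2* βKO cells (123), and, with the choice made after seeing the values and 149 of the paper's genes dropped, with lengthScaledTPM counts and the replicate block (168).

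The paper's green cluster holds 108 genes with lower transcript levels in the knockout that glucose raises in control cells. Here the number was 62 over all called genes, a wider group than 1 cluster. It came within 1.5 times with no filter (91), the replicate block (113), DESeq2 (133) and the genes of Supplemental Table 2 (86), and not with the size factors of DESeq2 (63), total counts (45), the filter of 1 CPM (68), 1 surrogate variable (50), lengthScaledTPM counts (57) or the adjusted p alone (64). Of the settings chosen after seeing the values, the gap closed with lengthScaledTPM counts and the replicate block (97, dropping 149 of the paper's 603 genes), replicates 1 to 3 only (150, dropping 218) and the factor for replicates (84, dropping 234). The paper's orange cluster holds 49 genes lower at 16.7 mM only that glucose does not regulate, against 92 here, again over all called genes. No setting of the alternatives set beforehand closed this gap (75 to 165), apart from leaving out single samples: replicate 2 or 3 of the control cells at 16.7 mM (66, 44) and replicates 1, 2, 3 or 5 of the *Pcbp2* βKO cells there (46, 58, 47, 62).

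For *Pcsk1* at 2.8 mM, the paper's normalized expression is about 82000 in control cells and about 56000 in *Pcbp2* βKO cells in Supplemental Figure 15C, read by eye, and here it was 633 and 264 CPM. The values of *Ins2* at 2.8 mM were 79880 and 54380 CPM. No alternative was run for these expression values.

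For 7 genes the paper's log2 fold change at 16.7 mM in Supplemental Table 2 differs from that here by more than its standard error. The paper's value is -3.57 for *Rph3a* (here -4.15), -4.92 for *Kcnj5* (here -5.43), -2.63 for *Slc26a3* (here -3.85), -2.56 for *Rin1* (here -1.58), -2.93 for *Cnih3* (here -2.13), 1.34 for *Fgf9* (here 0.86) and -2.22 for *Pcbp2* (here -2.40). With lengthScaledTPM counts, set beforehand, all 7 gaps closed (-3.77, -4.94, -2.96, -2.64, -2.70, 1.24 and -2.22). The replicate block also closed that of *Rph3a*, 1 surrogate variable that of *Kcnj5*, limma on log2(TPM + 0.1) those of *Slc26a3*, *Fgf9* and *Pcbp2*, and total counts, no filter and 1 surrogate variable that of *Pcbp2*. Without replicate 3 of the control cells, the values of *Rph3a* (-3.49), *Kcnj5* (-5.11) and *Slc26a3* (-3.01) came within the standard error here of the paper's, as did those of *Cnih3* without replicate 3 of the *Pcbp2* βKO cells (-2.90), *Fgf9* without replicate 4 of the control cells (1.25) and *Pcbp2* without any of several samples (-2.35 to -2.31). Of the settings chosen after seeing the values, lengthScaledTPM counts with the replicate block, which drops 149 of the paper's 603 genes, closed all 7 gaps (-3.37, -4.78, -2.82, -2.63, -2.56, 1.30 and -2.19), replicates 1 to 3 only, which drops 218, those of *Rin1* (-2.30) and *Fgf9* (1.10), and the factor for replicates, which drops 234, those of *Rph3a* (-3.98) and *Kcnj5* (-5.25). The remaining alternatives set beforehand that gave a value closed none of these gaps.

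Of the genes that the paper names as changed at 16.7 mM, 21 were not called here. *Gpr135* was called with DESeq2, no filter, the filter of 1 CPM, the replicate block, lengthScaledTPM counts with the block, without replicate 1 of the control cells and without replicate 4 of the *Pcbp2* βKO cells. *Pdzrn3* was called with DESeq2, the replicate block and lengthScaledTPM counts with the block, *Cast* with DESeq2, and *Rab3c* with DESeq2, no filter, the replicate block and lengthScaledTPM counts with the block. *Crem* and *Prkar1a* were called in replicates 1 to 3 only and without replicate 4 of the control cells, and *Bsn* in both, without replicate 5 of the *Pcbp2* βKO cells, with DESeq2 and with lengthScaledTPM counts and the block. *Ntrk2* was called without replicate 4 of the control cells alone. *Kcnf1* was called with no filter, the replicate block and lengthScaledTPM counts with the block. *Casq2* was called with DESeq2, limma without a filter, no filter, the filter of 1 CPM, the compared groups alone, the replicate block, lengthScaledTPM counts with the block, and without replicate 4 of the control or replicate 5 of the *Pcbp2* βKO cells. *Chgb* was called with total counts, DESeq2, limma on log2(TPM + 1), no filter, the filter of 1 CPM, the replicate block, the factor for replicates, lengthScaledTPM counts with the block, replicates 1 to 3 only, without replicate 4 of the control cells and without replicate 2 of the *Pcbp2* βKO cells.

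*Rin1* was called with DESeq2, lengthScaledTPM counts with and without the block, the factor for replicates, replicates 1 to 3 only and without replicate 4 of the *Pcbp2* βKO cells. The settings that called *Fam110c* were DESeq2, the filter of 1 CPM, the replicate block, 1 surrogate variable, the factor for replicates, replicates 1 to 3 only and the data without replicate 4 of the *Pcbp2* βKO cells. *Cnih3* was called with lengthScaledTPM counts and without replicate 3 of the *Pcbp2* βKO cells. *Ccne2* was called with total counts, DESeq2, no filter, the replicate block, the factor for replicates, lengthScaledTPM counts with the block and replicates 1 to 3 only, *Trip13* with DESeq2, lengthScaledTPM counts with and without the block and replicates 1 to 3 only, and *Nsl1* with DESeq2, no filter, lengthScaledTPM counts with the block and replicates 1 to 3 only. Each of these 3 was also called without replicate 5 of the *Pcbp2* βKO cells, *Ccne2* also without replicate 4 of them and *Nsl1* without replicate 1 of the control cells. *Fgf9* was called with the replicate block, lengthScaledTPM counts with and without the block, replicates 1 to 3 only and without replicate 4 of the control cells. *Rbms3* was called with DESeq2, no filter, the replicate block, the factor for replicates, lengthScaledTPM counts with the block and without replicate 4 of the control cells. No setting that was run called *Reep5* or *Rbm3*. Each setting with the block and lengthScaledTPM counts, with the factor and with replicates 1 to 3 only was chosen after seeing the values, and these drop 149, 234 and 218 of the paper's genes.

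The paper states that *Pcsk1* transcripts were lower in the knockout. Here every *Pcbp2* βKO sample lay below every control sample at 2.8 mM, but the gene was not called (log2 fold change -1.26, adjusted p = 0.0609 by edgeR) and was called with DESeq2, no filter, the compared groups alone, without replicate 2 of the control cells, and in replicates 1 to 3 only, chosen after seeing the values. The paper also states that a cytosine-rich motif is enriched in the 3′-UTRs of the changed genes, against those of other sequences. By the windows used here, 41.9% of the called genes held one and 43.3% of the drawn genes (permutation, p = 0.615). By the same count, *Rph3a*, which the paper gives as an example, held a window of 14 C.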

Other observations

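The prolactin list, the Y chromosome genes, the genes named for chromosome 14, *Ncoa4* and *Rpl34*, the division of the control samples, the splits with the replicate block, and lengthScaledTPM counts with the replicate block were chosen only after the results were seen.

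For the knockout at 16.7 mM, chance can be excluded as the source of the 388 calls, since 1 of 60 splits of the 9 samples, the real one, gave as many (the next highest gave 194). It can also be excluded at 2.8 mM, where 1 of 56 splits of the samples, the real one, gave as many as 464 calls. Variants linked to *Pcbp2* are argued against as a cause of the calls, since 0.3% of the called genes at 16.7 mM lay within 10 Mb of *Pcbp2* on chromosome 15 (1 of 184 tested genes there, *Krt73*, two-sided Fisher's exact test, p = 0.382). For variants on other chromosome segments, 158 of 385 called genes with a position lay within 1 Mb of another, 41.0% against 39.5% for random genes (permutation, one-sided, p = 0.336). With the trends with GC content and gene length removed, 99% of the calls were kept, with equal totals 94.8% and with 1 surrogate variable, for a hidden batch, 84.3%. Pseudogenes made up 5.2% of the called and 5.1% of the tested genes, so that reads shared with pseudogenes are argued against for the calls as a set and remain open for single ones. Of 28 tested markers of 8 other islet or exocrine cell types, 0 were called by edgeR and 7 had an unadjusted p below 0.05. Over the alternatives, among them DESeq2 and limma, 4 of the 28 (*Rbp4*, *Try5*, *Spp1* and *C1qa*) reached an adjusted p below 0.05 in at least 1. The technical explanations tested are thus argued against, and an effect of the genotype on these genes is left as a hypothesis that could explain the calls. A batch that coincides with genotype was not tested. Signalling through the prolactin or growth hormone receptors, with a median of -2.13 in its list, concerns 8 of the 388 genes.

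For glucose in control cells, chance could not be excluded at the share of 0.05 by the splits alone, since 2 of 35 gave at least 3156 calls. The other one kept the groups of 6 of the 7 samples and moved replicate 4 of the control cells at 16.7 mM to those at 2.8 mM, so that it held much of the same difference (3957 calls), and the remaining 33 gave 71 calls or fewer. Of the 8 splits that part all 3 pairs of same-numbered samples, these 2 gave as many and the other 6 gave 0 calls by edgeR. With the replicate block, the real groups gave 4780 calls. For glucose in *Pcbp2* βKO cells chance can be excluded, as 1 of 60 splits, the real one, gave 5431 calls or more. For the single call of the interaction the splits cannot decide. At least 1 call was given by 6 of 60 splits, but a genotype effect present at both concentrations can appear in such splits as an interaction. The fit with the replicate block called 13 genes, and 1 of the same 60 splits, the real one, gave as many (the next highest gave 2), although the numbers were taken to pair only the control samples.

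More genes were called for glucose in *Pcbp2* βKO cells (5431) than in control cells (3156). The number of samples is a candidate explanation for part of this, since 50 draws of as many *Pcbp2* βKO samples as there are control samples gave a median of 4072. The range of these draws, 3692 to 5142, lay above 3156. In control cells, however, 4480 genes were called without replicate 4 at 16.7 mM and 4780 with the replicate block, both within that range, and whether the genotype changes the number was not tested.

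Of the 388 genes called in the knockout at 16.7 mM, 46.4% were called at that concentration only. The same knockout effect at both glucose concentrations may explain this share: in 20 simulations with a single effect at both, at least 51.5% were called at 16.7 mM only. These simulations made 828 to 990 calls at 16.7 mM, more than the samples, and 0 to 1 calls for the interaction, so that they bear on whether the share needs an interaction and not on its size. A dependence of the effect on glucose for part of the genes stays open, as the test of the interaction recovered 48% of changed genes in simulated data. Control samples that both comparisons share were also weighed for the 90 genes called for glucose in control cells and in the knockout at 16.7 mM. With the 4 samples divided so that each comparison used 2 of its own, more genes were called in both than independent lists share in 6 of 6 divisions (median 28.5 against 19.8), but in 1 of them within the spread of such counts (19 against 15.5, one-sided exact hypergeometric test, p = 0.213), so that a true overlap and one from shared samples cannot be told apart for all 90. Opposite signs of the 2 effects, among the 388 genes with the smallest p in the knockout, made up 63.1% with all samples. Shared control samples may explain this excess. The share was 54.4% (median of the divisions, 43.3% to 62.6%) with separate samples and 74.5% (50.3% to 84.8%) when both comparisons used the same 2. With replicates 1 and 4, or 2 and 4, as controls of the knockout, sharing lowered it (50.3% against 52.8%, 53.6% against 55.9%). In the other divisions sharing raised it. It was 65.2% to 75.3% in 20 simulations without a knockout effect. The log2 fold changes of the 2 comparisons correlated at -0.203 across genes, and at -0.281 to -0.244 in the simulations, where the shared samples alone give a negative value. Those of the knockout at both concentrations correlated at 0.491, and at -0.0322 to 0.0431 in the simulations. Genes are not independent replicates in these correlations.

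Replicates 4 and 5 make up unequal shares of the groups at 16.7 mM (1 of 4 control and 2 of 5 *Pcbp2* βKO samples). For the 62 genes lower in the knockout and raised by glucose, this is argued against as the whole explanation, since their median log2 fold change was -2.67 in replicates 1 to 3 alone and -2.65 in all samples.

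In the knockout at 16.7 mM, the median log2 fold changes of the marker lists were 0.70 for alpha, 0.29 for delta, 0.78 for PP, -1.81 for acinar (2 of 9 genes tested), -0.11 for ductal, -0.42 for endothelial (2 of 4 genes tested), -0.34 for macrophage and -1.01 for stellate cells, and 0.10 for β cell identity, of which none was called in edgeR. At 2.8 mM, the medians were 1.24 for alpha, 1.19 for delta, 1.55 for PP, -1.50 for acinar and 0.18 for ductal cells. They were 0.30 for endothelial, 0.73 for macrophage and 0.89 for stellate cells, and -0.47 for β cell identity. Every tested alpha, delta and PP marker had a higher estimate in the knockout there, and none was called over all genes. Of these lists at 2.8 mM, 1 macrophage marker (*C1qa*) and 2 genes of β cell identity were called lower. For glucose in control cells, 2 alpha markers were called higher and 1 delta and 1 macrophage marker lower, while the 6 proliferation genes had higher estimates with none called over all genes and 6 adjusted over the list alone. No gene stands in more than 1 of these lists, and the 28 tested markers of other cells all passed the expression filter in these sorted β cells.

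A stretch of chromosome 14 from 50 to 60 Mb held 7 called of 164 tested genes, 4 lower and 3 higher. The called genes were *Ccnb1ip1*, *Klhl33*, *Psmb5*, *Rpgrip1*, *Rpph1*, *Slc7a7* and *Supt16*. Their number gave p = 0.0244 by a one-sided exact Poisson test (adjusted p = 0.939 over 285 stretches). The gene *Ncoa4* was lower in the knockout at 16.7 mM (log2 fold change -0.64, adjusted p = 0.00901 by edgeR), while its pseudogene *Ncoa4-ps* stood at 47.4 ± 8.81 and 55.0 ± 6.27 CPM in *Pcbp2* βKO cells at 2.8 and 16.7 mM and at 0.100 and 0.588 CPM in control cells. *Rpl34* had a log2 fold change of -0.51 (adjusted p = 0.268 by edgeR). These genes were chosen after their values were seen.

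All 17 samples expressed *Ddx3y* at 54.9 CPM or more and *Xist* at 0.466 CPM or less, and *Eif2s3y*, *Kdm5d* and *Uty* were expressed in all of them. Of the paper's 3914 genes for glucose in control cells and 603 for the knockout at 16.7 mM, 2880 (73.6%) and 341 (56.6%) were also called here, with the same sign for 99.9% and 99.8% of the genes that were tested. With the replicate block, 3668 and 458 were called. With lengthScaledTPM counts and the block, chosen after seeing the values, 3838 (98.1%) and 454 (75.3%) were called.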
